# Mutation in the mouse histone gene *Hist2h3c1* leads to degeneration of the lens vesicle and severe microphthalmia

**DOI:** 10.1016/j.exer.2019.03.024

**Published:** 2019-11

**Authors:** Sharmilee Vetrivel, Natascia Tiso, Andrea Kügler, Martin Irmler, Marion Horsch, Johannes Beckers, Daniela Hladik, Florian Giesert, Valerie Gailus-Durner, Helmut Fuchs, Sibylle Sabrautzki, Martin Hrabě de Angelis, Jochen Graw

**Keywords:** Histone gene, *Hist2h3c1*, Mutation, Mouse, Eye development, Lens degeneration, Retina hyperproliferation

## Abstract

During an ENU (*N*-ethyl-*N*-nitrosourea) mutagenesis screen, we observed a dominant small-eye mutant mouse with viable homozygotes. A corresponding mutant line was established and referred to as *Aey69* (abnormality of the eye #69). Comprehensive phenotyping of the homozygous *Aey69* mutants in the German Mouse Clinic revealed only a subset of statistically significant alterations between wild types and homozygous mutants. The mutation causes microphthalmia without a lens but with retinal hyperproliferation. Linkage was demonstrated to mouse chromosome 3 between the markers *D3Mit188* and *D3Mit11*. Sequencing revealed a 358 A-> C mutation (Ile120Leu) in the *Hist2h3c1* gene and a 71 T-> C (Val24Ala) mutation in the *Gja8* gene. Detailed analysis of eye development in the homozygous mutant mice documented a perturbed lens development starting from the lens vesicle stage including decreasing expression of crystallins as well as of lens-specific transcription factors like PITX3 and FOXE3. In contrast, we observed an early expression of retinal progenitor cells characterized by several markers including BRN3 (retinal ganglion cells) and OTX2 (cone photoreceptors). The changes in the retina at the early embryonic stages of E11.5-E15.5 happen in parallel with apoptotic processes in the lens at the respective stages. The excessive retinal hyperproliferation is characterized by an increased level of Ki67. The hyperproliferation, however, does not disrupt the differentiation and appearance of the principal retinal cell types at postnatal stages, even if the overgrowing retina covers finally the entire bulbus of the eye. Morpholino-mediated knock-down of the *hist2h3ca1* gene in zebrafish leads to a specific perturbation of lens development. When injected into zebrafish zygotes, only the mutant mouse mRNA leads to severe malformations, ranging from cyclopia to severe microphthalmia. The wild-type *Hist2h3c1* mRNA can rescue the morpholino-induced defects corroborating its specific function in lens development. Based upon these data, it is concluded that the ocular function of the *Hist2h3c1* gene (encoding a canonical H3.2 variant) is conserved throughout evolution. Moreover, the data highlight also the importance of *Hist2h3c1* in the coordinated formation of lens and retina during eye development.

## Highlights

• A dominant small-eye mutant mouse is caused by a mutation in the histone gene *Hist2H3c1.*
• Morpholino-mediated knock-down of *hist2h3ca1* in the zebrafish validated this finding.
• The mutation leads to degeneration of the lens vesicle and retina hyperproliferation.

## 1 Introduction

The ocular system presents an interesting challenge in understanding its development. The vertebrate eye comprises tissues from different embryonic origins: the lens and the cornea derive from the surface ectoderm, while the retina, the epithelial layers of the iris and the ciliary body originate from the anterior neural plate. The timely action of transcription factors and inductive signals ensure the correct development of the different eye components [for a review see Graw (2010)]. On the other side, perturbation of this system can cause isolated or widespread ocular abnormalities including microphthalmia, or even anophthalmia (Plaisancie et al., 2016), that can obstruct the vision at different levels and lead to blindness. At the molecular level, a significant number of genes are involved in the control of eye development. The most notable classes include homeobox genes such as *Lhx2*, *Otx2*, *Pax6*, *Pitx3*, *Rx* and *Six3* (Heavner and Pevny, 2012).

Moreover, chromatin remodelling factors, such as BRG1, have also been found to regulate retinal and lens development (He et al., 2010). More recently, Wolf et al. (2013) demonstrated that loss of CBP and p300, two members of the KAT3 subfamily of histone K-acetyltransferases, leads to a loss of the cell fate determination of the lens, indicating also the importance of core histone modifications for regular lens and eye development. Histone genes are expressed from early development onwards to provide sufficient histones for the rapid cell divisions in early embryogenesis (Graves et al., 1985). The histone genes in higher eukaryotes appear to be arranged as clusters with no apparent order. Most of the histone genes are replication dependent, because new histones are needed during S phase. Correspondingly, their mRNAs are expressed in coordination with DNA replication (Maze et al., 2014). The replication-dependent histone genes in mammals are present in two clusters on separate chromosomes: chromosomes 1 and 6 in humans and chromosomes 3 and 13 in mice (Marzluff et al., 2002). Five genes in histone cluster 1 on mouse chromosome 13 contribute to 65% of H3.2 expression, while the rest is contributed by three genes in the histone gene cluster 2 on chromosome 3 (Wang et al., 1996). *Hist2h3c1* refers to the histone gene cluster 2 at mouse chromosome 3 coding for the first copy (c1) of histone variant H3.2. This gene is present near to the centromeric region (Marzluff et al., 2002).

To further identify novel genes involved in hereditary and congenital eye diseases, we performed a mutagenesis assay using *N*-ethyl-*N-*nitrosourea (ENU) as mutagenic agent (Hrabé de Angelis et al., 2000), and screened the offspring of treated male mice for dominant abnormality of the eye (abbreviation for detected variants: *Aey*, followed by a number). Small-eye mutants are a quite frequent phenotype, and some of them are caused by mutations in the *Pax6* gene (Hill et al., 1991; Graw et al., 2005; Favor et al., 2008, 2009). In contrast to most of the *Pax6* mutants, the small-eye mutant *Aey69* described here is homozygous viable, which makes this mutant line very interesting. Here we describe the molecular characterization of the underlying mutation in the gene coding for a histone H3.2 and the histological and immunohistochemical analysis of the altered process of eye development in the Aey69 mutants. A similar phenotype was obtained in zebrafish embryos using corresponding antisense morpholino oligomers. This new mouse model (*Aey69*) appears as a valuable tool to elucidate the role of histone genes in the complex developmental process of specific organs.

## 2 Materials and methods

### 2.1 Mice

Male C3HeB/FeJ (C3H) mice were treated with ENU (90 mg/kg body weight applied by intraperitoneal injection in three weekly intervals) at the age of 10–12 weeks as previously described (Ehling et al., 1985; Hrabé de Angelis et al., 2000; Aigner et al., 2011) and mated to untreated female C3H mice. The offspring of the ENU-treated mice were screened at the age of 11 weeks for dysmorphological parameters. After the mouse mutant line was established, adult mice were systematically analyzed for their phenotype in the German Mouse Clinic according to standard protocols (Fuchs et al., 2011). Mice were kept under specific pathogen-free conditions at the Helmholtz Center Munich in a 12/12-h dark-light cycle and provided *ad libitum* standard chow (TPT total pathogen free chow #1314; Altromin, Lage, Germany) and water. The use of animals was in accordance with the German Law of Animal Protection, the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and the tenets of the Declaration of Helsinki; it was approved by the Government of Upper Bavaria under the registration number 55.2-1-54-2532-126-11.

### 2.2 Eye morphology

To obtain embryos, mice were mated overnight and the presence of a vaginal plug the following morning indicated conception. The noon of that day marked 0.5 days *post coitum*. Pregnant females were sacrificed in a CO_2_ chamber around noon of the respective *post coitum* days to collect the embryos.

For histological analysis, the heads of the embryos were fixed in Davidson's solution overnight, dehydrated in 100% ethanol for 3 times (each for 15 min) and embedded in JB-4 plastic medium (Polysciences Inc., Eppelheim, Germany) according to the manufacturer's protocol. Sectioning was performed with an ultramicrotome (OMU3; Reichert-Jung, Walldorf, Germany). Serial transverse 2-μm sections were cut with a glass knife and stained with methylene blue and basic fuchsin as described previously (Graw et al., 2005).

### 2.3 Linkage analysis

Heterozygous carriers (first generation) were mated to wild-type C57BL/6 J (B6) mice, and the offspring (second generation) were again backcrossed to wild-type B6 mice. DNA was prepared from tail tips of affected offspring of the third generation (G3). For linkage analysis, genotyping of a genome-wide mapping panel consisting of 153 single nucleotide polymorphisms (SNP) was performed using MassExtend, a MALDI-TOF (matrix-assisted laser/desorption ionization, time of flight analyzer) mass spectrometry high-throughput genotyping system supplied by Sequenom [San Diego, CA, USA (Klaften and Hrabé de Angelis, 2005)]. For fine mapping in the critical interval, several microsatellite markers were used.

### 2.4 Sequencing

Exome sequencing was performed by Otogenetics Corporation (Norcross, GA, USA) using DNA of one liver from a homozygous male mutant; bioinformatic analysis of the sequencing data was performed using the cloud analysis platform of DNAnexus (Mountain View, CA, USA). Filtering of the exome-sequencing data was done for the critical interval and for homozygous mutations/polymorphisms predicted leading to an amino-acid exchange as the most likely causative event. As control, we had different mutants of the same genetic background, but with other mutations mapped to different chromosomes.

RNA was isolated from embryonic mouse eyes (E15.5) and reverse transcribed to cDNA using the Ready-to-Go T-primed first strand kit (Invitrogen, Karlsruhe, Germany). Genomic DNA was isolated from tail tips of C3H, B6, CFW, CBA, and 129/SvJ wild-type mice or homozygous/heterozygous embryos (E15.5; on C3H background) according to standard procedures. PCR was performed with a Flex Cycler (Analytik Jena, Jena, Germany) using primers and conditions as listed in Table S1. Products were analyzed by electrophoresis on agarose gels. Sanger sequencing was performed commercially (GATC Biotech, Konstanz, Germany) after direct purification of the PCR products (Nucleospin Extract II, Macherey-Nagel, Düren, Germany). To confirm the mutation in the genomic DNA, the corresponding fragment (in total 463 bp) was amplified from genomic DNA using the primer pair *Aey69-L1* and *Aey69-R1* (Table S1); in the presence of the mutation, a 241-bp subfragment can be digested by the restriction endonuclease *Mnl*I into 2 fragments of 200 bp and 41 bp.

### 2.5 Structural predictions

For structural predictions of missense mutations on the protein structure, we used PolyPhen-2 (http://genetics.bwh.harvard.edu/pph2/) and GOR4 (https://npsa-prabi.ibcp.fr/cgi-bin/secpred_gor4.pl). *In silico* modelling of the mutant and wild-type protein sequences was done using I-Tasser (http://zhanglab.ccmb.med.umich.edu/I-TASSER/; Zhang, 2008). Alignment of the modeled sequences was done using Pymol (The PyMOL Molecular Graphics System, Version 1.2r3pre, Schrödinger, LLC.) and the Root Mean Square Deviation between the aligned structures were calculated.

### 2.6 Transcriptomics

Total RNA was isolated using the RNeasy Midi Kit (Qiagen, Hilden, Germany) and Trizol Reagent (Sigma, Taufkirchen, Germany); only high-quality RNA (RIN>7; RNA integrity number) was used for further analysis. RNA was prepared from whole embryo (E9.5), embryo head (E10.5, E11.5), eye region (E12.5), and eye (E13.5) with n = 4. 300 ng of total RNA were amplified using the Illumina TotalPrep RNA Amplification kit (Thermo Fisher Scientific, Waltham, USA). Amplified cRNA was hybridized to Mouse Ref-8 v2.0 Expression BeadChips (Illumina, San Diego, CA, USA) comprising approximately 25,600 well-annotated RefSeq transcripts and over 19,100 unique genes. Staining and scanning were done according to the Illumina expression protocol. Data was processed using the GenomeStudioV 2011.1 software (gene expression module version 1.9.0) in combination with the MouseRef-8_V2_0_R3_11278551_A.bgx annotation file. The background subtraction option was used and an offset to remove remaining negative expression values was introduced. CARMAweb (Rainer et al., 2006) was performed for quantile normalization. Gene-wise testing for differential expression was done in R (R Development Core Team, 2011) employing the limma *t*-test and Benjamini-Hochberg multiple testing correction (FDR < 10%). To reduce background noise, gene sets were filtered for detection p-values < 0.05 in at least two of three replicates (or at least three of four) in at least one experimental group per comparison. Heatmaps were created in R and pathway analyses were generated by QIAGEN's Ingenuity Pathway Analysis (IPA®, QIAGEN, Hilden, Germany, www.qiagen.com/ingenuity) using Fisher's Exact Test p-values and lens and retina as tissue filters. During the analysis, four samples were excluded, due to quality issues (Ctrl_E9.5_4, Ctrl_E13.5_3) or atypical expression patterns of marker genes for eye development (maybe due to incorrect staging; Aey69_E13.5_3, Ctrl_E12.5_4). 

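In the excluded control sample 4 of E12.5, the crystallin genes, which encode the main soluble proteins of lens fibers, had a mean log2 signal of 4.78, against 6.97 ± 0.44 (SD, n = 3) in the other controls of that stage. *Cryaa*, which encodes αA-crystallin, had a log2 signal of 4.91 in this sample and 7.67 ± 0.22 (SD, n = 3) in the other controls. Across probes, which are not independent replicates, its profile correlated with the mean of its own group at r = 0.976 and with the mean of the E11.5 controls at r = 0.989. The E11.5 samples are heads and the E12.5 samples eye regions, so stage cannot be told apart from the tissue taken. Its median correlation with the single kept controls of E12.5 was 0.980, against 0.930 to 0.963 for each kept control with the others. In the excluded mutant sample 3 of E13.5, *Col1a1*, a collagen gene of mesenchyme, had a log2 signal of 7.81, against 11.67 ± 0.39 (SD, n = 3) in the other mutants of E13.5, and the transcription factor gene *Otx2* had 7.27 against 8.06 ± 0.28 (SD, n = 3). Its profile correlated at r = 0.845 with its own group and at r = 0.873 with the controls of E13.5. Its crystallin genes were near the mutant level, with a mean log2 signal of 4.91, against 4.71 ± 0.04 (SD, n = 3) in the other mutants and 11.51 ± 0.32 (SD, n = 3) in the kept controls of E13.5. In the excluded control sample 3 of E13.5, the crystallin genes had a mean log2 signal of 9.47, against 11.51 ± 0.32 (SD, n = 3), *Cryaa* had 4.72 against 13.53 ± 0.27 (SD, n = 3), and *Cryba1* had 14.19 against 13.89 ± 0.07 (SD, n = 3). In the excluded control sample 4 of E9.5, the embryonic globin gene *Hba-x* had a log2 signal of 9.23, against 13.76 ± 0.11 (SD, n = 3). The signal lay above background for 33.1% of probes in control sample 4 of E9.5, 26.2% in control sample 3 of E13.5, 52.6% in control sample 4 of E12.5 and 44% in mutant sample 3 of E13.5. It did so for 44.6% to 54.9% of probes in the 36 arrays that were kept. All values here are from 40 arrays normalized together.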

Array data have been submitted to the GEO database at NCBI (GSE106941).

### 2.7 Real-time PCR

RNA was extracted using RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacture's instruction. cDNA was synthesized using Ready-To-Go T-primed first strand kit (Invitrogen) or OmniScript Reverse Transcriptase Kit (Qiagen) or Biozym cDNA synthesis kit including random hexamers (Biozym Scientific GmbH, Oldendorf, Germany). Quantitative real-time PCR was performed with StepOne™ Real-Time PCR System (Applied Biosystem, Darmstadt, Germany). In each reaction, 2 μl cDNA, 0.4 μl reverse and forward primers, 5 μl SYBR Green mix (Bioline, Taunton, USA) and 2.2 μl DEPC-H_2_O were mixed in one well in a 96-well plate and centrifuged briefly. After the initial denaturation step at 95 °C for 15 min, PCR reaction was cycled for 40 times with denaturation at 95 °C for 30 s and annealing-extension temperature at 65 for 30 s. Relative expression was calculated following 2-ΔΔCT method (Livak and Schmittgen, 2001). Primers are listed in Table S1. Statistical analysis was done using REST software and if *p < *0.05, it is reported as statistically different (Pfaffl et al., 2002). The graphs were generated using GraphPad Prism Software version 7 (GraphPad Software Inc., California/USA).

### 2.8 Immunohistochemistry

For immunofluorescent staining, embryos were fixed in 4% PFA overnight and processed for paraffin embedding and sectioned. Embryos were first dehydrated in serial dilution of methanol, followed by bleaching in 3% H_2_O_2_ for 1 h, washed twice in absolute methanol for 10 min each, embedded in paraffin and sectioned at 8 μm by RM 2065*-*microtome (Leica, Wetzlar, Germany).

Embryonic sections were washed in PBS and deparaffinized in Roti-Histol (Roth, Karlsruhe, Germany) followed by rehydration in descending ethanol series. For antigen retrieval in paraffin sections, sections were boiled in 0.01 M sodium citrate buffer (pH 6.4) and cooled slowly by adding MilliQ water. Tissue sections were treated with 1% bovine serum albumin in PBS containing 0.3% Triton X-100, 0.05% Tween-20 (for blocking) and incubated with the primary antibody at 4 °C for overnight. After washing in PBS, sections were incubated with the appropriate secondary antibody for 90 min, counterstained with DAPI and mounted using Aqua-Poly/Mount (Polysciences, Eppelheim, Germany). Images (single plane images and Z-stacks) were obtained with an Olympus confocal microscope (Hamburg, Germany) and analyzed by ImageJ software (https://imagej.nih.gov/ij/). The findings were validated in biological replicates (minimum 2) in a blinded manner. Representative negative controls are shown in the Supplementary Fig. S1. Analysis was not done on areas shown as non-specific stained regions by these images, particularly blood vessels posterior to the lens and disturbed mesodermal cells beneath the RPE and above the cornea. Commercially available and validated antibodies were used and are listed in Table S2.

### 2.9 Statistics

The two-sample *t*-test was used to compare the means of two groups. If the variance was not equal and confirmed by F-test, a nonparametric Mann–Whitney test was used for further statistical analysis. If *p < *0.05, it is reported as statistically different. Regarding the phenotyping analyses at the GMC, tests for genotype effects were made by using Wilcoxon rank sum test, generalized linear models, linear mixed-effects models, *t*-test, Fisher's exact test or ANOVA depending on the assumed distribution of the parameter and the questions addressed to the data. A p-value <0.05 has been used as level of significance; a correction for multiple testing has not been performed. The data of Table S3 was achieved by applying linear models, Wilcoxon rank sum test and Fisher's exact test.

### 2.10 General

If not otherwise mentioned, chemicals and enzymes were from Fermentas (St-Leon-Rot, Germany), Merck (Darmstadt, Germany), or Sigma Chemicals (Deisenhofen, Germany). Oligonucleotides were synthesized by Sigma Genosys (Steinheim, Germany).

### 2.11 Validation in the zebrafish

#### 2.11.1 Zebrafish lines maintenance and handling

Zebrafish embryos and adults were raised, staged and maintained at the Zebrafish Facility of the University of Padova, under standard conditions (Kimmel et al., 1995; Westerfield, 2007). Wild-type lines used in this work included Tübingen, Giotto and Umbria strains (Pauls et al., 2007). The following transgenic lines were used: FGF reporter line *Tg(dusp6:d2EGFP)pt6* (Molina et al., 2007), indicated here as *FGF:EGFP*, TGFβ reporter lines *Tg(12xSBE:EGFP)ia16* (Casari et al., 2014), indicated here as *TGFb:EGFP*, Notch reporter line *Tg(EPV.Tp1-Mmu.Hbb:NLS-mCherry)ia7*, indicated here ad *Notch:mCherry* (Schiavone et al., 2014), *Tg(-5.5ptf1a:DsRed)ia6* and *Tg(ptf1a:EGFP)jh1* (Facchinello et al., 2017), indicated here as *ptf1a:DsRed* and *ptf1a:EGFP*, respectively, *Tg(pax6b:GFP)ulg515*, indicated here as *pax6b:GFP* (Delporte et al., 2008), and *Tg(-2.5neurod1:EGFP)ia50* (Casari et al., 2014), indicated here as *neurod1:EGFP*. All zebrafish experiments were performed in accordance with the European and Italian Legislations, with authorization number 407/2015-PR, obtained from the Ethics Committee of the University of Padua and the Italian Ministry of Health.

#### 2.11.2 Morpholino-mediated gene knock-down

To knock-down the zebrafish *hist2h3ca1* gene, encoding for a protein with 99% identity with mouse Hist2h3c1 (ZFIN ID: ZDB-GENE-030722-8), a translation-blocking morpholino (histMO) oligo, targeting the ATG region, and a control mismatched (mismMO) oligo were designed and synthesized by GeneTools (Table S1). Oligomers were diluted to 100 or 10 μM in 1x Danieau buffer (58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO_4_, 0.6 mM Ca(NO_3_)_2_, 5 mM Hepes, pH 7.6) plus 1% phenol red. For microinjection experiments, previously mentioned wild-type and transgenic lines were outcrossed with wild-type lines, and 1-cell stage embryos were microinjected with 5 nl of solution. MO-injected embryos (morphants) were raised in egg water with 0.003% PTU (P7629, Sigma Aldrich, Milan, Italy), to reduce pigmentation, and analyzed within 2 days post-fertilization (dpf). Validation of MO specificity was performed by rescue experiments, as described in the next section. Experiments were performed in triplicate, with more than 50 embryos per condition.

#### 2.11.3 Messenger RNA injection experiments

*In vitro* transcription of mouse wild-type (CH3) and mutant (*Aey69*) mRNAs was performed from linearized pCS2 expression clones, using the mMESSAGE mMACHINE Transcription Kit (Ambion, ThermoFisher Scientific; Milan, Italy). For mRNA over-expression and rescue experiments, mRNAs were diluted to 25 or 50 ng/ml concentrations and injected into zebrafish zygotes, either alone or in combination with antisense morpholino oligomers. Experiments were performed in triplicate, with more than 50 embryos per condition.

#### 2.11.4 Whole-mount *in situ* hybridization (WISH)

The following riboprobes were used in WISH experiments: the lens marker *cryba2b* (ZFIN ID: ZDB-GENE-040718-324) and the retinal marker *isl1* (ZFIN ID: ZDB-GENE-980526-112). The *cryba2b* cDNA was obtained from the IRBOp991H0348D clone (Source Bioscience Genome Cube), subcloned into a pCRII TOPO vector (Stratagene, Agilent Technologies, Milan, Italy), linearized with *Kpn*I (Promega, Milan, Italy) and transcribed using DIG- or FLUO-labelling mix and T7 RNA polymerase (Roche, Monza, Italy). The *isl1* probe (Appel et al., 1995; Tokumoto et al., 1995) was transcribed from a pBS KS + clone (insert: +1 to +2265; NM_130,962), linearized with *Xba*I (Promega) and transcribed using DIG- or FLUO-labelling mix and T3 RNA polymerase, (Roche). WISH was performed on zebrafish embryos, previously fixed with 4% PFA/PBS and stored in 100% methanol, following standard protocols (Thisse and Thisse, 2008). For two-colour fluorescent WISH (Lauter et al., 2011), the alkaline phosphatase substrates Fast Red and Fast Blue (Sigma) were used, emitting in the red and far red, respectively. At least 20 embryos per condition were processed in a single tube. For signal comparison, control and treated embryos were co-processed and co-stained in the same tube; controls were recognized by tail tip excision, performed after PFA-fixation and before WISH. All experiments were performed in triplicates.

#### 2.11.5 Microscope imaging of zebrafish samples

After WISH, embryos were post-fixed, mounted in 87% glycerol/PBS and imaged in bright field using a dissecting S8APO microscope (Leica, Milan, Italy) equipped with a Digital Sight DS-L3 camera (Nikon, Florence, Italy). For confocal imaging of Fast Red/Fast Blue fluorescence, embryos were flat-mounted in the same medium and analyzed in a DMI6000 inverted microscope with spectral confocal system SP5 (Leica). Confocal images were processed with Volocity 6.0 software (PerkinElmer). For *in vivo* imaging of fluorescent transgenic lines, embryos were embedded in 2% methylcellulose in PBS with 1x anesthetic Tricaine (0.16 mg/ml) and analyzed with a Leica M165FC dissecting microscope equipped with a DFC7000T camera (Leica). Final figures were assembled using Adobe Photoshop CC (V. 14.0 × 64).

## 3 Results

### 3.1 Generation and phenotyping of the mouse mutant line

Offspring from ENU-treated male mice were screened for different phenotypic parameters including general dysmorphology (Hrabé de Angelis et al., 2000; Fuchs et al., 2012). The mutant *Aey69* (abnormal eyes) was selected because of its small eyes (Fig. 1). When the mutant line was established, it turned out that the homozygous *Aey69* mutants were viable and fully fertile. The standardized phenotyping of this mutant line in the German Mouse Clinic (GMC) revealed only a few altered phenotypes between wild types and the homozygous mutants: increased locomotor activity (hyperactivity) and increased rearing, which was combined with decreased anxiety. An increased body temperature, less body mass and reduced blood lipid values were further characteristics of this mutant line; for details of the various results of the German Mouse Clinic see Table 1, suppl. Table S3 and the mouse phenomap online (www.mouseclinic.de/). Since the microphthalmia was the most severe manifestation of the mutation, we focused in the following experiments on this particular phenotype.

**Fig. 1:**
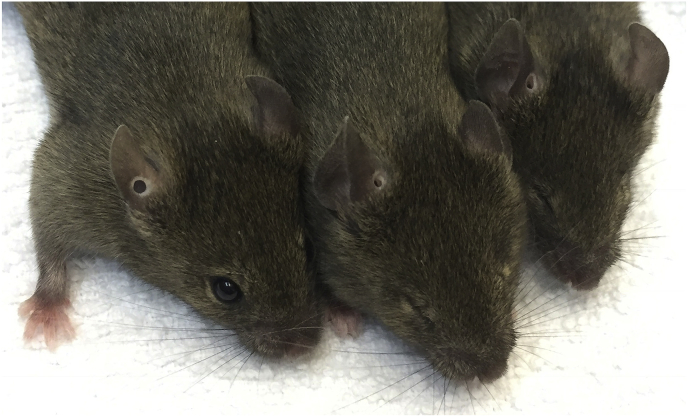
**Small-eye phenotype of *Aey69* mice**. Compared to the wild type (left), the small-eye phenotype is evident in both heterozygous (middle) and homozygous *Aey69* mutants (right) at the age of 8 weeks. This phenotype indicates a dominant mode of inheritance.

**Table 1:** Results of the German mouse clinic (GMC).

Screens	Test	Phenotype overview of homozygous *Aey69* mouse mutants
**Dysmorphology, Bone and Cartilage**	Morphological observation	Confirmation of microphthalmia
	Bone densitometry	Decreased fat content, increased lean content in females
	X-ray	None
	Click Box	None
**Behavior**	Open Field	Locomotor hyperactivity and increased exploration; signs of decreased anxiety, which may be a secondary confound of the increased activity
	Acoustic startle and Prepulse Inhibition	None
**Neurology**	Modified SHIRPA protocol	Hyperactivity, closed eyes, more tail elevation
	Grip strength	None
	Lactate	None
	Rotarod	Female mutants do not improve compared to controls
**Nociception**	Hot plate assay	None
**Energy Metabolism**	Indirect calorimetry	Body temperature was significantly increased
	Minispec NMR body composition	None
**Clinical Chemistry and Hematology**	Clinical chemistry	*Non-fasted mice* ASAT and LDH activity increased in mutant animals, significantly increased plasma chloride and decreased albumin levels in female mutants; tendency of higher sodium values in mutant mice. *Fasted mice* Statistically significant differences of blood lipid and glucose values in female mutant mice (total cholesterol, HDL-cholesterol and non-HDL-cholesterol); Triglyceride values were significantly decreased in mutant females; glycerol levels slightly decreased in both male and female mutants
	Hematology	None
	IpGTT	Slightly increased fasted glucose level
**Immunology**	Flow cytometry	Subtle alterations in T cell subsets in females
	Immunoglobulin levels	Decrease in the levels of IgG1 and IgM
**Allergy**	IgE level	None
**Steroid Metabolism**	DHEA level	Slightly increased in male mutants
	Testosterone level	None
**Cardiovascular**	Non-invasive tail-cuff blood pressure measurement	None
	Heart weight	None
**Lung Function**	Whole body plethysmography	Only body mass related differences between female groups
**Pathology**	Macroscopic analysis	Confirmation of anophthalmia
	Histology	None

The Eye Screen was removed from the list, because the characterization of the eye development is the objective of this paper. Moreover, because of the microphthalmic/anophthalmic phenotype and the severe ocular malformations, our routine test systems could not be applied.

p-values are given in Supplementary Table S3; all data will be available through the mouse PhenoMap online (www.mouseclinic.de/).

### 3.2 Histological analysis of the microphthalmia phenotype

Histological analyses of eye development in the homozygous *Aey69* mutant mouse are demonstrated in Fig. 2. In initial experiments, we compared histological data between all three genotypes; however, since the features of the heterozygous and the homozygous *Aey69* mutant were without obvious differences (Supplement Fig. S2 for E13.5), we focused on the comparisons between wild-type and homozygous mutant mice. The formation of the lens vesicle at E10.5 in the mutant was not markedly different from the wild type (Fig. 2a). However, at E11.5 and E12.5 the shape of the mutant lens vesicle appeared smaller and disorganized (Fig. 2b and c). Subsequently, at E13.5 it became obvious that the transient connection between the surface ectoderm (the future cornea) and the lens vesicle was not detached. Moreover, the mutant lens was not filled by well-organized primary lens fiber cells (as it was in the wild-type lens), but instead by pycnotic and disorganized cells (Fig. 2d). At these stages, the retina did not seem to be affected in the histological sections. However, starting from the embryonic stage of E15.5, changes in the cornea and retina were observed (Fig. 2e–h). At E15.5, the cornea seemed to be much thicker in the mutant as compared to the wild type, and there was still a remnant lens stalk that failed to separate from the cornea. Increased infiltration of periocular mesenchymal cells into the vitreal space was also observed (Fig. 2e). At E17.5, the retina was observed to be much thicker and larger in the mutant as compared to the wild-type; also, aberrant bending of retinal layers anterior to the cornea was observed (Fig. 2f). At P1, the retinal pigmented epithelium (RPE) did not stop at the tips of the retina like in the wild types, but covers the entire anterior part of the eye. This abnormal growth of the RPE did not affect the establishment of outer and inner neuroblastic layers in the neural retina (see inset in Fig. 2g). Finally, after birth, RPE and other layers of the retina invaded massively the central part of the eye, filling up the space usually occupied by lens and vitreous (Fig. 2h).

**Fig. 2:**
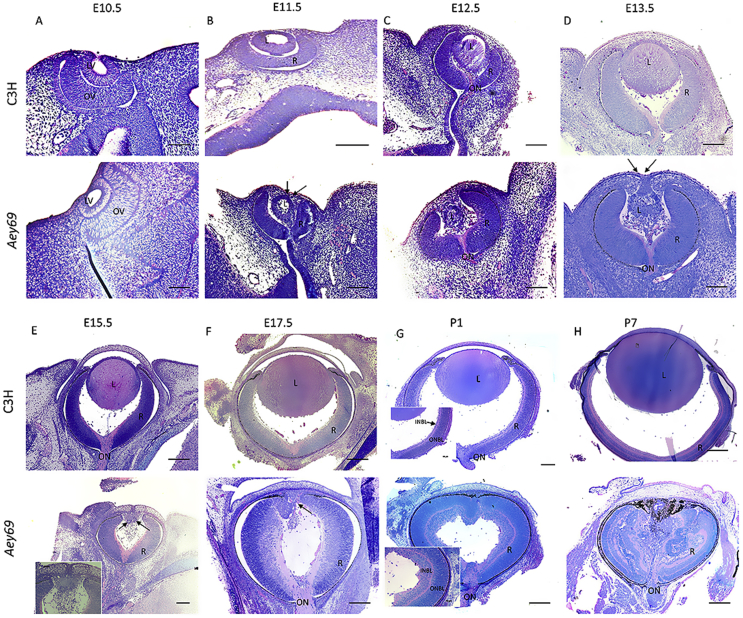
**Histological analysis of the microphthalmia phenotype.** The comparative histological staining between the wild-type and homozygous *Aey69* eyes are shown. Eye development is demonstrated from embryonic day E10.5 until postnatal day (P) 7. The figure summarizes the major disruptions in development starting from the lens vesicle stage of E11.5 (a–d) and the overgrowing of the retina into the empty lens space after birth (e–h). In particular, at E11.5 in the wild type there is no surface ectoderm connection between the future cornea and lens. However, in the mutant the surface ectoderm connection is maintained (as highlighted by black arrows) through the embryonic stages of E11.5-E13.5, when the lens gradually disappears. Further changes in later embryonic stages are also highlighted by their respective black arrows: at E15.5 increased infiltration of periocular mesenchymal cells into the mutant vitreal space, at E17.5 altered bending of retinal layers anterior to the cornea, and at P1 the mutant retinal layers are observed to be much thicker compared to the wild type. The bars indicate 100 μm at E10.5-E12.5, 50 μm at E13.5 - E15.5, and 0.1 mm at P7. L, lens; R, retina; ON, optic nerve; INBL, inner neuroblastic layer; ONBL, outer neuroblastic layer.

From these histological features, several questions arose:

- What is the underlying mutation in *Aey69* leading to this severe ocular phenotype?
- What cellular processes are disrupted in the lens vesicle of the *Aey69* mutants?
- Do all retinal cell types contribute to the retinal overgrowth?

These questions will be addressed in the following sections.

### 3.3 Mapping and sequencing of the underlying mutation

In a genome-wide linkage analysis using SNP markers, the mutation was mapped to chromosome 3. Fine mapping using microsatellite markers defined a critical interval between *D3Mit188* and *D3Mit11*; the markers *D3Mit76* and *D3Mit101* did not show any recombination among 80 G3-mice tested (Fig. 3a). Based upon this positional information, we tested several candidate genes (*Cef3, Cgn, Gja8, Pogz, Selenbp* and *Selenbp2*). Among them, only a mutation in the *Gja8* gene (coding for connexin50) was observed (c.71 T→C; Val24Ala). Since all mutations reported in the *Gja8* gene in the mouse (and in its human homologue *GJA8*) led to lens opacities (cataracts) (Graw et al., 2001; Schmidt et al., 2008; Xia et al., 2012; Berthoud and Ngezahayo, 2017), but never to microphthalmia without a lens (as observed in the adult heterozygous *Aey69* mutant mice), we excluded *Gja8* as a candidate gene for *Aey69*.

**Fig. 3:**
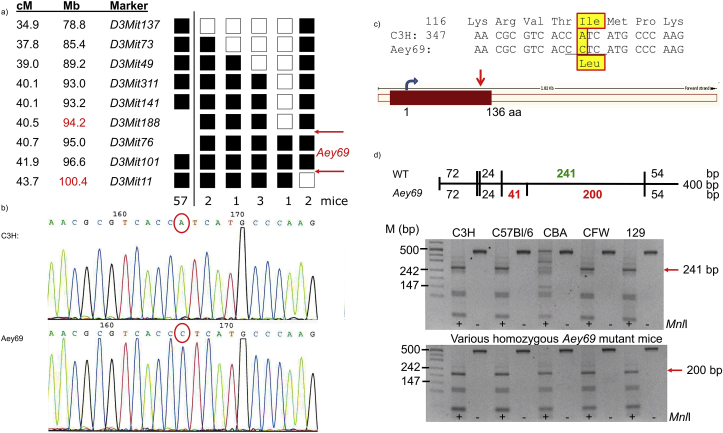
**Linkage and sequence analysis of *Aey69* mutation.** a) Haplotype analysis defines the critical interval between the markers *D3Mit188* and *D3Mit11* at mouse chromosome 3. The analysis was performed in two steps separated by the black line; the markers *D3Mit188* and *D3Mit76* were used only in the 9 mice with a recombination between *D3Mit141* and *D3Mit11*. The numbers of mice for each haplotype are given; 7 mice of the F2 panel had the B6 allele of all markers tested, but carried the *Aey69* mutation. Black squares are heterozygotes, and empty squares represent homozygotes for the C57Bl/6 J allele. The red arrows mark the critical interval for the underlying mutation; the genetic distances (given in cM) and the exact physical positions of the markers (given in Mb) are from the MGI database (http://www.informatics.jax.org/; Dec. 2018). b) Sanger sequencing confirmed the exome sequencing data (c. 358 A-> C; red circles). c) The change in the amino acid sequence (Ile120Leu) is given below and boxed in yellow with a red surrounding line; the underlined DNA sequence (CCTC) demonstrates the new *Mnl*I restriction site in the mutants. Schematic drawing of the mouse *Hist2h3c1* gene (ENSEMBL) is given below the nucleotide sequence; the red arrow points to the site of the mutation at the C-terminal end of this single-exon gene. d) The novel *Mnl*I restriction site is present in all homozygous mutant mice tested. It is absent in 5 tested wild-type strains indicating that it is a mutation and no widespread polymorphism. The schema above the gels explains the digestion pattern of the fragment, and the size of the critical bands is given in red or green. The red arrows point to these critical bands and their sizes are indicated; +, with *Mnl*I restriction enzyme; -, without restriction enzyme.

Exome sequencing detected the *Aey69* mutation in the *Hist2h3c1* gene at c.358 A > C resulting in an Ile- > Leu exchange at amino-acid position 120 (Ile120Leu). The mutation was confirmed using classical Sanger sequencing (Fig. 3b and c) and by restriction digest using *Mnl*I, which did not cut the mutated sequence, but not the wild-type fragment (Fig. 3d). The PCR fragment remained intact in five tested wild-type mice of different genetic background, but was digested in all 5 *Aey69* mice from our breeding colony. Therefore, we concluded that this missense mutation is a true mutation and not a polymorphism; this interpretation is also supported by the ENSEMBL database; there is no polymorphic site upstream of nt 402; the polymorphic region affects just the last 3 C-terminal amino acids (ENSMUST00000176059.1).

Because of the unexpected finding of a mutation in a histone gene causing microphthalmia without a lens, we tried to separate the two candidate genes *Gja8* and *Hist2H3c1* genetically. Unfortunately, they were so close together (*Gja8* at 96.9 Mb and *Hist2H3c1* at 96.2 Mb; ENSEMBL release 94 - October 2018) that we stopped after 5 generations outcrossing without a positive result. This outcome was underlined by the haplotype analysis demonstrating that the two markers *D3Mit76* (95.0 Mb) and *D3Mit101* (96.6 Mb) did not show a recombination with the *Aey69* mutation (Fig. 3a). Moreover, it can be noticed that in all our out- and back-cross breeding no difference of the microphthalmia phenotype between C3H and C57BL6 mice was observed.

Based upon the MGI database, *Hist2h3c1* is expressed in the retina, but also in liver and spleen. It is one of the eight genes in the mouse histone gene clusters encoding for the protein histone H3.2. To test for any tissue specific dependence amongst the histone clusters expression pattern of these genes were analyzed in three wild-type tissues – brain, retina, lens and liver (Fig. 4a). Since no specific primers could be designed for the *Hist2h3e* gene, the analysis was performed on the remaining 7 histone genes only. Among the H3.2 encoding genes, *Hist2h3c1* was found to be most highly expressed gene in the lens (fold expression level >5; compared to the housekeeping gene *Rplp0*). With regard to embryonic stages of the *Aey69* mutants (Fig. 4b), we observed a significant downregulation of the histone gene *Hist1h3b* in E10.5, and downregulation of *Hist2h3c1* through the stages E10.5-E12.5 (p < 0.05), but the overall expression levels of H3 genes was not dramatically changed (using universal H3primers; Banday et al., 2014).

**Fig. 4:**
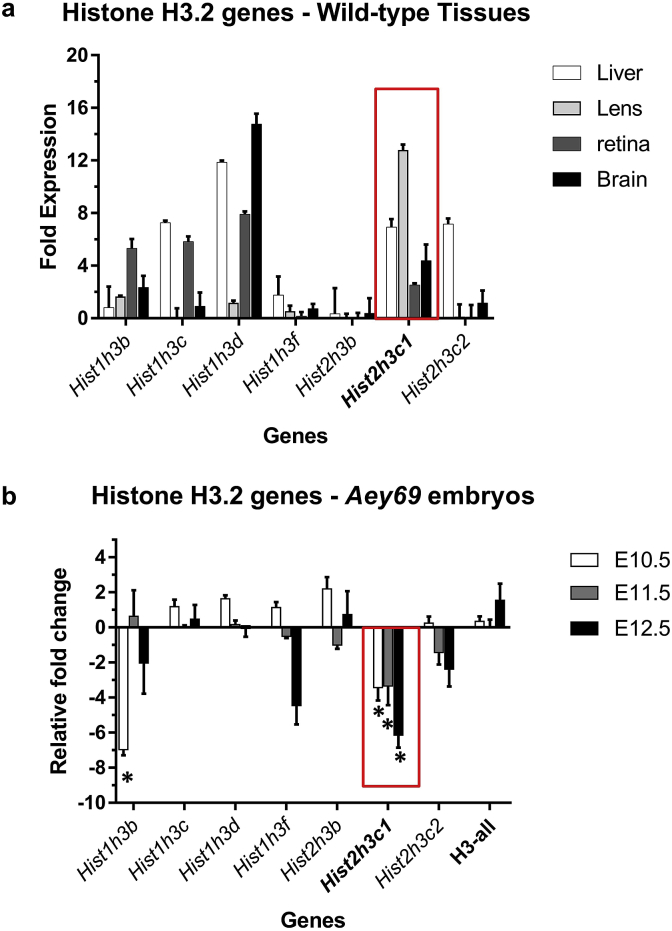
**QPCR analysis of Histone H3.2 coding genes.** a) Relative expression levels of histone genes in the wild-type tissues of brain, liver, lens and retina. *Rplp0* (ribosomal protein, large, P0) was taken as the housekeeping gene, and analysis was done using the relative expression method. Values are given as fold expression levels ± SEM; n = 3 for each tissue type. The gene of interest, *Hist2h3c1*, is highlighted by a red box; *Hist2h3c1* was found to be the most highly expressed H3.2 encoding gene in the lens. b) Gene expression changes in the embryonic tissues of *Aey69* at the embryonic stages of E10.5-E12.5 using the -2ΔΔct method; the respective wild-type tissues were used as the control, and *Rplp0* was taken as the housekeeping gene. Values are given as fold expression levels ± SEM. n = 3 for each embryonic stage. Statistically significant differences of the expression levels (p < 0.005) are marked by an asterisk. The mutated gene *Hist2h3c1* (red box) was found to be significantly downregulated through these stages.

### 3.4 Structural prediction of the mutant Hist2h3c1 protein

*Hist2h3c1* (http://www.informatics.jax.org/marker/key/86142) is one of the eight single-exon histone genes and encodes for a histone H3.2 variant (https://www.uniprot.org/uniprot/P84228). The prediction of the consequences of this mutation by PolyPhen-2 was “possibly damaging” with a score of 0.726 (sensitivity 0.78 and specificity 0.85). GOR4, a secondary protein structure prediction program, suggests a shortened part of the coiled-coil domain (9 amino acids in the wild type to just 6 amino acids in the mutant protein) corresponding to an extension of the flanking α-helical regions (from 5 to 6 amino acids forming a N-terminal helical domain, and from 9 to 11 amino acids forming a C-terminal helical domain). I-Tasser predicted the wild-type and mutant proteins to be structurally distinct by a RMSD (Root-Mean-Square Deviation) value of 1.352 Å.

### 3.5 Differential analysis of transcripts

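Transcripts of *Aey69* mutants and of wild-type littermates (controls) were measured on Illumina mouse bead arrays, on which each probe is a short DNA sequence that captures labelled RNA of a gene. The samples were whole embryos at E9.5 (4 mutants and 3 controls), heads at E10.5 and at E11.5 (4 mutants and 4 controls at each stage), the eye region at E12.5 (4 mutants and 3 controls) and eyes at E13.5 (3 mutants and 3 controls). The tissue taken therefore changed together with age. For the 3 controls of E13.5, the sample title and the age read E13.5 and other deposited labels read E12.5, and these samples were grouped by title and age. The authors extracted background-subtracted signals in GenomeStudio, added an offset and quantile-normalized the arrays. Here an offset of 22 was added to the deposited background-subtracted signals of the 36 arrays, whose lowest value was −21. The arrays were then quantile-normalized together and converted to log2. Mutants and controls of each stage were compared with limma over 25697 probes, with Benjamini-Hochberg adjustment over all probes of the stage. A gene was called higher or lower at a false discovery rate of 10% when a probe of it also had a detection p under 0.05 in at least 2 of 3 or 3 of 4 samples of either genotype. Probes detected on no array of 1 genotype give a lower bound of the fold, written as at least N-fold. Gene lists were compared with all other detected genes by camera, a test of gene sets, with a preset correlation between genes of 0.01 and with an estimated correlation beside it, adjusted over 120 tests. With the preset correlation 36 of the 120 tests passed the false discovery rate, and with an estimated correlation 0 did (smallest adjusted p = 0.35, with 8 tests at an unadjusted p under 0.05). The crystallin lists of E12.5 and E13.5, most of whose genes were called lower on their own, did not pass it either. A call lost with an estimated correlation therefore does not show that a list is unchanged. The number of arrays limits the precision of each comparison.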

For a better understanding of the changes during early eye development, we performed a microarray analysis of transcriptomic changes in *Hist2h3c1* mutant embryos and their wild-type littermates using whole embryos (E9.5), embryo heads (E10.5, E11.5), tissues of the eye region (E12.5), and whole eyes (E13.5). We defined sets of regulated genes with p < 0.05 (limma *t*-test p-value) and applied additional filters for fold-change and background reduction as described in the methods section. This approach resulted in 376 regulated genes at E9.5, 157 genes at E10.5, 420 genes at E11.5, 847 genes at E12.5, and 739 genes at E13.5. These gene sets were further studied using the Ingenuity Pathway Analysis software, and the top analysis-ready genes for each stage are shown in Fig. 5. These results clearly indicated that lens-specific genes like αA-, β- and γ-crystallins, as well as *Mip,* are downregulated in the mutant eye at E12.5 and E13.5. Similarly, *Gja8* is downregulated at E12.5 (−1.4x, p < 0.05) and E13.5 (−2.7x, FDR<10%), but its expression is low and therefore, it did not pass the detection p-value filter (and is not included into Fig. 5). 

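At E11.5, 8 genes were higher and 2 lower in the mutant head at the false discovery rate of 10%. The higher genes were *H2bc3*, *H2bc7*, *H2bc9*, *H2bc15*, *H4c12* and *H4c18*, which encode core histones, *Rnu6*, a U6 spliceosomal RNA gene, and a dimmer probe of *Denr*, which encodes a translation factor. The lower genes were *Erdr1* and a probe with no gene name. *H2bc7* was higher by a log2 fold change of 1.79 (standard error 0.23, adjusted p = 0.056, limma) and *H2bc9* by 1.69 (standard error 0.20, adjusted p = 0.035). *Erdr1* had a log2 signal of 5.12 ± 0.34 (SD, n = 4) in mutants and 9.58 ± 0.60 (SD, n = 4) in controls (adjusted p = 9.7e-05, limma), and was detected in 1 of 4 mutants. At E12.5, 63 genes passed, 9 higher and 54 lower, among them 11 crystallin genes and 4 genes of the periocular mesenchyme. At E13.5, 213 genes passed, 65 higher and 148 lower, among them 15 crystallin genes. At E9.5 and at E10.5, 0 genes passed in limma. Without adjustment, at a limma p under 0.05, 1265 genes passed at E9.5 (710 higher and 555 lower), 144 at E10.5 (62 and 82), 1162 at E11.5 (609 and 553), 1796 at E12.5 (1004 and 792) and 2828 at E13.5 (1400 and 1428). The directions depend on the scaling: with the arrays scaled by their medians, 67 genes were higher and 1651 lower at E9.5, 70 and 56 at E10.5, 168 and 1022 at E11.5, 585 and 779 at E12.5, and 1067 and 2278 at E13.5. These counts are over 9127, 9138, 9227, 9653 and 9978 detected genes with a name. Each probe without a gene name was counted as a gene too (1, 3 and 18 of those past the false discovery rate at E11.5, E12.5 and E13.5). All mutant values lay above or all lay below all control values for 12.9% of detected probes at E9.5, 0.964% at E10.5, 4.04% at E11.5, 15% at E12.5 and 31.3% at E13.5, where chance gives 5.71%, 2.86%, 2.86%, 5.71% and 10% on average over splits of the samples. Probes are not independent, so a single split can lie far from that average. Of 35 splits, 5, 24, 9 and 7 gave as many genes at an unadjusted p from E9.5 to E12.5, the real one included. At E13.5, 1 of 10 did, too few splits to exclude chance. Single samples moved the adjusted counts: 64 genes passed at E9.5 without mutant 3, 2 to 9 at E11.5 without any 1 sample (the calls of *H4c18* and *Rnu6* were lost in 8 of 8 such fits, those of *H2bc3*, *H2bc15* and *H4c12* in 7 and those of *H2bc7* and *H2bc9* in 6, and that of *Erdr1* in 0), 4005 at E12.5 without control 2 and 11 to 25 without any other, and 1582 at E13.5 without control 4 and 44 to 122 without any other. With the 4 excluded samples included, 6 genes passed at E12.5 and 9 at E13.5.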

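Outside the lens, 4 of 14 measured genes of the periocular mesenchyme and corneal stroma were lower in the mutant eye region at E12.5 and none was higher (11 lower when adjusted over the list alone). *Col6a1*, a collagen gene, had a log2 fold change of −1.89 (standard error 0.24, adjusted p = 0.029, limma), *Col1a1* of −1.80 (standard error 0.25, adjusted p = 0.049) and *Dcn*, which encodes the proteoglycan decorin, of −2.80 (standard error 0.41, adjusted p = 0.06). The list had a median log2 fold change of −1.04 (adjusted p = 8.6e-12 from camera, and adjusted p = 0.45 with an estimated correlation). Its mean log2 signal was 7.53 ± 0.28 (SD, n = 4) in mutants and 8.65 ± 0.13 (SD, n = 3) in controls (exact permutation test, 2-sided, p = 0.029, the smallest that 4 against 3 allow, not adjusted over lists). Other lists, among them the skeletal muscle and endothelial genes, also reached it. Of 14 skeletal muscle genes, 1 was lower, *Mylpf*, a myosin light chain gene (7 lower when adjusted over the list alone; list median −0.78, or −0.50 without control 2, adjusted p = 1.1e-05, and adjusted p = 0.71 with an estimated correlation). *Krt14*, a keratin gene of basal epithelium, was lower by a log2 fold change of −1.74 (standard error 0.18, adjusted p = 0.014). *Shh*, a signaling gene of the ventral midline, had a log2 fold change of 1.49 (standard error 0.28, adjusted p = 0.15) and did not pass the test, while *Fgf8* was higher by 1.43 (standard error 0.18, adjusted p = 0.029). For these differences, other amounts of tissue around the eye taken at dissection cannot be told apart from an effect of the genotype. At E13.5 the mesenchyme list had a median of 0.16 in the opposite direction (1 of 16 genes higher, 5 when adjusted over the list alone, adjusted p = 0.013, and adjusted p = 0.71 with an estimated correlation), which is 0.06 without control 4, 0.10 without control 5 and −0.02 when the arrays are scaled by their medians, and the call was lost with the 4 excluded samples included (adjusted p = 0.39).
At the stages before E12.5, 16 genes of Fig. 5 have a named probe at E9.5, 18 at E10.5 and 20 at E11.5. The brightest probe passed an unadjusted p under 0.05 in limma for 10, 6 and 14 of them, and the false discovery rate for 0, 0 and 1. With any probe, 14, 12 and 18 passed the unadjusted p, and 0, 0 and 1 the false discovery rate. *Gsk3b*, a kinase gene of Wnt and insulin signaling, had a log2 fold change of 1.11 at E9.5 (standard error 0.20, adjusted p = 0.64) and *Hes5*, a target of Notch signaling, −1.29 at E11.5 (standard error 0.42, adjusted p = 0.66). Replication-dependent histone genes had a median of −0.34 at E10.5 (0 of 43 genes past the test, adjusted p = 2.4e-20, and adjusted p = 0.51 with an estimated correlation; sample scores, exact permutation test, 2-sided, p = 0.11). At E11.5 their median was 0.51, or 0.40 with genes at background at their bound (6 of 45 genes higher, 22 when adjusted over the list alone, adjusted p = 4.3e-17, and adjusted p = 0.51 with an estimated correlation). Their mean log2 signal at E11.5 was 8.28 ± 0.19 (SD, n = 4) in mutants and 7.75 ± 0.18 (SD, n = 4) in controls (exact permutation test, 2-sided, p = 0.029, the smallest that 4 against 4 allow). At E12.5 and E13.5, 20 genes of Fig. 5 have a named probe, and 11 and 13 passed the false discovery rate with their brightest probe (11 and 14 with any probe). Samples of the same group spread along a shared gradient, the first axis of the deviations of 15586 probes from their group means, which held 47.5% of the variance within groups. On this gradient each gene of Fig. 5 was placed by its probe with the smallest p at the stage, which need not be its brightest. The axis used at a stage came from the other 4 stages, and its sign was set by *Eif4g2*, itself a gene of Fig. 5 at E13.5. Fold changes of other splits of the same samples also followed the axis across probes (median absolute r of 0.35 to 0.58 by stage). Genes picked for a large change can therefore lie at its ends under other groupings too, and these placements decide no cause. Of the 10 genes that Fig. 5 lists as higher at E13.5, 9 lay among the highest 5% of probes on the gradient (*Hspd1* and *G3bp1* with a probe that is not their brightest). Of the 8 named genes it lists as higher at E9.5, 7 lay among the lowest 5%. Of the genes it lists as lower, 0 of 10 at E13.5 lay among either and 3 of 8 at E9.5 among the highest 5%. At E11.5, 4 of 10 higher genes lay among the lowest and 6 of 10 lower genes among the highest 5%, at E10.5 0 of 18 genes lay at either end, and at E12.5 1 of 10 higher genes at each end and 0 of 10 lower genes. With each sample's score on the gradient as a covariate, *Hnrnpa2b1*, an RNA-binding protein gene, went from 2.84 to −0.18 at E13.5 and *Calr*, which encodes calreticulin, from 2.30 to 0.12. At E13.5 the score itself separates mutants from controls, so the covariate also takes up differences between genotypes. With 1 sample left out, the adjusted p reached 0.17 for *Col6a1* and *Fgf8*, 0.25 for *Col1a1* and *Dcn*, and 0.28 for *Mylpf*. With the 4 excluded samples included, none of these genes passed (adjusted p = 0.27, 0.14, 0.24, 0.4, 0.35 and 0.44 for *Col6a1*, *Col1a1*, *Dcn*, *Mylpf*, *Fgf8* and *Krt14*).

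**Figure D1:**
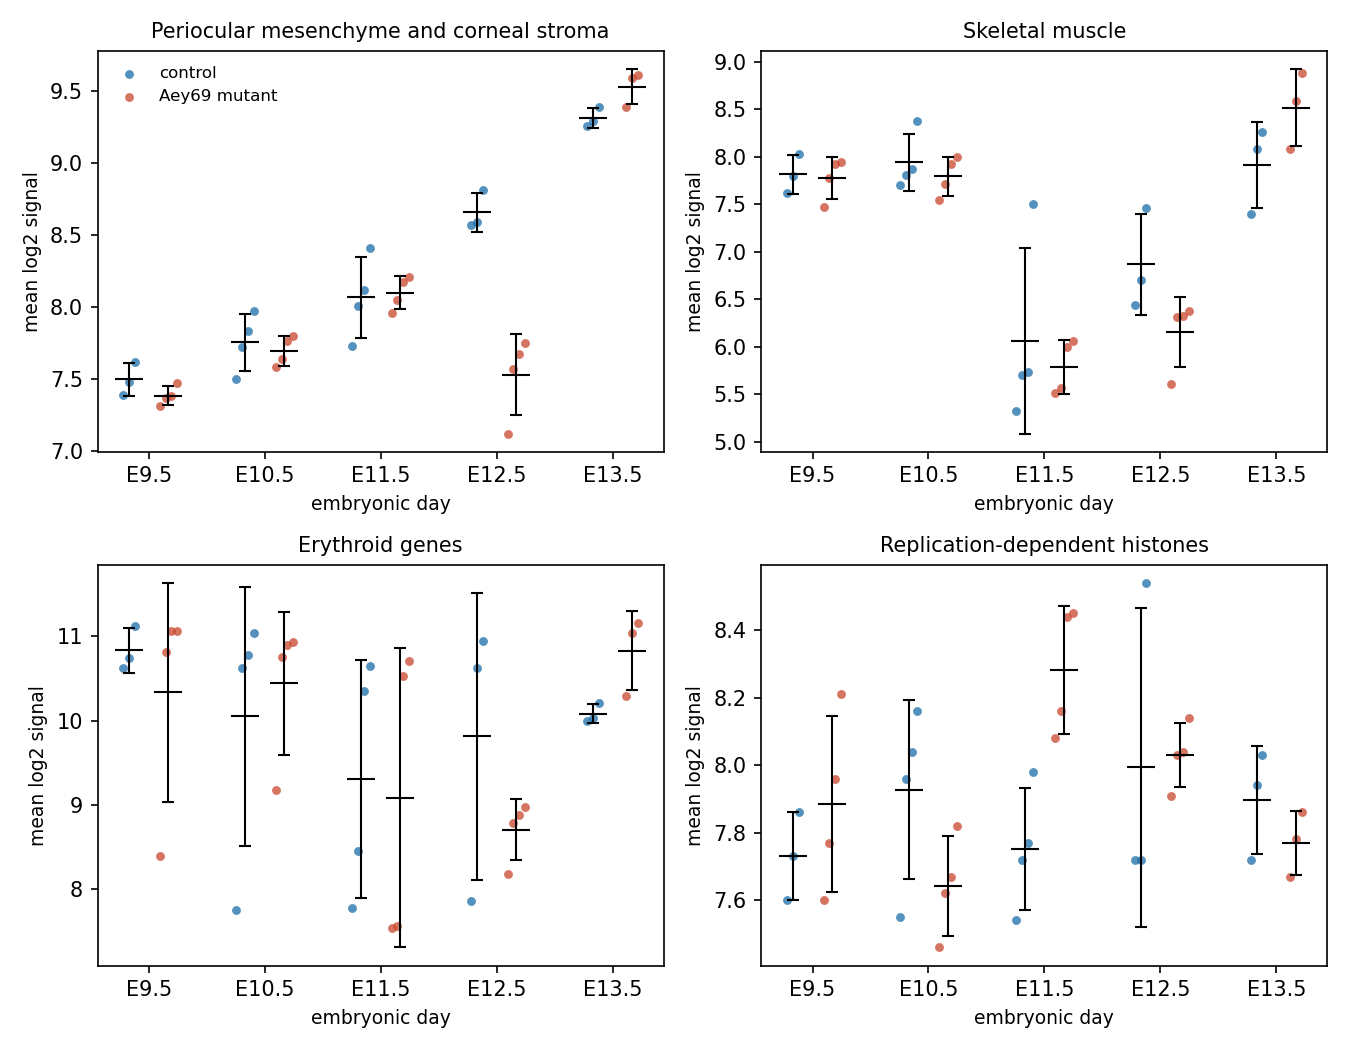
Mean log2 signal of the periocular mesenchyme, skeletal muscle, erythroid and replication-dependent histone genes (vertical axes) in each mutant and control sample by embryonic stage (horizontal axes). Points are samples and bars show the mean ± SD. The mesenchyme genes lay at 7.53 in mutants and 8.65 in controls at E12.5, and the histone genes at 8.28 and 7.75 at E11.5.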

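Of the 13 crystallin genes measured at E12.5, 11 were lower in the mutant eye region and none was higher, and of 16 measured at E13.5, 15 were lower in the mutant eye and none was higher. Adjusted over the list alone, 13 of 13 and 16 of 16 were lower, and since the study names crystallins from these samples, that count is not independent evidence of their direction. Their mean log2 signal in controls was 4.89 ± 0.20 (SD, n = 4) at E11.5, 7.02 ± 0.44 (SD, n = 3) at E12.5 and 11.53 ± 0.32 (SD, n = 3) at E13.5. In mutants it was 4.76 ± 0.06 (SD, n = 4), 4.78 ± 0.03 (SD, n = 4) and 4.73 ± 0.04 (SD, n = 3). The samples were heads at E11.5, eye regions at E12.5 and eyes at E13.5. The rise in controls, and the growth of the gap between genotypes, cannot be told apart from this change of tissue. Mutants and controls did not overlap at E12.5 (exact permutation test, 2-sided, p = 0.029) or at E13.5 (exact permutation test, p = 0.1), each the smallest p that the samples allow. *Cryba1*, which encodes βA3/A1-crystallin, was 22.3-fold lower in mutants at E12.5 (log2 fold change −4.48, standard error 0.18, adjusted p = 3.4e-05, limma) and at least 478-fold lower at E13.5 (adjusted p = 1.3e-08). *Cryaa* was at least 6.06-fold lower at E12.5 (adjusted p = 2.6e-04) and 372-fold lower at E13.5 (detected in 2 of 3 mutants, log2 fold change −8.54, standard error 0.16, adjusted p = 5.4e-08). *Crygd*, which encodes γD-crystallin, was at least 4.77-fold lower at E12.5 (adjusted p = 0.0081) and at least 383-fold lower at E13.5 (adjusted p = 2.6e-08). The γ-crystallin genes are close copies of each other, so their probes may share signal. *Mip*, which encodes the main membrane protein of lens fibers, was 9.53-fold lower at E12.5 (detected in 2 of 4 mutants, log2 fold change −3.25, standard error 0.18, adjusted p = 2.6e-04) and 239-fold lower at E13.5 (log2 fold change −7.90, standard error 0.13, adjusted p = 3.8e-08). Genes that did not pass were *Crygs* (log2 fold change −0.80, adjusted p = 0.15) and *Cryab* (−0.48, adjusted p = 0.5) at E12.5 and *Crybb2* (−0.90, adjusted p = 0.12) at E13.5. The median log2 fold change of the list was −3.04 at E12.5 and −8.32 at E13.5, or −2.25 and −7.93 with genes at background in mutants at their bound (camera, adjusted p = 1.0e-27 and 2.1e-37). With an estimated correlation both calls of the list were lost (adjusted p = 0.35 with an estimated correlation at E12.5 and adjusted p = 0.44 with an estimated correlation at E13.5). In the model of all 36 samples, the change of the crystallin difference between stages passed with an estimated correlation (camera, adjusted p = 3.0e-06 from E11.5 to E12.5 and 1.7e-07 from E12.5 to E13.5). Of 14 genes of the periocular mesenchyme, 4 were also lower in the mutant eye region at E12.5 (list, adjusted p = 0.45 with an estimated correlation). With the 4 excluded samples included, the median was −2.36 and −6.94, and *Cryba1*, *Cryaa*, *Crygd* and *Mip* no longer passed at E12.5 (adjusted p = 0.36, 0.26, 0.36 and 0.32). At E13.5 *Cryaa* and *Crygd* no longer passed then (adjusted p = 0.87 each), while *Cryba1* and *Mip* did (adjusted p = 8.2e-07 and 0.056).

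**Figure D2:**
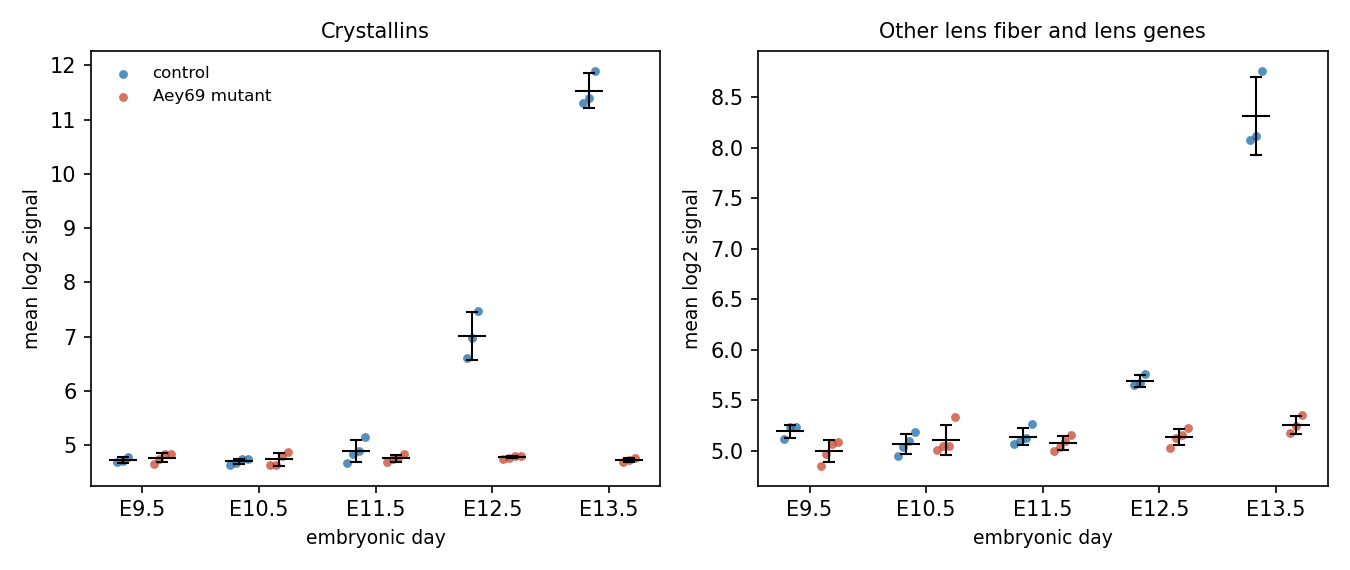
Mean log2 signal of the crystallin genes and of other lens fiber and lens genes (vertical axes) in each mutant and control sample by embryonic stage (horizontal axes). Points are samples and bars show the mean ± SD. The crystallin genes lay at 4.73 in mutants and 11.53 in controls at E13.5, and the other lens genes at 5.25 and 8.32.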

Taken together, these data indicated that at these stages the lens vesicle did not develop properly to a lens. 

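Other genes of lens fibers were also lower in the mutant eye. At E13.5, 6 of 8 were lower and none was higher (7 lower when adjusted over the list alone), with a median log2 fold change of −2.52 (camera, adjusted p = 1.7e-08, and adjusted p = 0.68 with an estimated correlation). *Lim2*, which encodes a fiber membrane protein, was at least 58.7-fold lower (adjusted p = 1.4e-05, limma). *Bfsp2*, which encodes a beaded filament protein and was chosen after its values were seen, had a log2 fold change of −3.20 (detected in 1 of 3 mutants, standard error 0.33, adjusted p = 0.0082). *Tdrd7*, which encodes an RNA granule protein of lens fibers, had −2.86 (standard error 0.27, adjusted p = 0.0057). At E12.5, 1 of 3 measured genes was lower, *Mip* (3 when adjusted over the list alone; list median −0.80, or −0.54 at the bound, adjusted p = 6.3e-05, and adjusted p = 0.35 with an estimated correlation). *Lim2* did not pass at E12.5 (log2 fold change −0.80, adjusted p = 0.28). Of 11 lens transcription factor genes measured at E13.5, 2 were lower (6 lower and 1 higher when adjusted over the list alone; median −0.35, adjusted p = 0.041, and adjusted p = 0.71 with an estimated correlation). These were *Hsf4*, a heat shock factor gene of lens fibers (log2 fold change −1.94, standard error 0.18, adjusted p = 0.0052), and *Prox1*, a homeobox gene of fiber differentiation (−1.72, standard error 0.18, adjusted p = 0.0088). *Pitx3*, a lens gene of the vesicle stage, had −0.60 (standard error 0.15, adjusted p = 0.14) and *Foxe3*, a gene of the lens epithelium, −0.39 (standard error 0.16, adjusted p = 0.28). With the score on the gradient between samples as a covariate, *Hsf4*, *Prox1*, *Tdrd7* and *Bfsp2* no longer passed (adjusted p = 0.3, 0.29, 0.36 and 0.47), with log2 fold changes of −1.95, −1.91, −2.81 and −2.68, but at E13.5 the score itself separates mutants from controls. *Lim2*, *Hsf4*, *Prox1*, *Tdrd7* and *Bfsp2* did not pass at E13.5 with the 4 excluded samples included (adjusted p = 0.87 each), with log2 fold changes of −4.46, −1.27, −1.94, −1.41 and −2.06. The lens transcription factor list no longer passed without control 4 of E13.5 (adjusted p = 0.17). Taking its data together, the paper reads the lens vesicle as not properly developed to a lens at these stages.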

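*Otx2*, a transcription factor gene of the anterior head and the optic vesicle, was detected in every sample and had a log2 fold change of −0.27 at E9.5 (standard error 0.23, adjusted p = 0.72, limma), 0.14 at E10.5 (standard error 0.35, adjusted p = 1) and −0.15 at E11.5 (standard error 0.31, adjusted p = 0.89). *Sox2*, a transcription factor gene of neural and lens progenitors, had −0.25, −0.60 and −1.12 at these stages with its brighter probe (standard errors 0.52, 0.79 and 0.52), and none passed the test (adjusted p = 0.66 at E11.5). The probe of *Pax6*, a transcription factor gene of the whole eye field, was at background in all samples of the 5 stages, so a difference was not detectable. *Bmpr1a* was measured with 2 probes that differed at E9.5. The brighter probe had a log2 fold change of −0.15 (standard error 0.27, adjusted p = 0.88) and the dimmer probe −1.02 (standard error 0.32, adjusted p = 0.64, and past an unadjusted p of 0.05; −0.57 without control 2), with a log2 signal of 6.26 ± 0.24 (SD, n = 4) in mutants and 7.28 ± 0.80 (SD, n = 3) in controls. At E13.5 the dimmer probe was higher by a log2 fold change of 0.99 (standard error 0.19, adjusted p = 0.096), a call that was kept without control 4 and lost without any other sample (adjusted p up to 0.33), while the brighter probe had 0.11 (adjusted p = 0.7). As a group, eye field and optic cup transcription factors and BMP signaling genes passed the test at no stage (camera, adjusted p of 0.24 to 0.98 and of 0.29 to 0.99). After the early stages, *Lhx2*, a homeobox gene of the optic cup, was lower at E12.5 by a log2 fold change of −1.05 (standard error 0.16, adjusted p = 0.066), and this call was lost without any 1 of 6 of the 7 samples (adjusted p up to 0.33).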

Surprisingly, none of the key transcription factors of eye development (*Pax6*, *Otx2*, *Sox2*) were found to be among the top-altered genes in the early stages except *Bmpr1a*, encoding a receptor for BMPs, of which BMP4 and BMP7 are known to be important for early eye development (for a recent review see Williamson and FitzPatrick, 2014). Moreover, pathway analysis revealed as the top-altered pathway integrin-linked kinase (ILK) signaling (Supplementary Fig. S3), which was demonstrated being required for lens epithelial cell survival, proliferation and differentiation (Teo et al., 2014). 

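For genes of integrin-linked kinase signaling, which carries signals from cell adhesion to the cytoskeleton and to the kinase Akt, a list made from general knowledge of the pathway was tested, since the list of the pathway software is not in the files. At E13.5, 2 of 55 measured genes were higher in the mutant eye and 1 was lower (7 higher and 6 lower when adjusted over the list alone). *Lef1*, a transcription factor gene of Wnt signaling, had a log2 fold change of 1.43 (standard error 0.23, adjusted p = 0.053, limma) and *Gsk3a*, which encodes a kinase that Akt inhibits, 0.73 (standard error 0.13, adjusted p = 0.079). *Krt18*, a keratin gene of simple epithelia, had −0.88 (standard error 0.13, adjusted p = 0.041). *Ilk* itself had −0.04. The list as a whole had a median log2 fold change of 0.08 (camera, adjusted p = 0.082, and adjusted p = 0.68 with an estimated correlation). At E9.5, E10.5, E11.5 and E12.5 its median was −0.03, 0.00, 0.00 and −0.09, and the list did not pass (adjusted p = 0.69, 0.31, 0.31 and 0.15). The paper's pathway result comes from another test, Fisher's exact test on its regulated genes, filtered for lens and retina. Camera tests a shift of the whole list in 1 direction, in which members going opposite ways cancel. A flat median therefore does not test the paper's result. The E13.5 call was lost without control 4 or without mutant 2 (adjusted p = 0.15 each), and the median was −0.06 when the arrays were scaled by their medians (adjusted p = 0.16). With 1 sample left out, the adjusted p reached 0.24 for *Lef1*, 0.27 for *Gsk3a* and 0.19 for *Krt18*. With the score on the gradient between samples as a covariate, which separates mutants from controls at E13.5, the 3 genes did not pass (adjusted p = 0.57, 0.64 and 0.56, log2 fold changes of 0.65, 0.51 and −0.65), nor did they with the 4 excluded samples included (adjusted p = 0.87, 0.87 and 0.89), where *Krt18* turned to 0.47.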

To make sure that lens cell differentiation and survival was affected in the *Aey69* mutant, we focused in the next step on the characterization of the lens vesicle disappearance including the validation of the loss of the lens-specific genes.

**Fig. 5:**
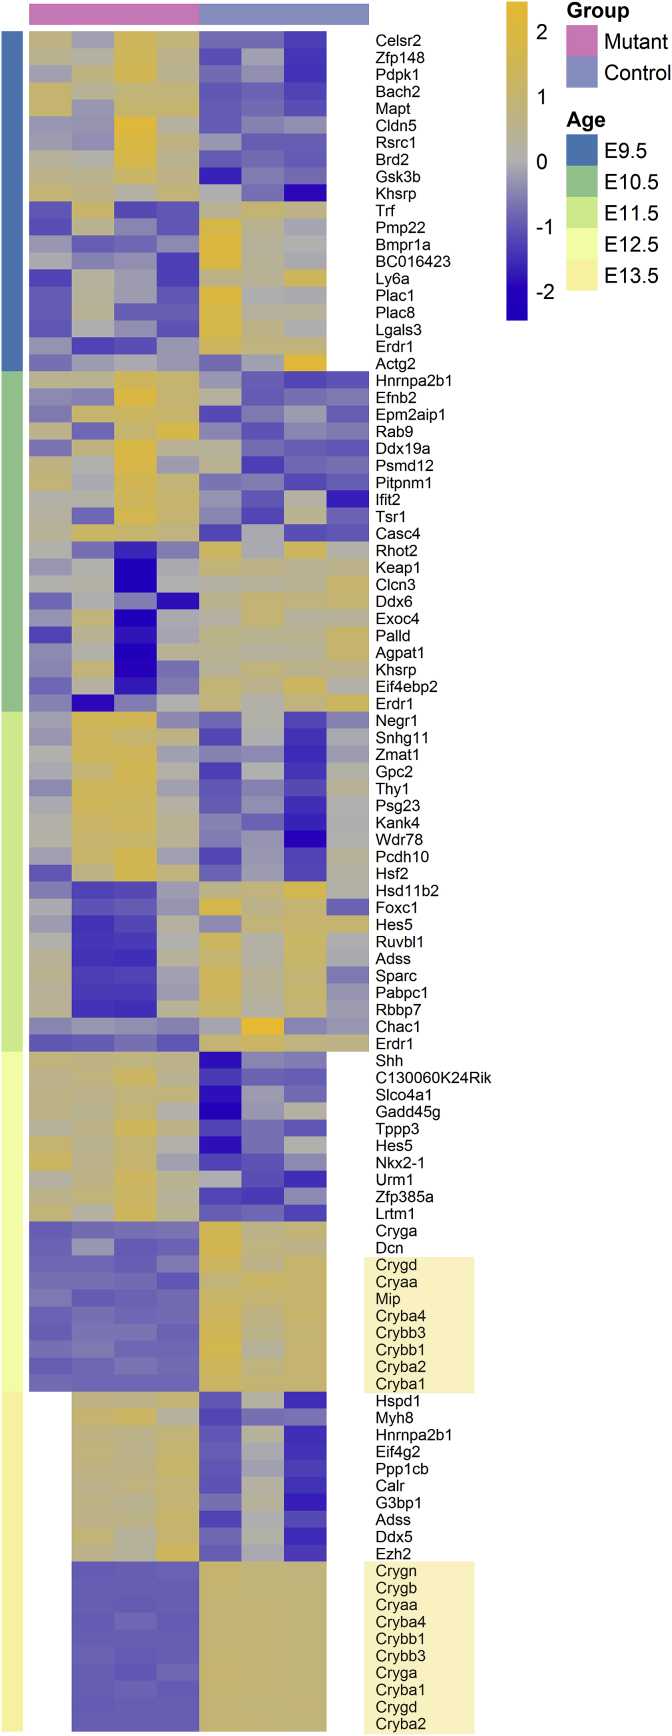
**Microarray analysis of differentially regulated genes in *Aey69* embryos.** Heatmap of the top analysis-ready genes from our Ingenuity analysis, regulated between *Hist2h3c1* mutant embryos and controls. Genes were ordered by fold-change within each stage and relative gene expression values are shown across samples (z-scales to mean expression per row). The downregulated crystallin genes (and *Mip*) are highlighted in beige.

### 3.6 Disappearing lens vesicle in *Aey69* mutants

To understand, whether there is any kind of lens material in the mutant eyes, we checked by immunohistochemistry for the presence (or absence) of markers like CRYAA (Fig. 6a) and CRYGD (Fig. 6b); these proteins are considered to be expressed in lens fiber cells, but not in other ocular cells (Graw, 2009). The lens specific expression of CRYAA and CRYGD indicated clearly that there was lens material expressing these proteins in the mutant, but their expression pattern was not comparable to the wild type. There was an obvious decrease of lens-specific proteins in the developing mutant eyes from E12.5 onward. It can be concluded that the failed separation of the surface ectoderm does not prevent the expression of lens specific proteins, but rather stopped these lens cells from successfully differentiating into lens fiber cells.

**Fig. 6:**
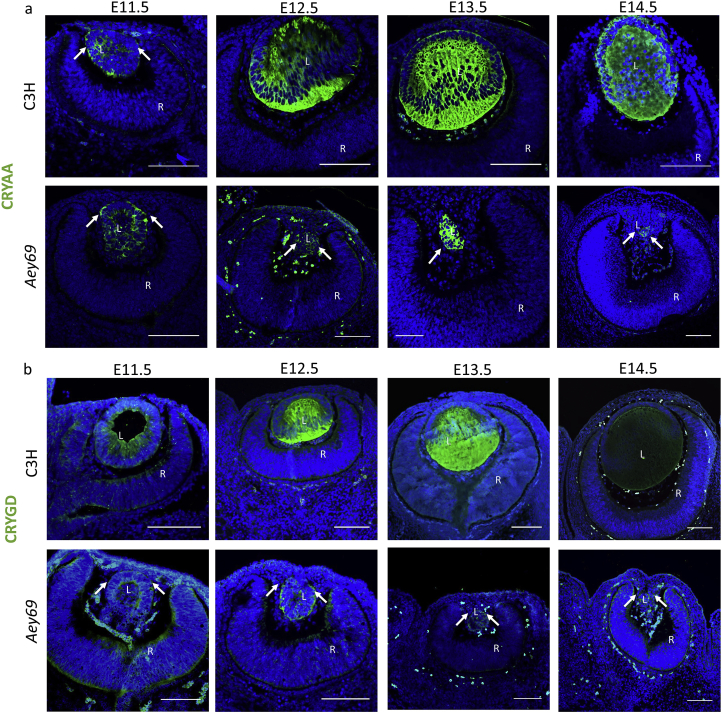
**Lens development in *Aey69* mutants.** The lens-specific marker CRYAA (a) and CRYGD (b) were used to characterize the early lens from the stages of E11.5-E14.5. At E11.5, no major change was observed in the distribution of crystallins between the wild type and mutant lens (marked by their respective arrows). However, through the stages of E12.5 – E14.5 the arrows highlight clearly the decreased CRYAA and CRYGD expression and a diminishing lens region in the mutant. The bars indicate 100 μm; n = 3 for each embryonic stage; L, lens; R, retina; ON, optic nerve.

The cataractous role of *Gja8* mutations has been well documented from post-natal stages; however, early embryonic expression patterns of *Gja8* have still not yet been defined. Since it was proposed by deRosa et al. (2007) that *Gja8*-encoded Cx50 might be involved in primary fiber cell elongation, we analyzed the expression pattern of *Gja8* during early embryonic stages (E10.5-E12.5). Due to the similarity of the lens pathology of the *Aey69* mutants with the *Pitx3* mutant mouse *aphakia* (*ak*) (Semina et al., 2000; Ahmad et al., 2013), we also tested for the immunohistochemical distribution of GJA8 in the *aphakia* mouse (the absence of *Cryaa* transcripts in the developing lens was reported earlier by Grimm et al., 1998). With regard to the localization, comparative immunohistochemical analysis of GJA8 expression was performed in wild type, *Aey69* and *aphakia* mutants at E11.5 and E12.5 (Fig. 7). At E11.5, in the wild type, GJA8 expression covers the entire lens vesicle, while in *aphakia* mutant the expression seemed to be highly irregular and restricted to one part of the mutant lens vesicle. Interestingly, at this stage, no GJA8 expression was observed in the *Aey69* mutant. Furthermore, at E12.5, GJA8 expression became more restricted to the region beneath the future lens epithelial layer. In the *aphakia* mutant, the one sided expression of GJA8 continued in the disorganized lens structure. In the *Aey69* mutant, however, no comparable expression to either the wild type or *aphakia* mutant was found at both stages. In fact, no characteristic expression of GJA8 can be observed in the *Aey69* mutant.

**Fig. 7:**
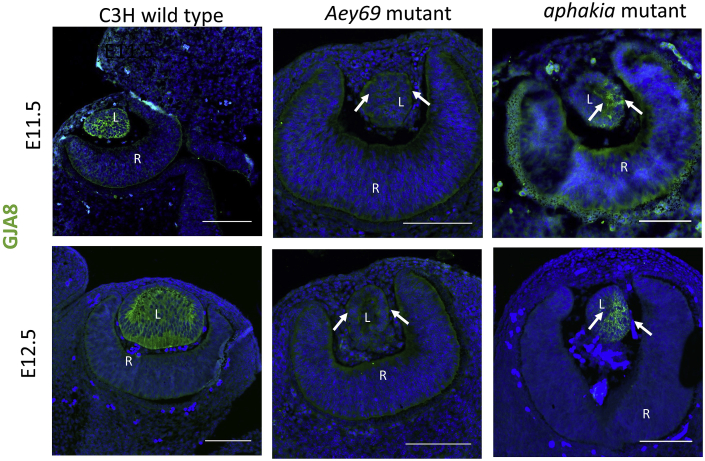
**GJA8 in early eye development.** The immunohistochemical distribution of GJA8 is shown at E11.5-E12.5 in wild type, *Aey69* mutant and similar microphthalmic mouse model *aphakia*. The shrinking lens region is marked in the mutant models by white arrows. No obvious immunohistochemical localization of Gja8 in the mutant eyes at the stages of E11.5-E12.5 was observed. The bars indicate 100 μm; n = 3 for each embryonic stage; L, lens; R, retina; ON, optic nerve.

Since a mutation in the *Pitx3* gene is causative for the absence of the lens vesicle in the *aphakia* mutant, we checked its expression in the Aey69 mutant. Interestingly, PITX3 lens expression was maintained in the wild-type and mutant lens vesicle at E11.5. In the subsequent stages, PITX3 expression became limited to the future lens epithelium in the wild type, however no such restriction was found in the mutant, and PITX3 seemed to be distributed all over the lens area. Later, a decrease in PITX3 stained area was observed from E12.5-E14.5 (Fig. 8a). The decreasing pattern of PITX3 follows the trend of the crystallin expression pattern indicating a dying lens structure wherein the lens markers are gradually lost. Since *Foxe3* is a direct target of PITX3 (Ahmad et al., 2013), and since the *Foxe3* mutant mice *dyl* (dysgenetic lens; Blixt et al., 2000) did not show proper lens development, we also checked for the presence or absence of FOXE3 in the *Aey69* mutants (Fig. 8b). Consistent with our other findings, we also observed that FOXE3 rapidly disappeared in the *Aey69* embryonic eye (Fig. 8b). The distribution was not uniform over the mutant lens vesicle in comparison to the wild type. Comparing the images in Fig. 8, the decrease of the PITX3 expression in the mutant lens is not as strong as the decrease of the FOXE3 expression.

**Fig. 8:**
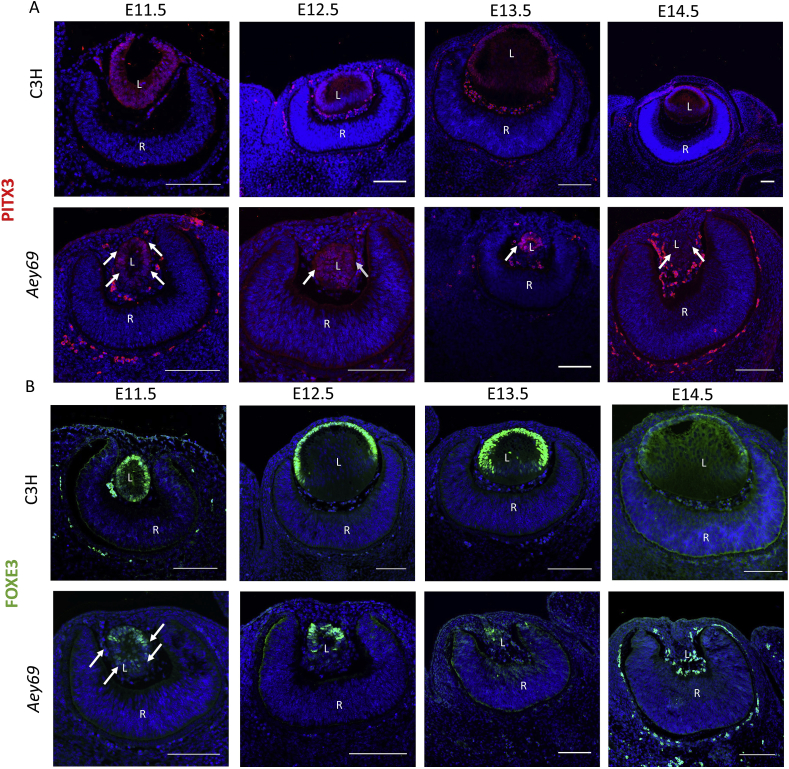
**Changes in the expression patterns of the transcription factors PITX3 and FOXE3 in the *Aey69* mutant lens.** a) The transcription factor PITX3 was used to characterize the alteration in lens development from E11.5 -E14.5, when the lens structure diminishes. Similar to CRYAA, for PITX3 at E11.5 there was no major change in the distribution in the wild type and mutant lens (marked by their respective white arrows) and through the stages of E12.5 – E14.5 the arrows highlight clearly the diminishing PITX3 expression in the shrinking mutant lens. The bars indicate 100 μm (n = 3 for each embryonic stage). L, lens; R, retina; ON, optic nerve. b) The lens-specific transcription factor FOXE3 was used to identify any disruptions in lens development starting from E11.5. The arrows marking the mutant lens at E11.5 clearly indicate reduced expression of FOXE3 at E11.5. The bars indicate 50 μm; n = 3 for each embryonic stage; L, lens; R, retina; ON, optic nerve.

The rapid degeneration of the lens between E11.5 and E13.5 with numerous pycnoytic nuclei and apparent failure of fiber cell differentiation (Fig. 2), led us to examine if lens vesicle cells were undergoing apoptosis. Double labelling with AP2α, a lens epithelial marker, and cleaved caspase-3, indicated that only posterior vesicle cells, which were only weakly or not labelled with AP2α, were undergoing apoptosis (Fig. 9). These results suggest that early differentiating fiber cells were undergoing apoptosis.

**Fig. 9:**
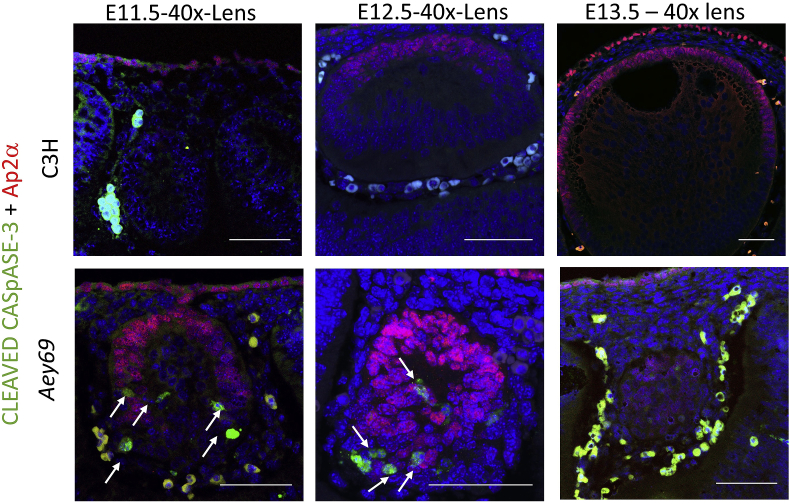
**Disappearing lens vesicle and Ap2α in lens and retina.** The apoptotic marker Cleaved Caspase 3 (green) was used to characterize apoptotic events during ocular development from E11.5 -E13.5, when the lens structure diminishes. The arrows marking the mutant lens at E11.5-E12.5 clearly indicate that the apoptotic death of the lens structure. The ocular transcription factor Ap2α (red) was used to characterize transcriptional regulation of ocular development from E11.5 -E13.5, when the lens structure diminishes. The apoptotic process leads to a shrinking lens as it can be observed from the decreased number of Ap2α-positive cells in the subsequent stages. The bars indicate 50 μm.

### 3.7 Retinal hyperproliferation and overgrowth

The retina comprises seven primary cell types: rod and cone photoreceptors, amacrine cells, retinal ganglion cells (RGCs), horizontal cells, bipolar cells and Müller glia. These cells are formed from a common pool of retinal progenitor cells during development in a characteristic, but overlapping, order (Livesey and Cepko, 2001). Amongst the different cell types, BRN3-positve retinal ganglion cells and OTX2-positive cones represent the earliest retinal progenitor population starting around E11.5 and E12.5 respectively (Brzezinski et al., 2010; Pan et al., 2005; Rodgers et al., 2016). Therefore, these two markers were used to characterize the early retinal development in the wild type and Aey69 mutant from E11.5 onwards (Fig. 10). Immunostaining showed the foremost BRN3 expression in the central retina at E12.5 of the wild type. As retinal development progresses, the expansion of BRN3-positive population was seen around the peripheral retinal regions (E13.5) and extends to the migrating retinal ganglion cells (RGC) to form the prospective ganglion cell layer (GCL) of the developing retina. However, in the mutant retina the foremost expression of BRN3 and OTX2 started from E11.5, and comparatively more BRN3- and OTX2-positive cells were observed through the stages of E12.5-E13.5.

**Fig. 10:**
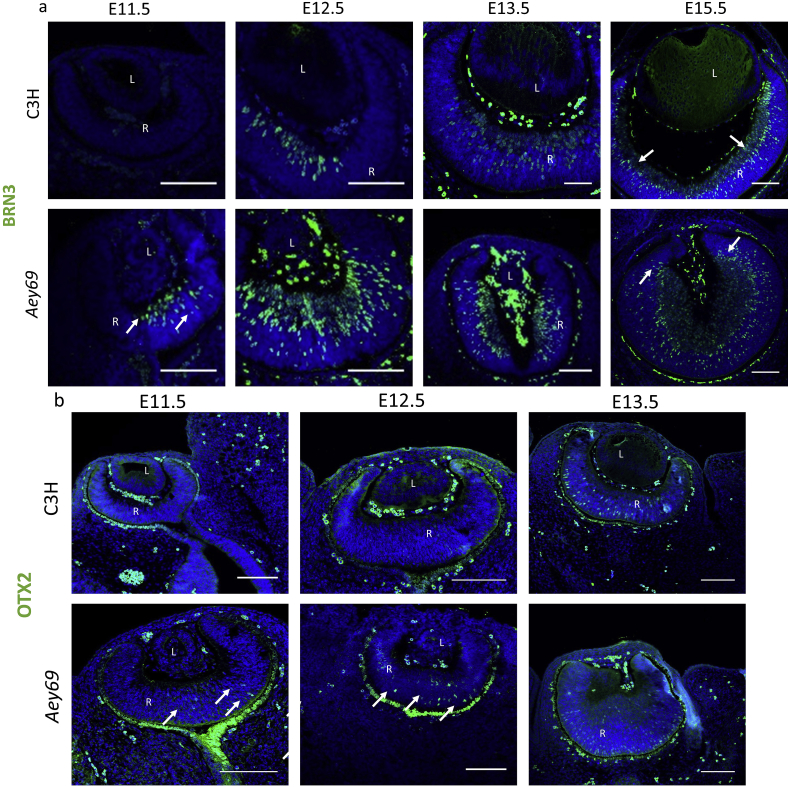
**Retinal development in *Aey69* mutants.** a) The ganglion cell specific marker BRN3 was used to characterize the early retina developmental changes and associated hyperproliferative events. The arrows in the mutant retina at E11.5 clearly indicate an early overexpression of BRN3-positive retinal cells. This overexpression does not affect the expansion of the BRN3 positive cells to the prospective ganglion cell layer in mutant retina at E15.5 similar to the wild type (marked by arrows in the respective sections). b) OTX2 was used to characterize the early changes in *Aey69* mutant retina at the stages of E11-5-E13.5. The results indicate an early appearance of OTX2-positive retinal cells in the mutant at E11.5 and E12.5 (indicated by white arrows at the respective stage). n = 3, for each embryonic stage; bars indicate 100 μm; L, lens; R, retina; ON, optic nerve.

At P7, most retinal cells occupied their final positions within the retina. To see, whether all major retinal cell types contribute to this overgrowth in the *Aey69* mutants, the localization of the major retinal cell types was assessed using Calbindin (horizontal, amacrine and ganglion cells), Protein kinase Cα (bipolar cells), OTX2 (photoreceptors and bipolar cells), GFAP (Müller cells) and BRN3 (RGC). The main conclusion from this analysis is that all major retina layers are present in the mutant mice, but their retinal architecture is lost: the whole retina appeared as a collapsed structure, and the space was filled by cells with retinal characteristics (Fig. 11a).

**Fig. 11:**
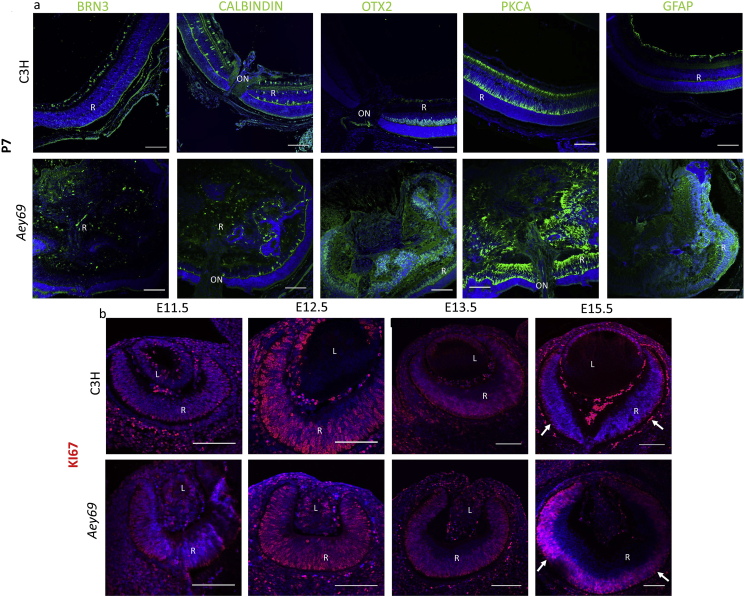
**Hyperproliferation in the *Aey69* mutant eye.** a) Antibodies labeling diverse retinal cell types were used to characterize the retina at P7. The wild-type images clearly indicate that at P7 there is a stratified retina with distinct cell types: Calbindin-positive horizontal and amacrine cells, PKCα-positive bipolar cells, OTX2-positive photoreceptors and bipolar cells, GFAP-positive Müller cells, and BRN3-positive retinal ganglion cells. In the *Aey69*, these cell types were present covering the entire ‘empty lens area’ of the mutant eye. The bars indicate 50 μm; n = 3 for each embryonic stage; L, lens; R, retina; ON, optic nerve. b) KI67 immunostaining was used to characterize proliferation in the developing eye of wild types and mutants. The results indicate differences in the distribution of KI67 between the wild-type and mutant eyes. At E15.5, in the wild-type retina KI67 positive cell population seems to be restricted to the future outer neuroblastic layer (marked by arrows). However, in the mutant the arrows indicate that the region occupied by the Ki67-stained cells is comparatively larger. The bars indicate 100 μm; n = 3 for each embryonic stage. L, lens; R, retina; ON, optic nerve.

To know whether increased proliferation is causing the over-expression of retinal population, immunohistochemical distribution of pan cell cycle marker Ki67 was done (Fig. 11b). Ki67 was found to label completely the entire ocular section from E11.5-E13.5 in a similar manner in both the wild type and mutant. At E15.5, in the wild type retina Ki67 stained cells were restricted to a single layer posterior to the RPE. However, in the mutant the region occupied by the Ki67 stained cells was comparatively larger (it should be noticed that there was some non-specific staining at the blood vessels and at the mesodermal cells as obvious from the comparison to the negative control section, Fig. S1). Taken together, increased expression of retinal progenitor cells at early embryonic stages (E11.5-E12.5) were followed by increased proliferative activities in the retina at E15.5. This overdrive of retinal proliferation events could be hypothesized to be the spear head of the retinal overgrowth covering the entire eye at the postnatal stages (Fig. 2e–h).

### 3.8 Confirmation of *Hist2h3c1*-induced microphthalmia in zebrafish eye development

The zebrafish database (www.zfin.org/) indicates expression of the homologous zebrafish gene, *hist2h3ca1,* in the eye and in many proliferating tissues. Therefore, we used the zebrafish as a model organism to determine, if the role of *Hist2H3c1* in ocular development is conserved. Downregulation of the zebrafish *hist2h3ca1* gene by antisense morpholino oligomers (“morphant embryos”) led to developmental delay and to a specific ocular phenotype, similar that observed in the *Aey69* mouse. As shown in Fig. 12 (a, b, c), injection of anti-*hist2h3ca1* morpholinos in a transgenic line, reporting the activation of FGF signaling, a key pathway for lens induction and development in vertebrates (Garcia et al., 2011), led to a strong and specific decrease of reporter fluorescence in the prospective lens region at 1 day post fertilization (dpf). Analysis of retinal (*isl1*) and lens (*cryba2b*; βA2-crystallin) markers in the optic region of morphant embryos, at the same stage, reveals a dramatic decrease of *cryba2b* expression, while *islet-1* expression is relatively spared and particularly intense in the retinal ganglion layer (Fig. 12d, e, f), suggesting impaired differentiation specifically in the lens placode. Retinal differentiation was further assessed by knocking down *hist2h3ca1* in zebrafish transgenic lines labelling specific retinal cell types (Pax6b-, Ptf1a-, NeuroD- and Notch-signaling reporters), confirming the presence of a delayed and collapsed but still layered retina (outer and inner nuclear layer, retinal ganglion layer) (Supplementary Table S4 and shown for Ptf1a and NeuroD in Fig. S4). The perturbation of the lens development was verified also at 2 dpf, using a transgenic line for TGFβ signaling, a key pathway for lens formation and terminal differentiation (de Iongh et al., 2001). Indeed, the TGFβ signal appears correctly activated in the lens epithelium and in the lens fibers of control embryos. Conversely, the reporter fluorescence, while maintained in the retina, was essentially absent in the whole lens region in morphants (Fig. 12g, h, i). Collectively, these data suggested that lack of *hist2h3ca1* activity in zebrafish specifically affects lens development, while relatively sparing retinal formation and layering.

**Fig. 12:**
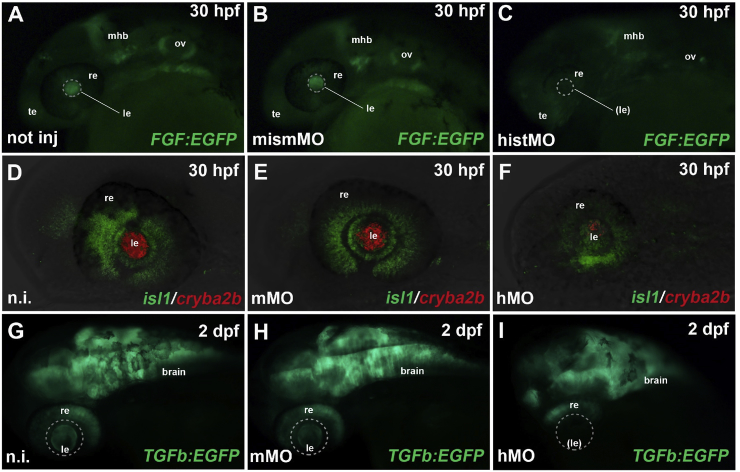
***Hist2h3ca1* knock-down affects zebrafish eye development.** a–c: After MO-mediated knockdown of zebrafish *hist2h3ca1*, FGF signaling (green EGFP reporter) was still preserved in telencephalic (te), otic vesicle (ov) and midbrain-hindbrain-boundary (mhb) regions, but lost in the lens (dashed circle) of morphant embryos (c), compared to not injected (a) and mismMO-injected controls (b), analyzed at 30 hpf (hours post-fertilization). re: retina. d–f: At 30 hpf, expression of *cryba2b* (*red*) was almost completely lost in the lens (le) of morphants (hMO) (f), compared to not injected (n.i.) (d) and mismatched (mMO) (e) controls, while *isl1* expression (green) was still present in the retina (re). g–i: TGFb (TGFβ) signaling (green EGFP reporter) was activated in the brain, retina (re) and lens (le) of not injected and control-injected embryos (g, h), while it was specifically absent in the lens region (dashed circle) of morphant embryos (i) at 2 dpf (day post-fertilization). All panels display lateral views of zebrafish cephalic regions, with anterior to the left. Displayed phenotypes are representative of n = 60 embryos per condition. The scale bars are 100 μm in A and G, 50 μm in D and apply to all images in the same row.

In addition, the injection of the *Aey69*-*Hist2h3c1*-mRNA into zebrafish embryos led to dramatic changes in eye morphology, including size reduction and, at higher dosages, failed separation of the eye field (cyclopia) while, at the same dose, the wild-type C3H mRNA did not elicit any abnormal phenotype (Fig. 13). Of note, the wild-type C3H mRNA rescued quite well the morpholino effects, in terms of viability and general morphology, while the mutated *AEY6*9 mRNA, at the same dose, did not compensate the morpholino activity, but instead exacerbates the morphant phenotype (Fig. S5 and Table S5).

**Fig. 13:**
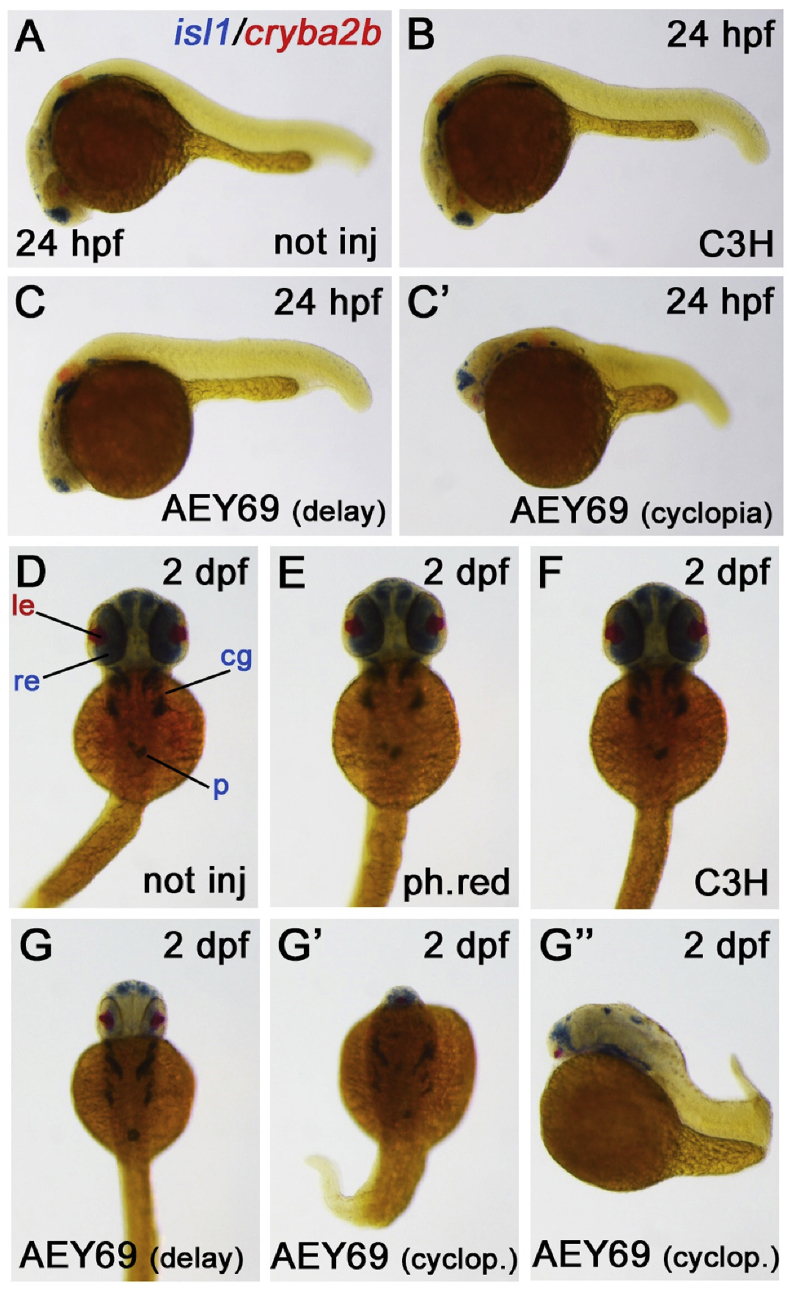
**Mutated *Hist2h3c1* over-expression perturbs zebrafish development and eye formation.** a-c’: Injection of mutated AEY69 *Hist2h3c1* mRNA into zebrafish embryos led to developmental delay (c), malformation and cyclopia (c’), while wild-type C3H mRNA was not eliciting any defect (b), compared to not injected controls (a), when analyzed at 24 hpf. d-g’‘: The analysis at 2 dpf confirmed normal and comparable phenotypes in not injected (d), control phenol-red-injected (ph.red) (e) and C3H-injected (f) embryos, while AEY69-injected embryos showed developmental delay (g), malformation and cyclopia (g’, g’‘). The *isl1* marker (blue) labels retina (re), cranial ganglia (cg) and pancreas (p), while *cryba2b* (red) identifies the lens (le) region. a-c’ and g’’ panels display lateral views with anterior to the left; d-g’ panels display dorsal views with anterior to the top. Displayed phenotypes are representative of n = 60 embryos per condition. Scale bar in A is 200 μm and applies to all images.

Overall, these experiments suggested a conserved role for Hist2h3c1 proteins throughout the evolution, and that the c.358 A > C mutation has disrupting effects on vertebrate ocular development. Since the Ile120 position is conserved in many histone H3 subtypes and variants (Hake and Allis, 2006; Shi et al., 2011), we hypothesize a conserved role for this particular amino acid position.

## 4 Discussion

### 4.1 *Aey69* – a unique mouse model

We describe here a new mouse mutant, *Aey69*, with severe microphthalmia. The pathology of microphthalmia begins at embryonic stage of E11.5 similar to the *aphakia* mutant mice, when the mutant lens vesicle does not separate properly from the surface ectoderm (Fig. 2b). In *aphakia* mice, two major deletions in the *Pitx3* promoter are responsible for this defect (Semina et al., 2000; Rieger et al., 2001). However, in the early stages of *Aey69* development, the expression of PITX3 is maintained and therefore not responsible for the failed surface ectoderm separation (Fig. 10a). Moreover, *Pitx3* mutants show a loss of dopaminergic neurons in the *substantia nigra* with accompanying increased anxiety-related behavior and reduced locomotor activity (Rosemann et al., 2010). However, no such loss of dopaminergic neurons (Fig. S6) was observed in the *Aey69* mutants. Thus, the *Aey69* mutants represent a microphthalmic mouse model with unique underlying changes in embryonic eye development and diverse phenotypic defects in adult mice.

### 4.2 Early lens disappearance and retinal hyperproliferation leading to microphthalmia

The earliest hint for the ocular specification in the mouse happens at around E8.5 through the evagination of the diencephalon to form the lens placode. Subsequently, the lens vesicle is established at E11.5 following separation from the surface ectoderm (Smith et al., 2009). By contrast for the mutant lenses, it is clear that while proliferative cells can be detected until E13.5, there is a failure of lens fiber cell differentiation from E11.5 onwards. Thus for the lens, the most parsimonious explanation for the marker expression patterns and the phenotype documented is that there is a failure of primary fiber cell formation. The AP2α, PITX3, FOXE3 staining all indicate that from E11.5-E13.5 there are still epithelial cells that undergo proliferation (KI67). However, the crystallin expression and the cleaved caspase-3 stain indicate that early differentiating fibers are undergoing apoptosis. The progressive demise of the epithelial cells is more difficult to explain but may be associated with a failure of stem cell renewal, whereby all cells are pushed to enter G0 and then undergo apoptosis.

On the other hand, the immunohistochemical characterization of the retina through E11.5-E15.5 suggest a different story. In the wild type, retinal ganglion cells (RGC) are generated first, followed by cone photoreceptors and horizontal cells. After birth, bipolar cells and Müller glia are specified and complete differentiation (Zagozewski et al., 2014). In *Aey69*, these early retinal cell types, RGCs (BRN3; Fig. 10a) and cone photoreceptors (OTX2; Fig. 10b) were present from E11.5 onwards. There is an early appearance and over expression of these cell types in the mutant retina. This earlier expression of retinal cell types is accompanied by a strong retinal proliferation as seen by Ki67 staining at E15.5 (Fig. 11b). We speculate that this proliferation drives retinal growth, similar to a tumor, to occupy the vitreous and lens spaces (Fig. 11a). Thus, we see that the failed surface ectoderm separation has a pathological effect on both, the lens and the retina.

### 4.3 Mutant genes of *Aey69*

*Aey69* represents a unique mouse model with two point mutations in two diverse genes: a gap junction mediating intercellular communication (*Gja8*) and a histone gene providing structural and regulatory components for epigenetic regulation (*Hist2h3c1*). In the ocular lens, gap junction proteins (usually referred to as connexins) represent a key component of homeostatic mechanisms in maintenance of lens structure and transparency (Rubinos et al., 2014). The *Gja8* mutation in this mutant line (71 T- > C; Val24Ala) affects the first transmembrane domain. Dominant point mutation in *Gja8* have been reported in sites preceding this amino acid position and domain, namely G22R in *Lop10* mouse (Runge et al., 1992) and R23T (human) (Alapure et al., 2012). Both mutant forms are associated with a cataractous phenotype and smaller lenses (but not with no lens phenotype as in *Aey69*). In *Aey69*, the phenotype is much stronger and starts much earlier than the reported *Gja8* mutations. In addition, even in the similar phenotype, *aphakia*, GJA8 remains present in the mutant lens at E12.5, but it is absent in the *Aey69* mutants (Fig. 7). It might be speculated that the *Gja8* mutation in the *Aey69* mutant leads to a loss of the protein due to nonsense-mediated decay or mis-targeting of the protein from the endoplasmatic reticulum. However, since Gja8 is present in a few anterior cells at E11.5 (Fig. 7, arrows), this hypothesis does not seem to be very likely, and the missing Gja8 at E12.5 is explained rather by a secondary effect due to the disappearance of the lens. This led us to conclude that the primary role behind the *Aey69* phenotype is the *Hist2h3c1* mutation.

The *Hist2h3c1*-encoded canonical variant H3.2 is synthesized in a replication-dependent manner and has been found to occupy heterochromatic sites in mouse embryos throughout the preimplantation stage, i.e. from the one-cell stage through the blastocyst stage. This expression is a prerequisite to achieve the epigenetic reprogramming required for development (Akiyama et al., 2011). Apart from this observation, no specific role is known about *Hist2h3c1* and its encoded protein during development and in different tissues. There is high nucleotide conservation amongst the genes encoding for H3.2. Therefore, highly specific primer sequences were used to analyze the expression of the histone cluster genes in different tissues and across different embryonic stages. *Hist2h3c1* was found to be the most highly expressed histone H3.2 gene in the lens as compared to the other analyzed tissues of like retina, brain and liver (Fig. 4a). In addition, the gene was found to be down-regulated in the embryonic stages of the mutant (Fig. 4b). Therefore, it could be hypothesized that the *Hist2h3c1*-encoded H3.2 has an indispensable role in ocular development because of its increased expression in the adult wild-type lenses and dysregulated expression from E10.5-E12.5 in mutant embryos, when microphthalmia begins. While the mechanism is unclear, it is plausible that the Ile120Leu mutation in the H3.2 protein sequesters a critical lens regulatory protein and functions via dominant negative mechanism.

### 4.4 Evolutionary conservation of *Hist2h3c1* function

Our studies performed in the zebrafish system have corroborated the important role of *Hist2h3c1* during eye development. The over-expression experiments provide strong evidence that the identified *Hist2h3c1* mutation acts in a dominant fashion, as the mutant but not the wild-type mouse mRNA strongly perturbs the ocular development when over-expressed in zebrafish embryos. Interestingly, the knock-down of the endogenous *hist2h3ca1* gene in zebrafish also impaired eye development, eliciting lens-specific disrupting effects. According to the ZFIN database, the zebrafish *hist2h3ca1* gene has a strong ocular expression, but it is also expressed in other proliferative tissues. These observations on zebrafish *hist2h3ca1* expression are strongly in line with the *Aey69* microphthalmic phenotype and with the additional impairments in other organs and systems (fat content, body temperature, hematological and immunological parameters; Table 1). In summary, while a possible role for *Gja8* in modulating the *Aey69* phenotype cannot be totally excluded, the temporal and spatial pattern of *Hist2h3c1* makes this locus a more likely causative gene for the observed phenotype.

### 4.5 Conclusion, speculation and future outlook

The mutation in the *Hist2h3c1* gene (c.358 A > C, Ile120Leu) affects the loop region of H3.2 (Tropberger and Schneider, 2010). Since modelling of the wild-type and mutant proteins suggested structural divergence, it might be speculated that this mutation site affects the diverse posttranscriptional modifications of the protein. Though the regulatory role of posttranscriptional modifications of the histone H3 family, particularly histone H3 K9 acetylation, has been well characterized in lens specification (Yang et al., 2006), however, to the best of our knowledge, no study on the nature of specific histone H3 subtypes carrying these modifications has been published. The seemingly slight differences in sequence between H3 isoforms could mean that the histone isoforms are interchangeable in their function. However, epigenetic experiments established that the structurally conserved mammalian histone H3 variants (H3.1, H3.2, and H3.3) exhibit distinct posttranscriptional modifications, which influence epigenetic states during cellular differentiation and development (Hake and Allis, 2006). Subsequently, theoretical concepts of histone gene expression in regulating differentiation have been developed (Maehara et al., 2015), and our initial documentation of the mutated *Hist2h3c1* gene in the microphthalmic *Aey6*9 might open further avenues for more detailed studies.

*Hist2h3c1* represents one of the evolutionary conserved mammalian histone genes. Owing to the nucleotide conservation amongst the gene isoforms and the structural similarity between the various histone H3 subtypes, biochemical elucidation of the exact role of the *Hist2h3c1* gene and its protein during embryonic development is hard to analyze. Nevertheless, the pathophysiological characterization including the disappearing lens vesicle and the hyperproliferation of the retina in the *Aey69* mouse mutant added already valuable insights into the function of this particular histone H3.2. The future characterization of specific properties of the core histone H3.2 through ChIP Seq, NoMEseq or H3.2-specific interactomics in this unique mutant line will deepen our understanding of the functions of histone H3.2 during eye development.

## Conflicts of interest

None declared.

## Funding

SV is supported by the German Academic Exchange Service (DDAD; Grant ID 57129429); NT is supported by the AFM Telethon project POLYGON (18572), by the Italian Ministry of Health grant RF-2010-2309484, and by the University of Padova projects OPTOZEN (CPDA128151) and TIGRE (CPDA148582). This work was supported from the Helmholtz Portfolio Theme ‘Metabolic Dysfunction and Common Disease’ (JB) and the Helmholtz Alliance ‘Aging and Metabolic Programming, AMPro’ (JB) and by the German Federal Ministry of Education and Research (Infrafrontier grant 01KX1012) (MHA).

## Glossary

Aey69: abnormality of the eye #69
AP2α: Activating enhancer-binding protein 2α
ARVO: Association for Research in Vision and Ophthalmology
ASAT: Aspartate aminotransferase
BRN3: Brain-Specific Homeobox 3
CALBINDIN: Vitamin D-Dependent Calcium-Binding Protein, Avian-Type
CEF3: Translation elongation factor EF-3
*Cgn*: Cingulin
*c-Maf*: Avian Musculoaponeurotic Fibrosarcoma (MAF) Protooncogene
*Cryaa*: Crystallin, αA
*Cryba2b*: Crystallin, βA2
*Crygd*: Crystallin, γD
DAPI: 4′,6-Diamidino-2-Phenylindole, Dihydrochloride
DHEA: Dehydroepiandrosteron
dpf: Days post fertilization
DUSP6: Dual Specificity Phosphatase 6
EGFP: Enhanced Green Fluorescent Protein
ENU: Ethyl nitroso urea
FOXE3: forkhead box E3
GCL: ganglion cell layer
GFAP: Glial Fibrillary Acidic Protein
GMC: German Mouse Clinic
HDL: High-density lipoprotein
Ig: Immunoglobulin
Inbl: Inner neuroblastic layer
IpGTT: Intraperitoneal Glucose Tolerance Test
ISL1: Insulin gene enhancer protein
*I-TASSER*: Iterative Threading ASSEmbly Refinement
KAT3: Histone Lysine Acetyltransferases
LDH: Lactate-dehydrogenase
LE: Lens Epithelium
*Lhx2*: LIM/homeobox protein 2
Me: Methylation
NMR: Nuclear Magnetic Resonance
NR: Neural Retina
ONBL: Outer Neuroblastic Layer
*OTX2*: Orthodenticle Homeobox 2
ONBL: Paired box gene 2
PBS: Phosphate Buffered Saline
PFA: Paraformaldehyde
Phospho: Phsophorylation
Pitx3: Pituitary homeobox 3
PKCA: Protein Kinase C-Alpha
*Pogz*: Pogo transposable element with ZNF domain
PTU: Propylthiouracil
Pymol: Python-enhanced molecular graphics
REST: Relative expression software tool
RGC: Retinal Ganglion Cells
RMSD: Root Mean Square Deviation
RPC: Retinal Progenitor Cells
RPE: Retinal Pigmented Epithelium
Rx: Retinal homeobox protein
SHIRPA: SmithKline Beecham, Harwell, Imperial College, Royal London Hospital, phenotype assessment
SOX2: SRY (sex determining region Y)-box 2
TH: Tyrosine hydroxylase
TZ: Transition Zone
WISH: Whole-mount *in-situ* hybridization

## Appendix A

^§^German Mouse Clinic, Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Neuherberg, Germany

Thure Adler^1,2,∗^

Irina Treise^1,2^

Dirk H. Busch^2^

Antonio Aguilar-Pimentel^1,3^

Markus Ollert^3,11^

Alexander Götz^1,4,+^

Oana V Amarie^1,4,#^

Tobias Stoeger^1,4^

Holger Schulz^1,4,∗∗^

Lore Becker^1,5^

Thomas Klopstock^5,16,20,21^

Anja Schrewe^1^

Nadine Spielmann^1^

Raffi Bekeredjian^6^

Lillian Garrett^1,8^

Sabine M. Hölter^1,8^

Annemarie Zimprich^1,8^

Wolfgang Wurst^8,14,15,16,17^

Philipp Mayer-Kuckuk^1^

Wolfgang Hans^1^

Jan Rozman^1,19^

Martin Klingenspor^9,10^

Frauke Neff^1,7^

Patricia da Silva-Buttkus^1^

Julia Calzada-Wack^1^

Ildikó Rácz^1,12,^“

Andreas Zimmer^12^

Birgit Rathkolb^1,13,19^

Eckhard Wolf^13^

Cornelia Prehn^1^

Jerzy Adamski^1,18^

Manuela Östereicher^1^

Gregor Miller^1^

Ralph Steinkamp^1^

Christoph Lengger^1^

Holger Maier^1^

Claudia Stoeger^1^

Stefanie Leuchtenberger^1^

Valérie Gailus-Durner^1^

Helmut Fuchs^1^

Martin Hrabě de Angelis^1,18,19^

1. German Mouse Clinic, Institute of Experimental Genetics, Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany

2. Institute for Medical Microbiology, Immunology and Hygiene, Technical University of Munich, Trogerstrasse 30, 81675 Munich, Germany

3. Department of Dermatology and Allergy, Biederstein, Klinikum rechts der Isar, Technische Universität München (TUM), Biedersteiner Str. 29, 80802 Munich,

4. Comprehensive Pneumology Center, Institute of Lung Biology and Disease, Helmholtz Zentrum München, German Research Center for Environmental Health (GmbH), Ingolstädter Landstraβe 1, 85764 Neuherberg, Germany and Member of the German Center for Lung Research

5. Department of Neurology, Friedrich-Baur-Institut, Ludwig-Maximilians-Universität München, Ziemssenstrasse 1a, 80336 Munich, Germany

6. Department of Cardiology, University of Heidelberg, Im Neuenheimer Feld 410, 69120 Heidelberg, Germany

7. Institute of Pathology, Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany

8. Institute of Developmental Genetics, Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany

9. Chair for Molecular Nutritional Medicine, Technische Universität München, Else Kröner-Fresenius Center for Nutritional Medicine, 85350 Freising, Germany

10. ZIEL – Center for Nutrition and Food Sciences, Technische Universität München, 85350 Freising, Germany

11. Department of Infection and Immunity, Luxembourg Institute of Health, Esch-sur-Alzette, Luxembourg, and Department of Dermatology and Allergy Center, Odense Research Center for Anaphylaxis, University of Southern Denmark, Odense, Denmark

12. Institute of Molecular Psychiatry, University of Bonn, Sigmund-Freud-Strasse 25, 53127 Bonn, Germany

13. Ludwig-Maximilians-Universität München, Gene Center, Institute of Molecular Animal Breeding and Biotechnology, Feodor-Lynen Strasse 25, 81377 Munich, Germany

14. Chair of Developmental Genetics, Center of Life and Food Sciences Weihenstephan, Technische Universität München, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany

15. Max Planck Institute of Psychiatry, Kraepelinstr. 2-10, 80804 Munich, Germany

16. Deutsches Institut für Neurodegenerative Erkrankungen (DZNE) Site Munich, Schillerstrasse 44, 80336 Munich, Germany

17. Munich Cluster for Systems Neurology (SyNergy), Adolf-Butenandt-Institut, Ludwig-Maximilians-Universität München, Schillerstrasse 44, 80336 Munich, Germany

18. Chair of Experimental Genetics, Center of Life and Food Sciences Weihenstephan, Technische Universität München, 85354 Freising-Weihenstephan, Germany

19. Member of German Center for Diabetes Research (DZD), Ingolstädter Landstraβe 1, 85764 Neuherberg, Germany

20. German Network for Mitochondrial Disorders (mitoNET)

21. German Center for Vertigo and Balance Disorders, Munich, Germany

^∗^ present address: Comprehensive Pneumology Center (CPC), Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany.

^+^ present address: Institut für Neuropathologie, Universitätsmedizin Göttingen (UMG), Robert-Koch-Str. 40, 37099 Göttingen, Germany.

^#^ present address: Institute of Developmental Genetics, Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany.

^∗∗^ present address: Institute of Epidemiology, Helmholtz Zentrum München, German Research Center for Environmental Health GmbH, Ingolstädter Landstrasse 1, 85764 Neuherberg, Germany.

“ present address: Clinic of Neurodegenerative Diseases and Gerontopsychiatry, University of Bonn Medical Center, Bonn, Germany.

# Supplementary material for: Mutation in the mouse histone gene Hist2h3c1 leads to degeneration of the lens vesicle and severe microphthalmia
**Source:** Exp Eye Res. 2019 Nov;188:107632. doi: 10.1016/j.exer.2019.03.024
**Supplement:** Multimedia component 1

Supplement

**Supplementary Table S1**

**PCR Primers**

| **Name** | **Sequence 5’ 🡪 3’*** | **Annealing temperature [^o^C]** | **Product**  **size [bp]** |
| --- | --- | --- | --- |
| *Aey69*-L1 | TACCAGAAGTCGACCGAGCTGC | 67 | 463 |
| *Aey69*-R1 | TCACTGCGCTCGCAATTGC |  |  |
| *Hist2h3c1*-L1 | CTTGCCTTAGTTAACACCCTCA | 60 | 100 |
| *Hist2h3c1*-R1 | TTCAAGATTCTCCTTCTAGATTGTTAC |  |  |
| *H3*-all-L1 | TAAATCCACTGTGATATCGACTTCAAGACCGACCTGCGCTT | 60 | 100 |
| *H3*-all-R1 | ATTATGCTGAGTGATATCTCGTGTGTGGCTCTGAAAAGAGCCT |  |  |
| *Hist1h3b*-L1 | GCAGGACTTCAAGACCGACC | 60 | 195 |
| *Hist1h3b*-R1 | GCACTTTGTTTCGTTTAAGCCC |  |  |
| *Hist1h3c*-L1 | ACTTTTGTGTATCTCCTCCCAAG | 60 | 150 |
| *Hist1h3c*-R1 | GTAGCGGTGAGGCTTCTTCA |  |  |
| *Hist1h3d* -L1 | ACCGTTCTCATTCCCTGAGAC | 60 | 165 |
| *Hist1h3d*-R1 | GTAGCGGTGAGGCTTCTTCA |  |  |
| *Hist1h3f*-L1 | CCGCTGTGGTATCGCCAA | 60 | 109 |
| *Hist1h3f*-R1 | ACTATTGCTTCCTCAGCCAC |  |  |
| *Hist2h3c*2-R1 | CACATTATCCCGCTCCATAGCTCTAG | 60 | 118 |
| *Hist2h3c2*-L1 | CAAGCTAGGAGTCTGAATAAGACCGC |  |  |
| *Hist2h3b*-L1 | GTATGGCCACTTGGCGTCTG | 60 | 166 |
| *Hist2h3b*-R1 | GTAGCGGTGCGGCTTCTTC |  |  |
| *Rplp0*-L1 | ACTGGTCTAGGACCCGAGAAG | 60 | 77 |
| *Rplp0*-R1 | TCAATGGTGCCTCTGGAGATT |  |  |

**Morpholino Oligomers**

| histMO | CGGTCTGCTTGGTTCTTGCCATAGC |
| --- | --- |
| mismMO | CGcTCTcCTTcGTTgTTcCCATAGC |

Lower-case bases indicate the five mutated bases in the non-functional mismMO, to be compared with the correct sequence of the working histMO morpholino.

**Supplementary Table S2**

**Antibodies**

| **Antibody** | **Company (catalog number)** | **Dilution** |
| --- | --- | --- |
| AP-2α | Santa Cruz (sc-12726) | 1:100 |
| BRN3 | Santa Cruz (sc-6026) | 1:100 |
| Calbindin | Swant (CB38a) | 1:500 |
| Cleaved Caspase-3 | Cell signalling (9661S) | 1:100 |
| Crystallin, αA | Dr. Ales Cvekl, NY/USA  (Xie et al., 2016) | 1:500 |
| Crystallin, γD | Santa Cruz (sc-22746) | 1:500 |
| Cx50/GJA8 | Thermo Scientific (PA511644) | 1:500 |
| FOXE3 | Santa Cruz (sc-134536) | 1:100 |
| Glial Fibrillary Acidic Protein | Sigma (G9269) | 1:100 |
| Ki67 | Abcam (ab15580) | 1:100 |
| OTX2 | Abcam (ab114138) | 1:100 |
| PITX3 | Santa Cruz (sc-19307) | 1:100 |
| Protein Kinase Cα | Abcam (ab11723) | 1:200 |
| TH | Pel Freez (P40101-150) | 1:1000 |
| Alexa Fluor® 488 Rabbit | Invitrogen (A-21206) | 1:250 |
| CY3 Goat | Jackson immuno (705-165-147) | 1:250 |
| CY3 Mouse | Jackson immuno (715-165-150) | 1:250 |

Xie,Q., McGreal,R., Harris,R., Gao,C.Y., Liu,W., Reneker,L.W., Musil,L.S., Cvekl,A. (2016) Regulation of c-Maf and αA-crystallin in ocular lens by fibroblast growth

factor signaling. *J. Biol. Chem.* **291**, 3947-3958.

**Supplementary Table S3**

**Relevant Significant Parameters of GMC investigation**

Depicted are the number of animals, the mean and the standard deviation of the observations and the p-value of the statistical tests. The Fishers exact test deals with categorical data and the number of attributes and the p-values are listed.

| \| Parameters analyzed by linear model with sex, genotype and body weight as predictors \| \| \| \| \| \| \|  \| \|  \| \|  \| \|  \| \|  \| \|  \| \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \|  \| \| \| \| \| \| \|  \|  \| \|  \| \|  \| \|  \| \|  \| \| \| test \| parameter \| f.muts \| f.cons \| m.muts \| m.cons \| sex \| genotype \| weight \| \| sex.genotype \| \| sex.weight \| \| genotype. weight \| \| sex.genotype_weight \| \| \| Calorimetry \| body_temp (°C) \| 7 (38 ± 0.4 ) \| 7 (37 ± 0.4 ) \| 7 (37 ± 0.75 ) \| 7 (37 ± 0.36 ) \| 0.442 \| 0.388 \| 0.041 \| \| 0.029 \| \| 0.583 \| \| 0.325 \| \| 0.043 \| \|  \| Parameters analyzed by linear model with sex and genotype as predictors \| \| \| \| \| \|  \|  \|  \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| test \| parameter \| f.muts \| f.cons \| m.muts \| m.cons \| sex \| genotype \| sex.genotype \| \| Clinical_ Chemistry \| Albumin_ mean \| 10 (28 ± 0.96 ) \| 10 (29 ± 0.63 ) \| 10 (28 ± 0.76 ) \| 10 (27 ± 0.79 ) \| <0.001 \| 0.081 \| 0.008 \| \| Clinical_ Chemistry \| Cl_mean \| 10 (111 ± 0.68 ) \| 10 (109 ± 0.5 ) \| 10 (108 ± 1.1 ) \| 10 (108 ± 0.95 ) \| <0.001 \| 0.001 \| 0.001 \| \| Clinical_ Chemistry \| GOT_mean \| 10 (53 ± 19 ) \| 10 (44 ± 3.2 ) \| 10 (71 ± 21 ) \| 10 (47 ± 6.1 ) \| 0.041 \| 0.001 \| 0.116 \| \| Clinical_ Chemistry \| LDH_mean \| 10 (200 ± 57 ) \| 10 (158 ± 20 ) \| 10 (368 ± 114 ) \| 10 (253 ± 27 ) \| <0.001 \| 0.001 \| 0.09 \| \| SHIRPA \| locomotor_ activity \| 10 (15 ± 7.4 ) \| 10 (12 ± 7.9 ) \| 10 (21 ± 11 ) \| 10 (12 ± 8.6 ) \| 0.377 \| 0.049 \| 0.232 \| \| OPEN_FIELD \| DisTTot \| 10 (15033 ± 2321 ) \| 10 (9978 ± 2689 ) \| 10 (14056 ± 2451 ) \| 10 (8889 ± 1725 ) \| 0.169 \| <0.001 \| 0.94 \| \| OPEN_FIELD \| NRTot \| 10 (78 ± 24 ) \| 10 (52 ± 37 ) \| 10 (71 ± 34 ) \| 10 (27 ± 20 ) \| 0.112 \| 0.001 \| 0.343 \| \| OPEN_FIELD \| PcTiCenTot \| 10 (11 ± 6.3 ) \| 10 (2.4 ± 2.1 ) \| 10 (10 ± 10 ) \| 10 (3.4 ± 3.5 ) \| 0.849 \| 0.001 \| 0.776 \|  \| Parameters analyzed by Wilcoxon test \| \| \| \| \| \| \|  \| \|  \| \|  \| \|  \| \|  \| \|  \| \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| tests \| \| parameter \| \| Number.f.muts \| \| \| Number.f.cons \| \| Number.m.muts \| \| Number.m.cons \| \| p.female \| \| p.male \| \| p.overall \| \| \| IMMUNOGLOBULIN \| \| IgA \| \| 8 (340 ± 132 ) \| \| \| 9 (612 ± 369 ) \| \| 10 (236 ± 83 ) \| \| 10 (239 ± 162 ) \| \| 0.036 \| \| 0.315 \| \| 0.62 \| \| \| FACS_BLOOD \| \| CD8+ T cells (% of all living leukocytes) \| \| 9 (12 ± 1.9 ) \| \| \| 8 (10 ± 1.8 ) \| \| 10 (12 ± 1.7 ) \| \| 10 (11 ± 1.7 ) \| \| 0.044 \| \| 0.447 \| \| 0.074 \| \| \| FACS_BLOOD \| \| Granulocytes (% of all living leukocytes) \| \| 9 (20 ± 4.1 ) \| \| \| 8 (24 ± 3.9 ) \| \| 10 (18 ± 5.8 ) \| \| 10 (24 ± 7.1 ) \| \| 0.059 \| \| 0.105 \| \| 0.008 \| \| \| FACS_BLOOD \| \| Monocytes (% of all living leukocytes) \| \| 9 (1.8 ± 0.54 ) \| \| \| 8 (1.2 ± 0.24 ) \| \| 10 (2.2 ± 0.55 ) \| \| 10 (2 ± 0.48 ) \| \| 0.007 \| \| 0.353 \| \| 0.074 \| \| \| FACS_BLOOD \| \| CD11+ NK cells (% of NK cells) \| \| 9 (64 ± 6.2 ) \| \| \| 8 (58 ± 3.5 ) \| \| 10 (63 ± 13 ) \| \| 10 (59 ± 6 ) \| \| 0.034 \| \| 0.436 \| \| 0.038 \| \| \| FASTED_BLOOD \| \| Glycerol_fasting \| \| 10 (0.35 ± 0.074 ) \| \| \| 10 (0.38 ± 0.052 ) \| \| 10 (0.25 ± 0.042 ) \| \| 10 (0.31 ± 0.045 ) \| \| 0.353 \| \| 0.019 \| \| 0.034 \| \| \| FASTED_BLOOD \| \| HDL_fasting \| \| 10 (2.3 ± 0.2 ) \| \| \| 10 (2.7 ± 0.23 ) \| \| 10 (3.5 ± 0.18 ) \| \| 10 (3.4 ± 0.21 ) \| \| 0.002 \| \| 0.238 \| \| 0.525 \| \| \| FASTED_BLOOD \| \| Non_HDL_chol_fasting \| \| 10 (0.52 ± 0.11 ) \| \| \| 10 (0.64 ± 0.11 ) \| \| 10 (0.76 ± 0.084 ) \| \| 10 (0.75 ± 0.071 ) \| \| 0.041 \| \| 1 \| \| 0.227 \| \| \| FASTED_BLOOD \| \| TG_fasting \| \| 10 (1.3 ± 0.69 ) \| \| \| 10 (2.3 ± 0.32 ) \| \| 10 (1.7 ± 0.49 ) \| \| 10 (1.9 ± 0.45 ) \| \| 0.002 \| \| 0.399 \| \| 0.001 \| \| \| FASTED_BLOOD \| \| Total_chol_fasting \| \| 10 (2.9 ± 0.29 ) \| \| \| 10 (3.3 ± 0.24 ) \| \| 10 (4.3 ± 0.22 ) \| \| 10 (4.2 ± 0.24 ) \| \| 0.002 \| \| 0.229 \| \| 0.541 \| \| \| IPGTT_201311 \| \| Glucose_conc_0 \| \| 10 (4.5 ± 0.58 ) \| \| \| 10 (3.9 ± 0.43 ) \| \| 8 (5.8 ± 0.42 ) \| \| 9 (5.1 ± 0.68 ) \| \| 0.012 \| \| 0.069 \| \| 0.046 \| \| \| STEROID \| \| DHEA \| \| 10 (46 ± 20 ) \| \| \| 9 (80 ± 56 ) \| \| 10 (215 ± 88 ) \| \| 10 (125 ± 63 ) \| \| 0.133 \| \| 0.023 \| \| 0.667 \| \| \| DEXA \| \| bw_pDEXA \| \| 10 (27 ± 3.1 ) \| \| \| 10 (30 ± 3.2 ) \| \| 10 (34 ± 2.1 ) \| \| 10 (33 ± 4.1 ) \| \| <0.001 \| \| 0.201 \| \| 0.083 \| \| \| DEXA \| \| FAT_MASS \| \| 10 (3.7 ± 2 ) \| \| \| 10 (7.9 ± 1.6 ) \| \| 10 (9.7 ± 4 ) \| \| 10 (9.6 ± 5.5 ) \| \| 0.002 \| \| 0.087 \| \| 0.075 \| \| \| Fisher's Exact test \| \| \|  \| \|  \|  \| \|  \| \|  \| \|  \| \|  \| \|  \| \| \| test/ parameter \| Male \| \| \| \| Female \| \| \| Both \| \| \| \| \| \| \| \| \| \| \| SHIRPA \| Control \| \| Mutant \| \| Control \| Mutant \| \| Control \| \| Mutant \| \| Control \| \| Mutant \| \| p value \| \| \|  \| n=10 \| \| n=10 \| \| n=10 \| n=10 \| \| n=20 \| \| n=20 \| \| 50% \| \| 50% \| \|  \| \| \| *Palpebral Closure* \|  \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| <0.001 \| \| \| Eyes open \| 10 \| \| 0 \| \| 10 \| 2 \| \| 20 \| \| 2 \| \| 100% \| \| 10% \| \|  \| \| \| Eyes closed \| 0 \| \| 10 \| \| 0 \| 8 \| \| 0 \| \| 18 \| \| 0% \| \| 90% \| \|  \| \| \| *Tail Elevation* \|  \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| <0.001 \| \| \| Dragging \| 9 \| \| 2 \| \| 8 \| 3 \| \| 17 \| \| 5 \| \| 85% \| \| 25% \| \|  \| \| \| Horizontally extension \| 1 \| \| 8 \| \| 2 \| 7 \| \| 3 \| \| 15 \| \| 15% \| \| 75% \| \|  \| \| \| Elevated/Straub tail \| 0 \| \| 0 \| \| 0 \| 0 \| \| 0 \| \| 0 \| \| 0% \| \| 0% \| \|  \| \|  \| **Abbreviations:**   \| Bw \| Bodyweight \| \| --- \| --- \| \| Cl \| Chloride \| \| DHEA \| Dehydroepiandrosteron \| \| DisT \| Distance traveled \| \| GOT \| Glutamate oxaloacetate transaminase \| \| HP \| Heat production \| \| HDL \| High-density lipoprotein \| \| Ig \| Immunoglobulin \| \| IpGTT \| Intraperitoneal Glucose Tolerance Test \| \| LDH \| Lactate-dehydrogenase \| \| MV \| Minute ventilation \| \| NEFA \| Non-esterified fatty acid \| \| NR \| Number of rears \| \| PcTiCen \| Percentage time in center \| \| pDEXA \| peripheral dual-energy x-ray absorptiometry \| \| PEF \| Peak expiratory flow rate \| \| RER \| Respiratory exchange ratio \| \| SHIRPA \| SmithKline Beecham, Harwell, Imperial College, Royal London Hospital, phenotype assessment \| \| TG \| Triglyceride \| \| TV \| Tidal volume \| \| VO2 \| Oxygen consumption \| \| \|  \|  \| \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \|  \| \| \|  \| \|  \| |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

**Supplementary Table S4**

**Summary of *hist2h3ca1* knock-down experiments in zebrafish transgenic lines**

The table includes raw data on mortality and phenotype after *hist2h3ca1*-specific antisense morpholino (MO) injection in zebrafish transgenic lines.

mMO = control mismatched MO; hMO = anti-*hist2h3ca1* MO; n.e.=not evaluable.

| **Transgenic line** | **Condition** | **# embryos** | **Mortality**  **at 48 hpf** | **Morphology of survivors** | **Retinal organization** |
| --- | --- | --- | --- | --- | --- |
| *pax6b:GFP* | mMO 100 μM | 50 | 15% | 90% normal  10% apoptotic eyes and brain, short trunk | 90% normal  10% n.e. |
|  | hMO 100 μM | 50 | 100% | Lethality during gastrulation | n.e. |
| *ptf1a:EGFP* | Not injected | 170 | 11% | 100% normal | 100% normal |
|  | mMO 50 μM | 155 | 14% | 100% normal | 100% normal |
|  | hMO 50 μM | 230 | 98% | Lethality during gastrulation | n.e. |
| *Notch:mCherry* | Not injected | 60 | 0% | 100% normal | 100% normal |
|  | mMO 10 μM | 39 | 3.5% | 100% normal | 100% normal |
|  | hMO 10 μM | 44 | 62% | Delayed, malformed | Delayed but layered |
| *ptf1a:EGFP* | Not injected | 48 | 24% | 100% normal | 100% normal |
|  | mMO 10 μM | 160 | 39% | 100% normal | 100% normal |
|  | hMO 10 μM | 203 | 49% | Delayed, malformed | Delayed but layered |
| *pax6b:GFP / ptf1a:DsRed* | Not injected | 7 | 0% | 100% normal | 100% normal |
|  | mMO 10 μM | 45 | 2.5% | 100% normal | 100% normal |
|  | hMO 10 μM | 59 | 75% | Delayed, malformed | Delayed but layered |
| *neurod1:GFP / ptf1a:DsRed* | Not injected | 50 | 20% | 100% normal | 100% normal |
|  | mMO 10 μM | 110 | 35% | 100% normal | 100% normal |
|  | hMO 10 μM | 150 | 78% | Delayed, malformed | Delayed but layered |

**Supplementary Table S5**

**Rescue experiments in zebrafish**

The table includes raw data on mortality and phenotype of zebrafish embryos injected with control, morpholino, mRNA and rescuing solutions. Data derive from three independent experiments and correspond to the chart of Supplementary Fig. S1.

| **Condition** | **# embryos** | **Mortality**  **at 48 hpf** | **Phenotype of survivors**  **at 48 hpf** |
| --- | --- | --- | --- |
| Not injected | 135 | 0 % | Normal |
| mismMO 10 μM +  C3H mRNA 25 ng/µl | 136 | 3 % | Normal |
| AEY69 mRNA  25 ng/µl | 60 | 23 % | Delayed and/or  malformed (cyclopia) |
| histMO 10 μM | 146 | 50 % | Blocked at somitogenesis |
| histMO 10 μM +  AEY69 mRNA 25 ng/µl | 129 | 57 % | Blocked at somitogenesis, malformed |
| histMO 10 μM +  C3H mRNA 25 ng/µl | 95 | 8 % | 84% normal,  16% delayed |
| histMO 10 μM +  C3H mRNA 50 ng/µl | 77 | 24 % | 75% normal,  25% delayed |

**Supplementary Figures:**

**Fig. S1**

**
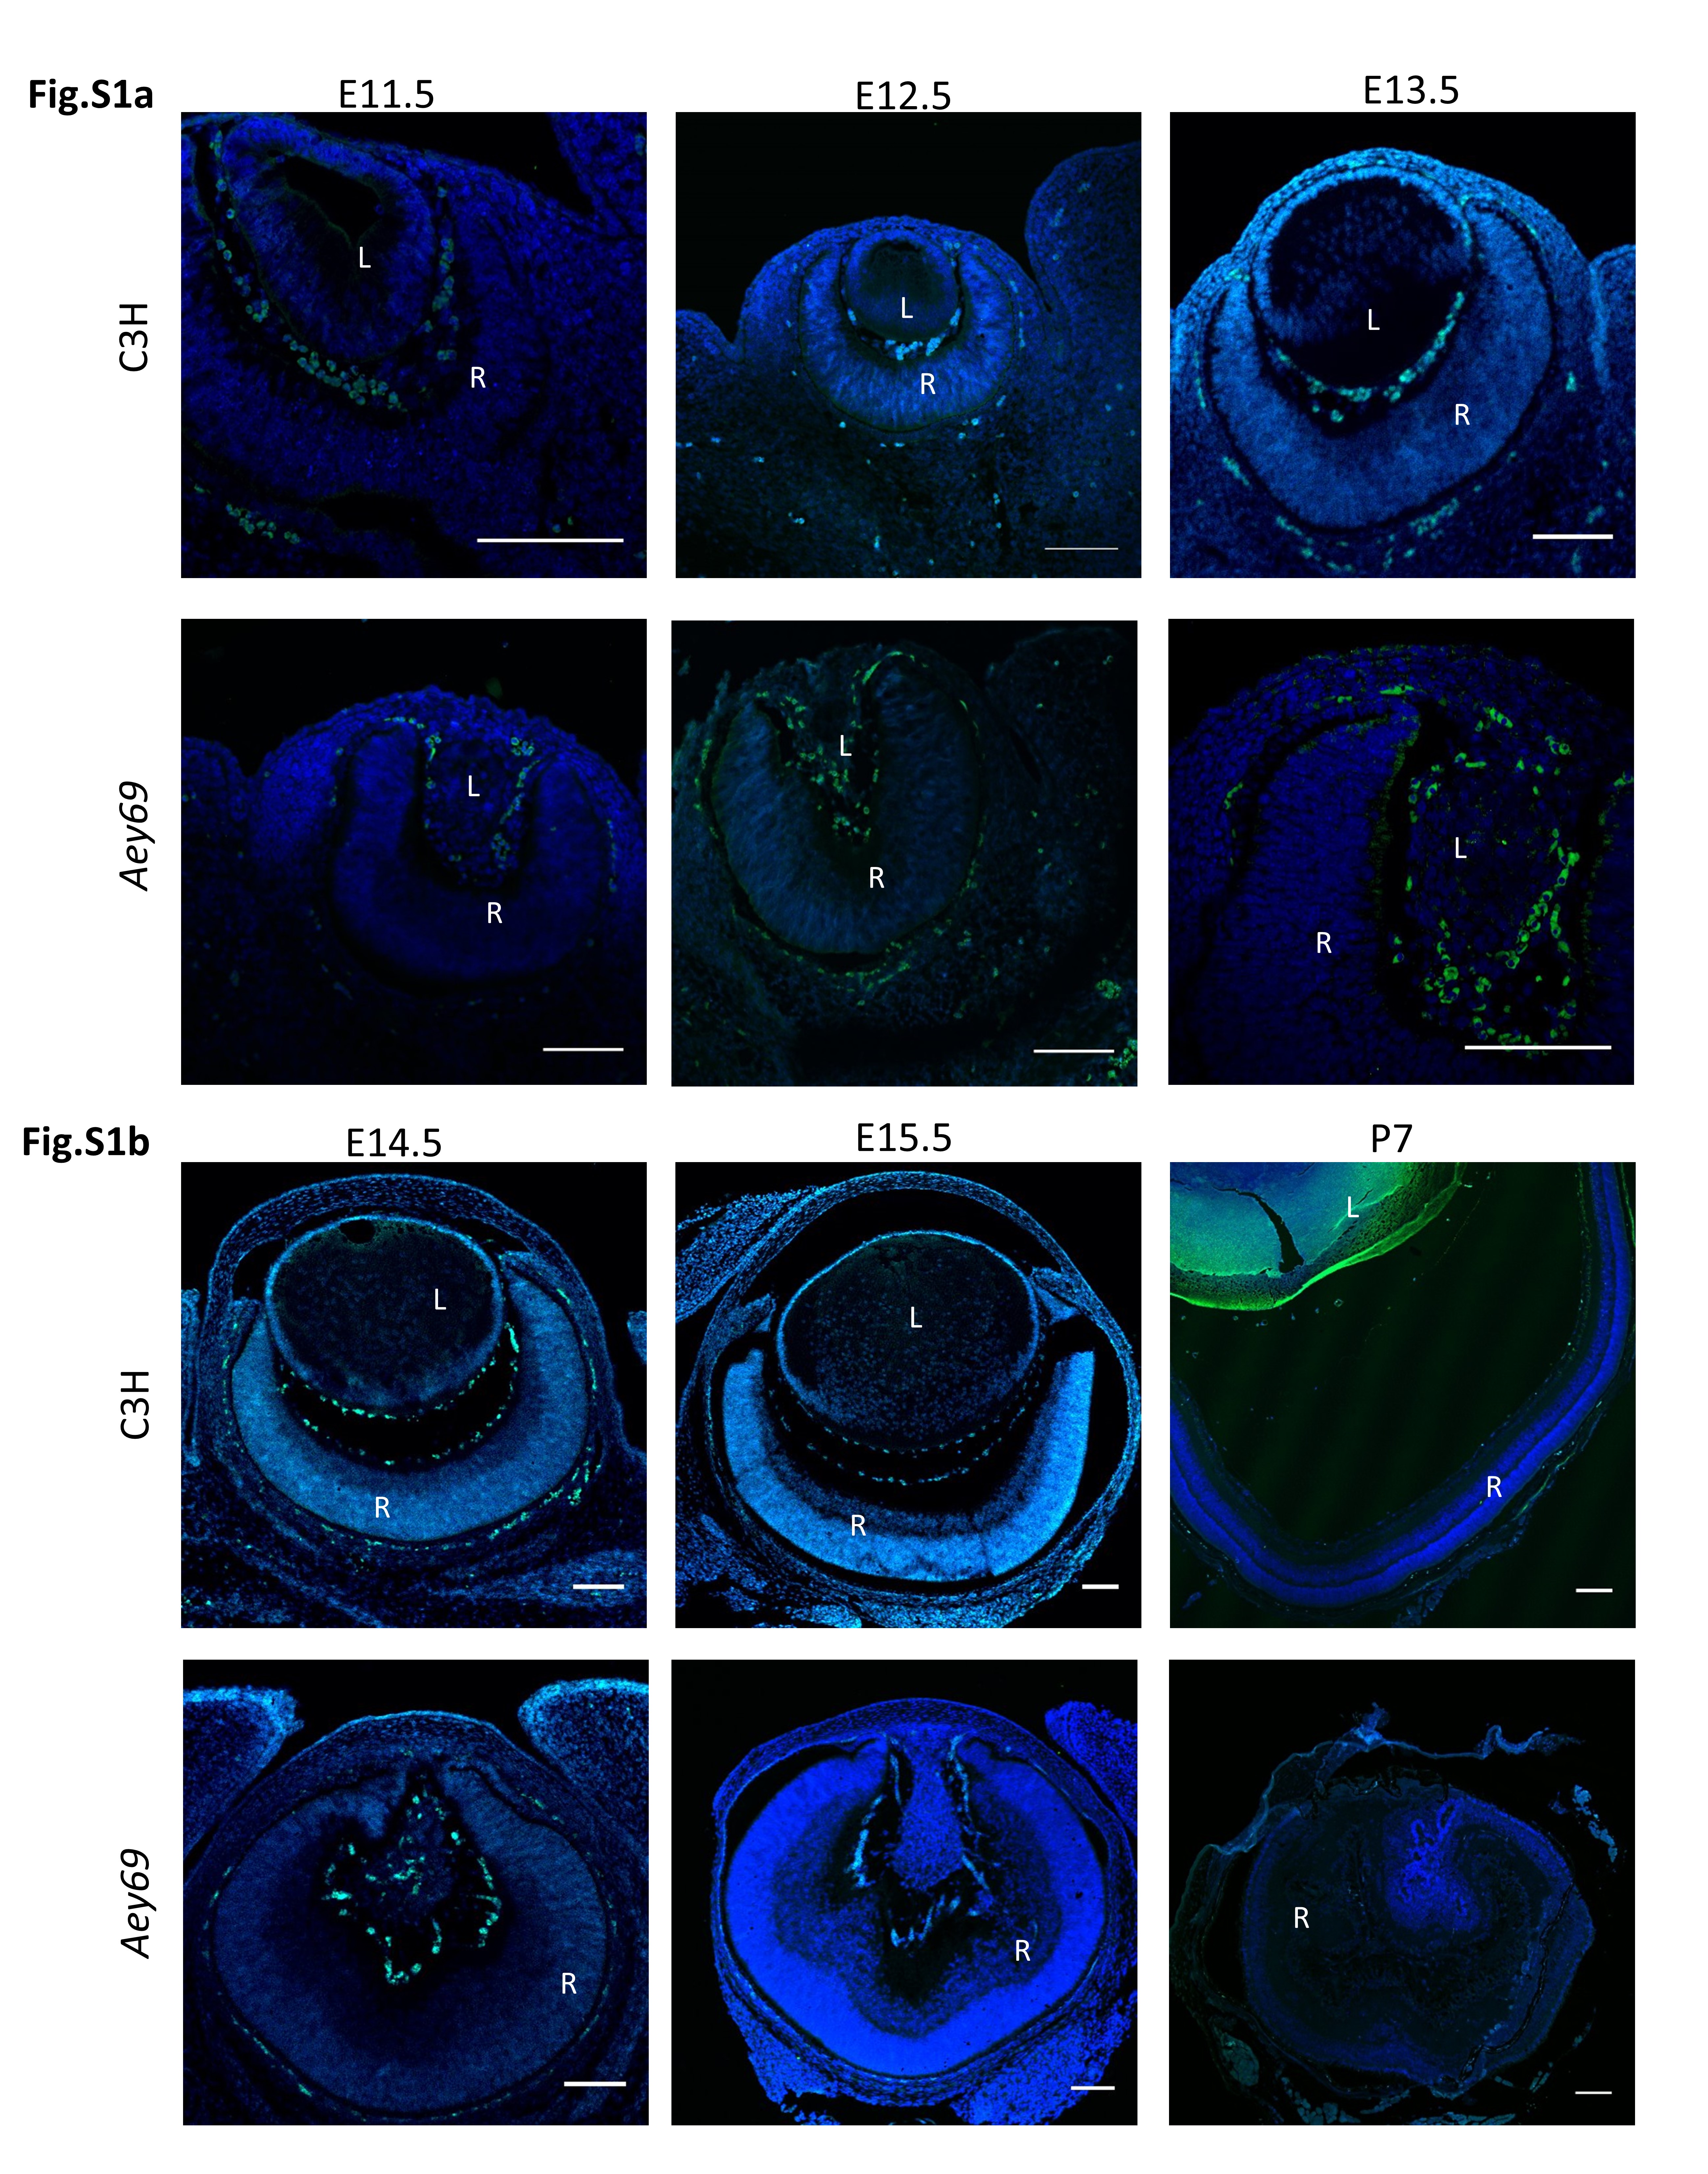

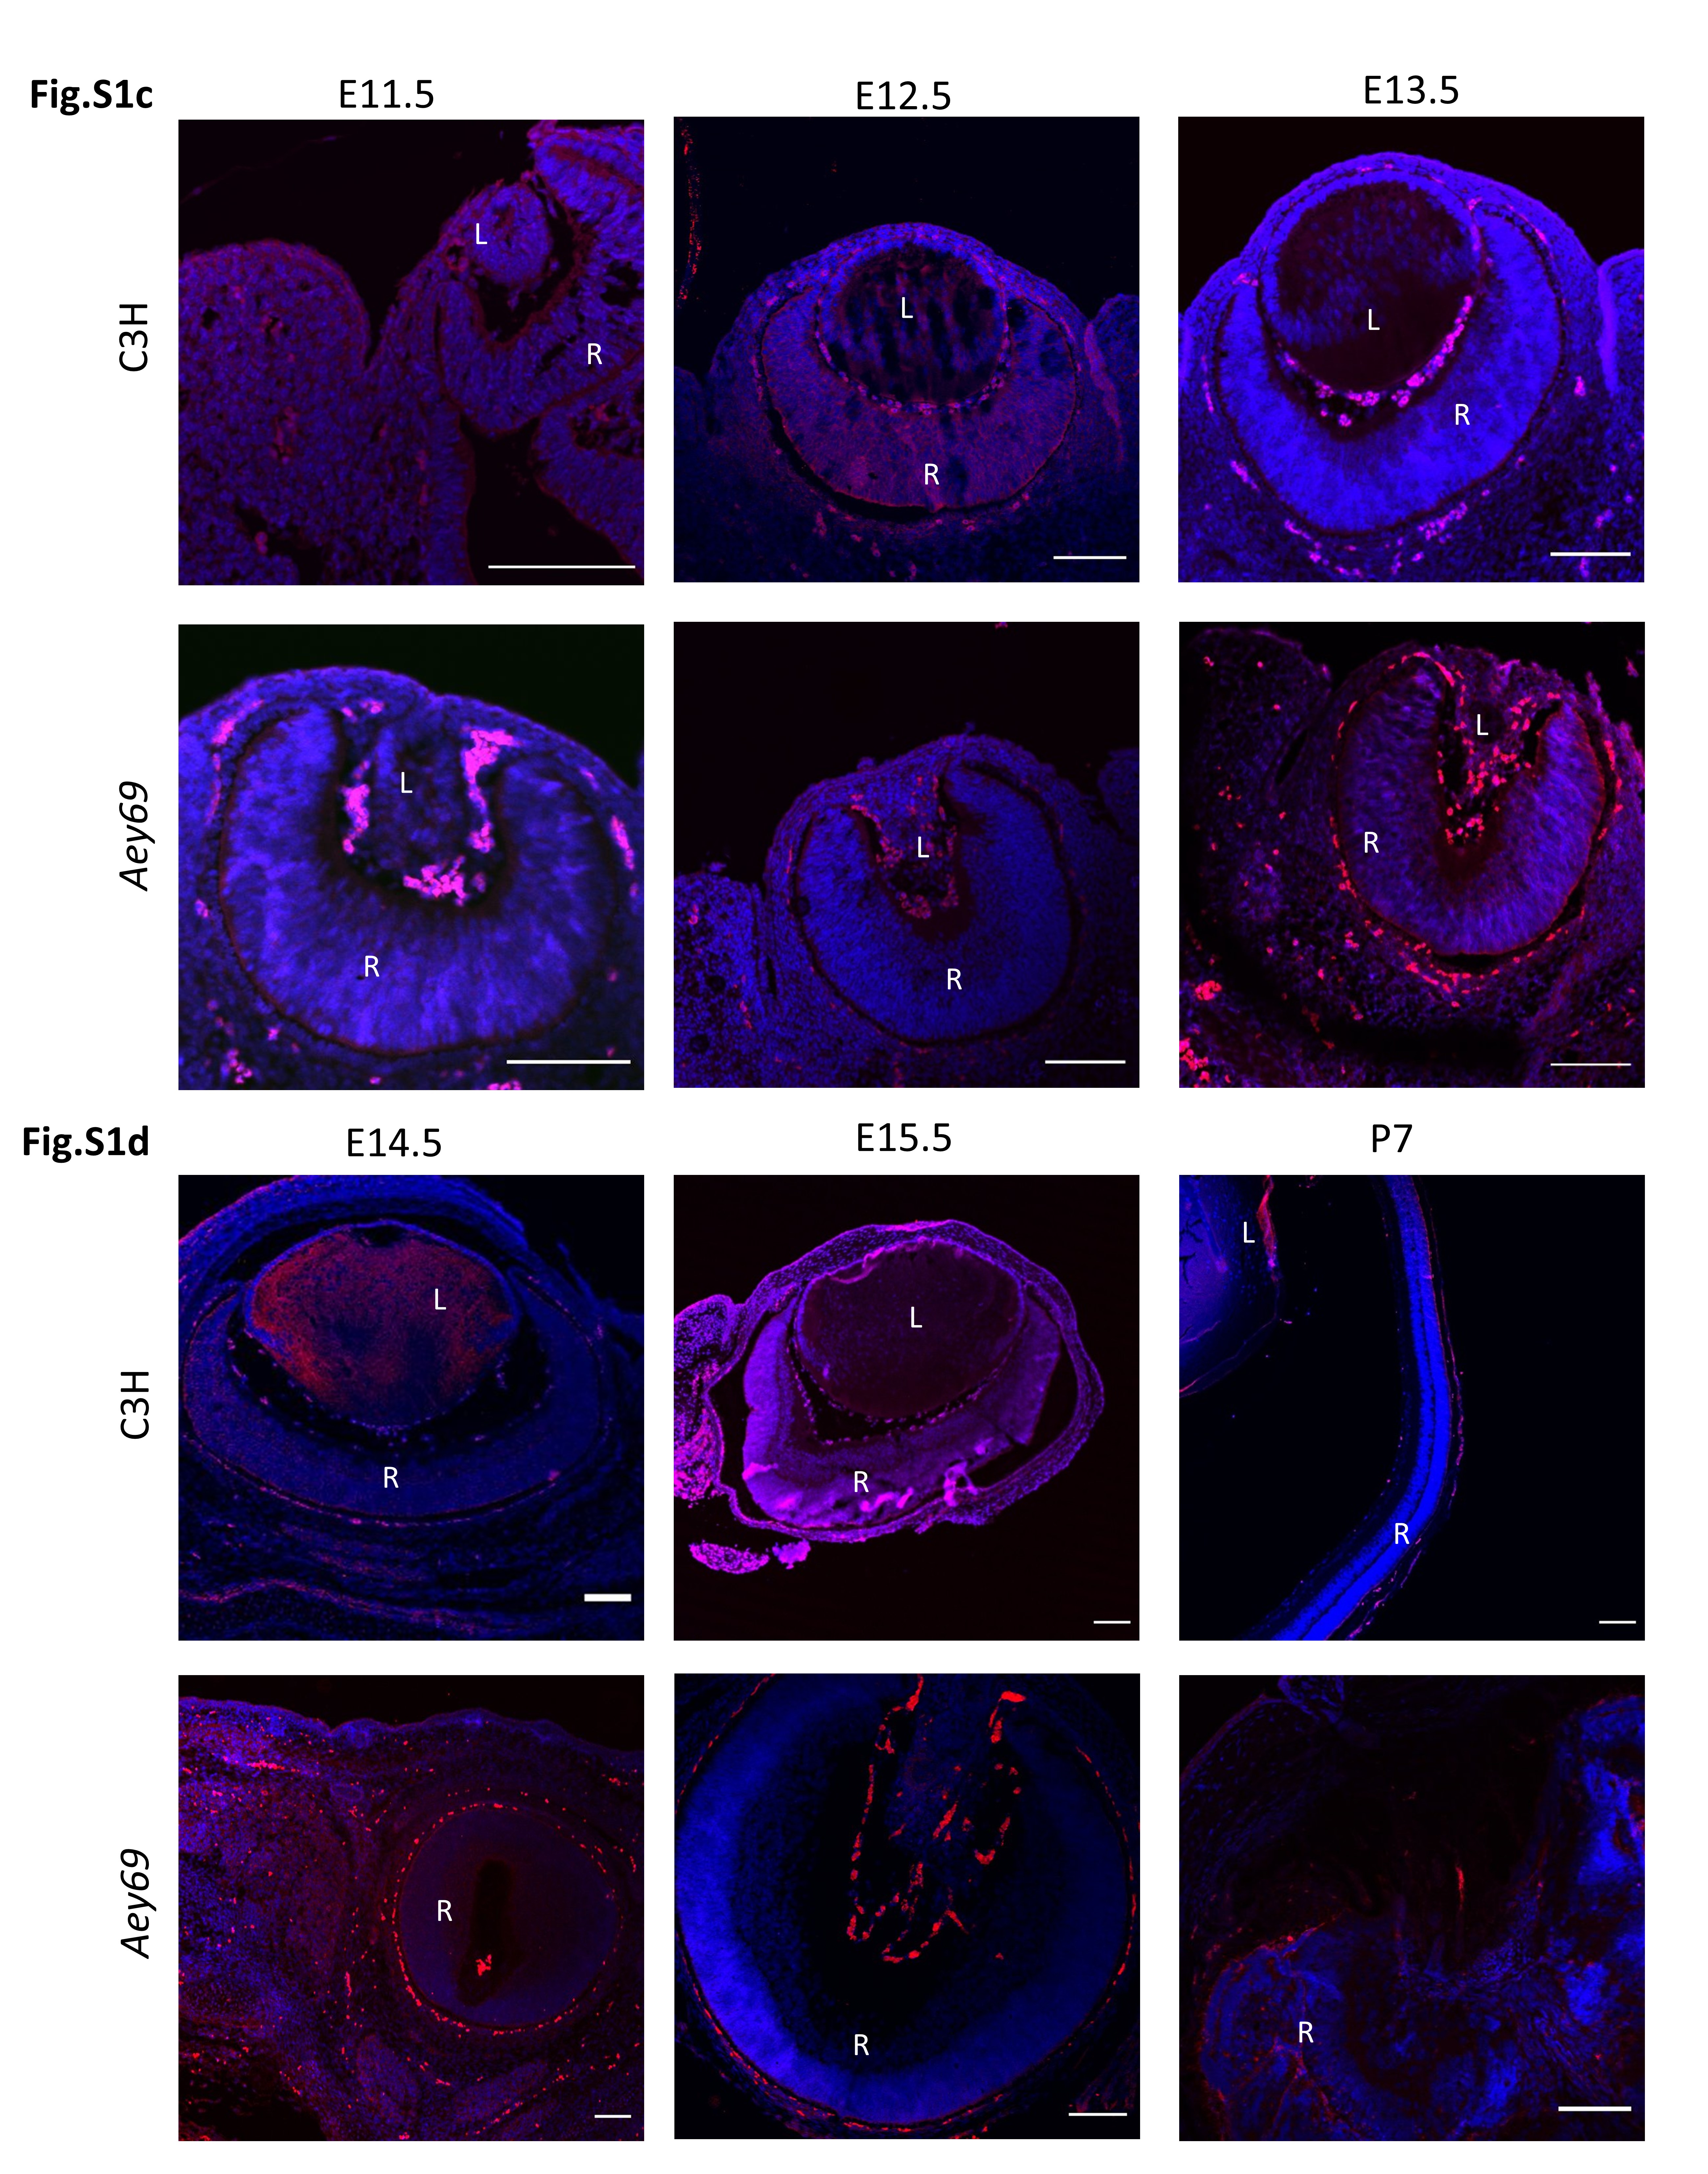
**

Fig. S1: **Representative negative controls**

The negative controls represent the staining without the addition of any primary antibody. This could help in identification of any possible autofluorescent area (e.g. RPE, disrupted mesodermal cells and blood vessels). Any conclusion from the antibody staining was made in comparison to the respective negative control (a: E11.5-E13.5; b: E14.5-P7); no analysis was done in regions showing autofluorescence. DAPI (blue) was used for counterstaining. The bars indicate 100 µm. L, lens; R, retina. Fig. S1a and b represent the autofluorescent areas stained by the secondary A488 antibody, and Fig. S1c and d represent the autofluorescent areas stained by the Cy3 antibody.

**Fig. S2**

**
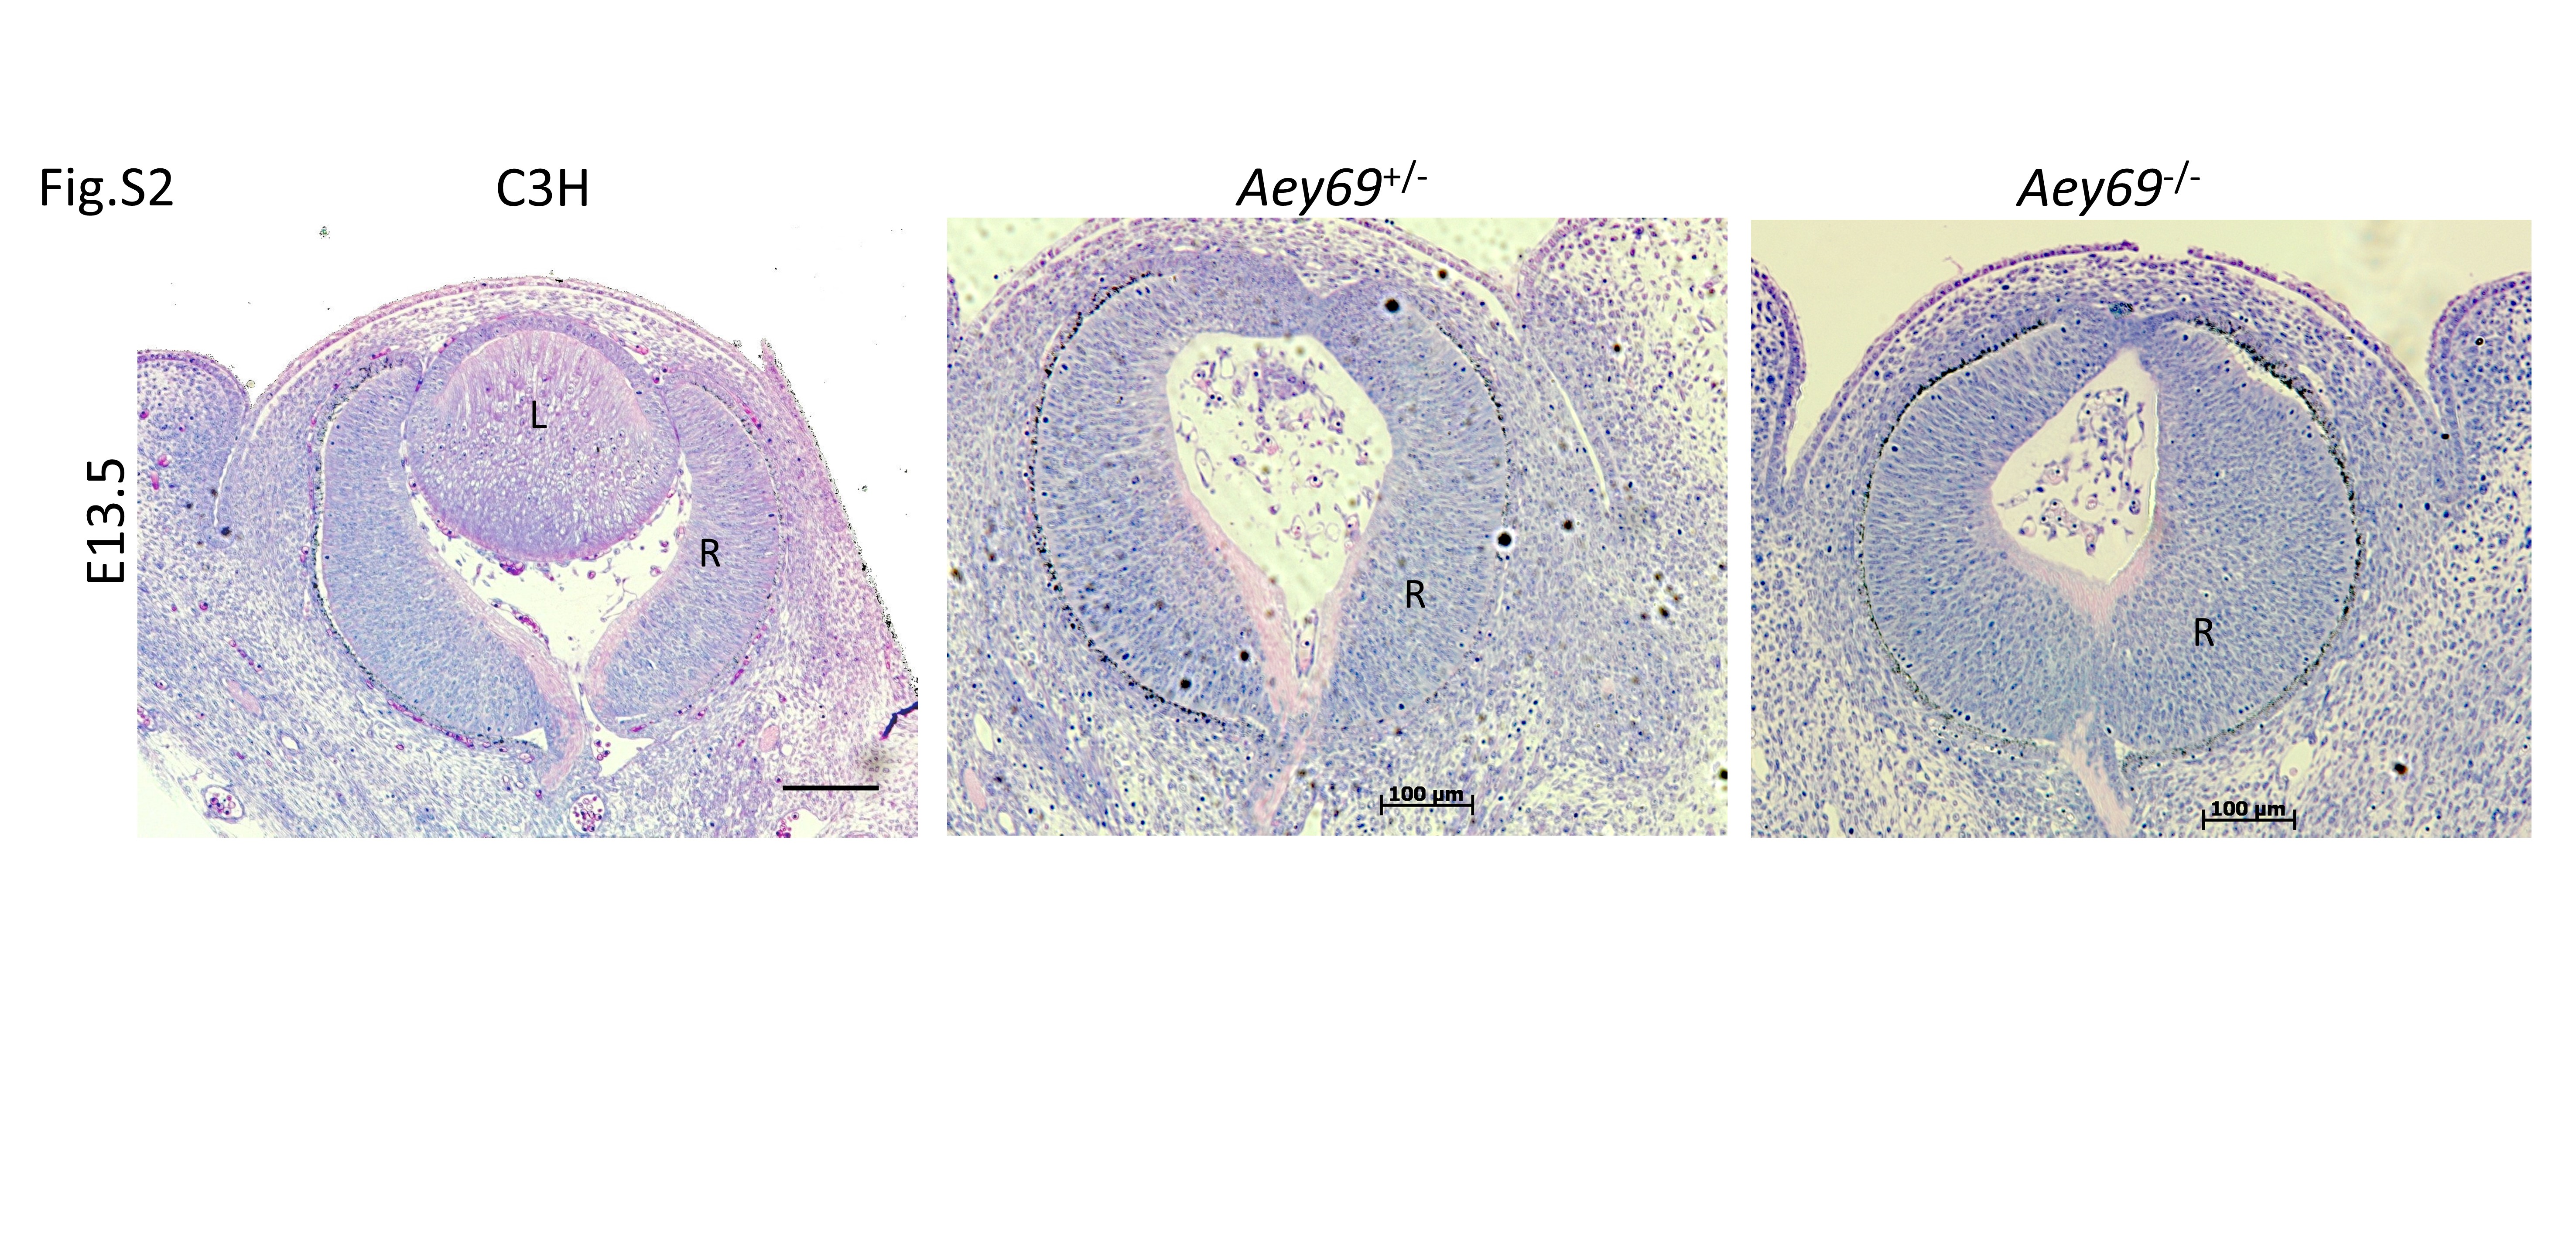
**

Fig.S2: **Histological characterization of ocular defects in wild type, heterozygous and homozygous mutant eye**

The comparative histological staining between the wild type, heterozygous and homozygous mutant eye at E13.5 is shown. No lens is present neither in heterozygous nor in homozygous mutant eyes. Bars indicate 100 µm; L, lens; R, retina; ON, optic nerve.

**Fig. S3**

**
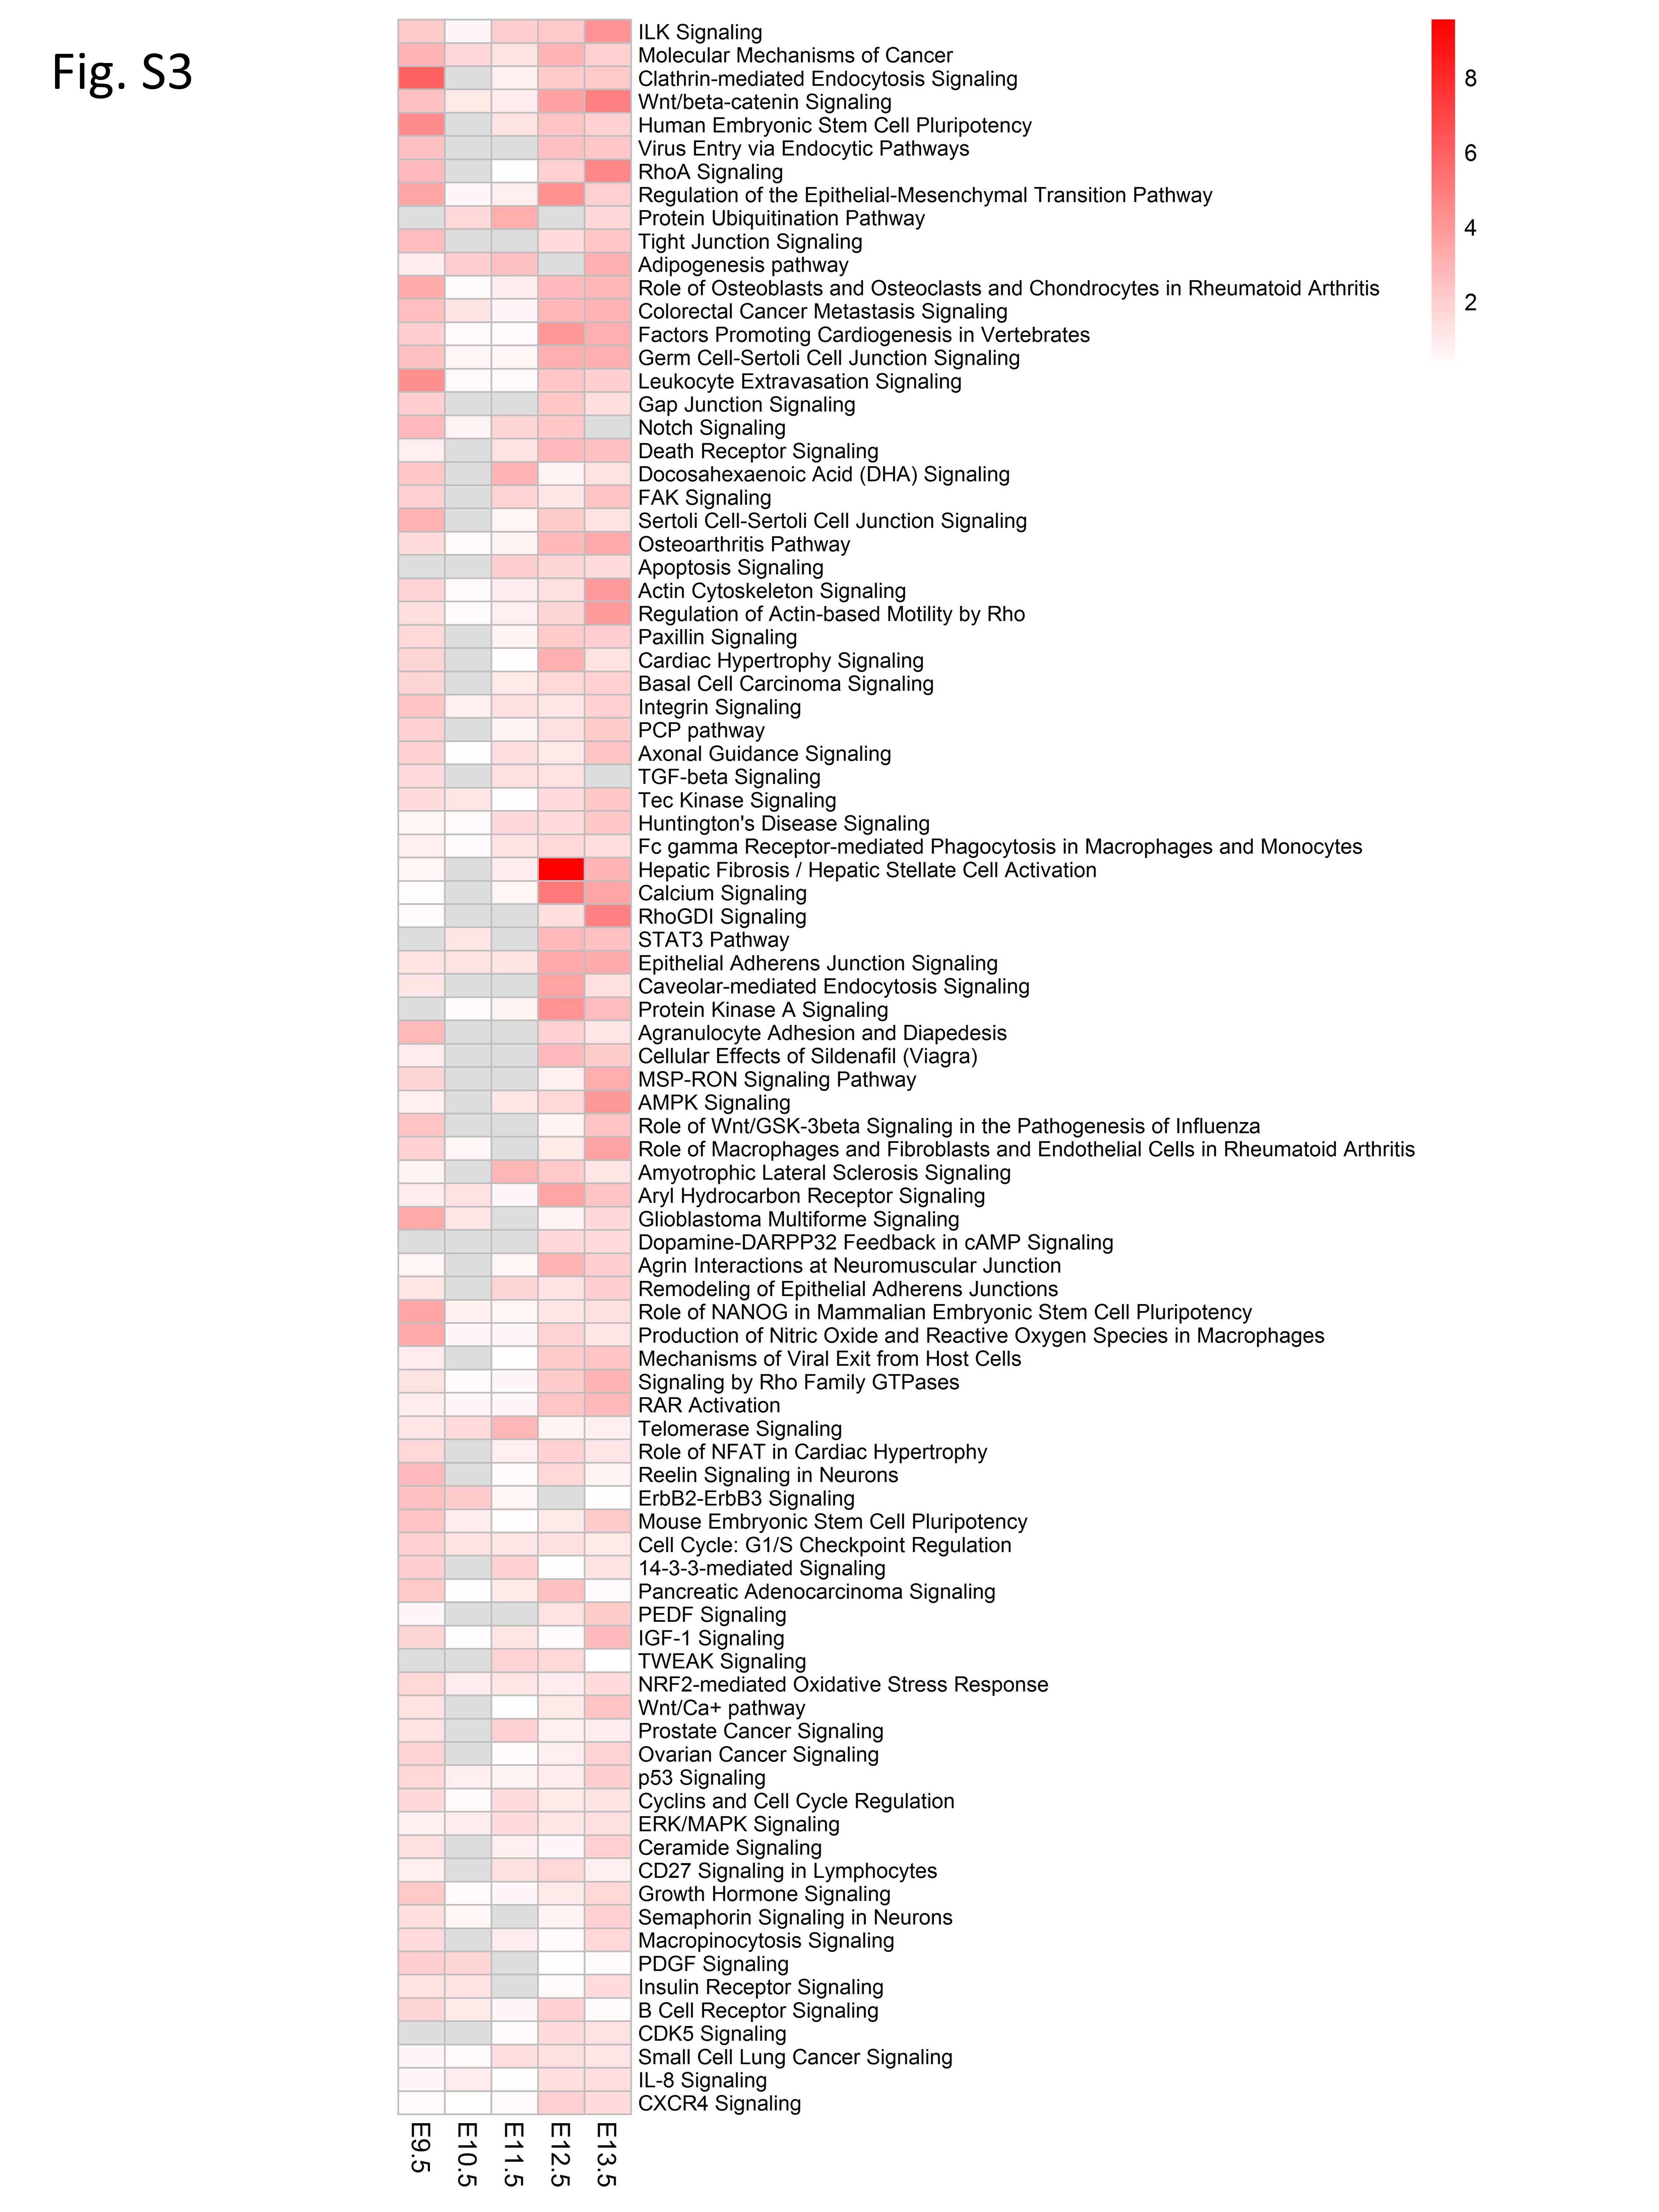
**

Fig. S3. **Heatmap with enrichment p-values from the Ingenuity Pathway Analysis software for canonical pathways**

Grey boxes indicate instances where no p-value was calculated. Pathways shown are ordered by the number of embryonic stages where they are significantly enriched (at least two stages) and by the average of -log(p-value).

**Fig. S4**

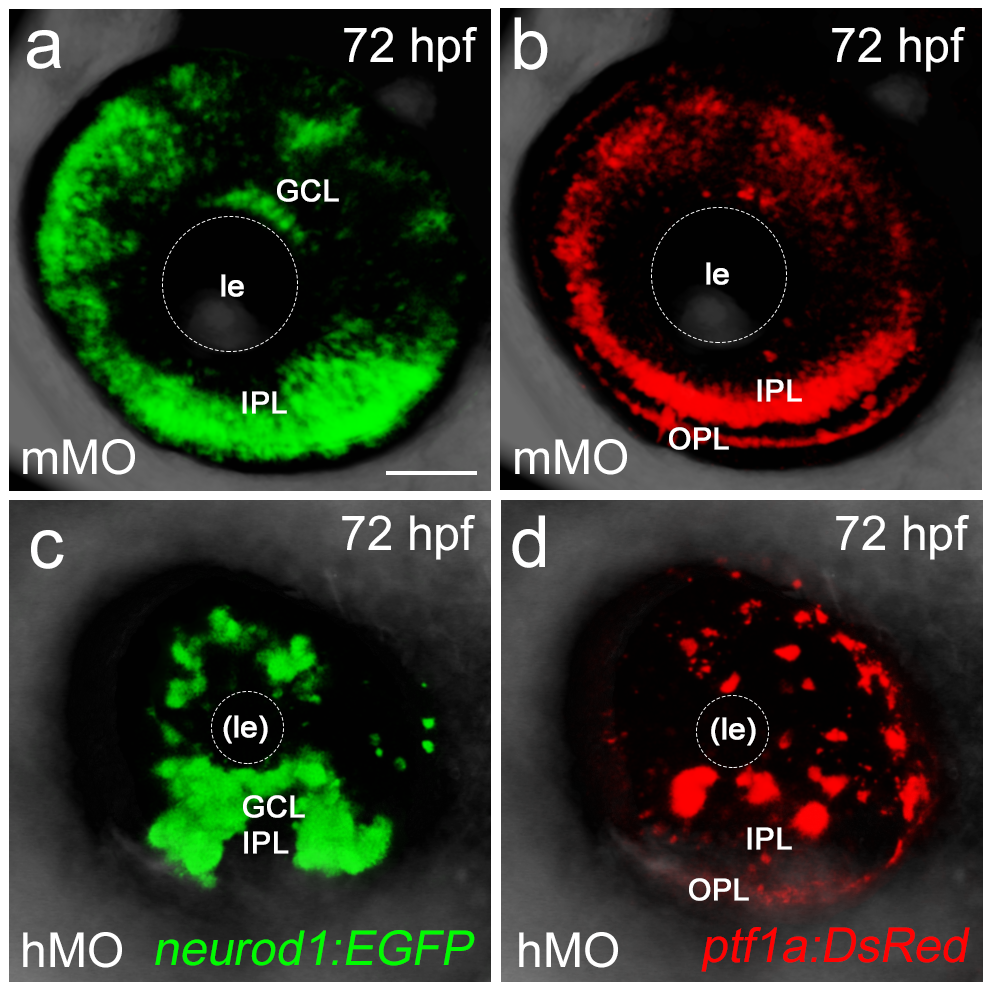

Fig. S4: **Delayed but still layered retina upon knock-down of zebrafish *hist2h3ca1***

a-c: After MO-mediated knockdown of zebrafish *hist2h3ca1* in a double *ptf1a/neurod1* transgenic line, zebrafish morphant embryos (hMO) display a strongly delayed but still layered retina (c,d), compared to controls (mMO) (a,b). *neurod1*-positive cells are specifically detectable in the inner retina (c), occupying the areas of the prospective ganglion cell (GCL) and inner plexiform (IPL) layer, while *ptf1a*-positive cells are arranged in both inner and outer retina (d), in the prospective IPL and outer plexiform layer (OPL). All panels display lateral views of zebrafish eyes at 72 hpf (hours post-fertilization), with anterior to the left. Displayed phenotypes are representative of n=50 embryos per condition. The scale bar (in a) is 50 µm and applies to all images.

**Fig. S5**

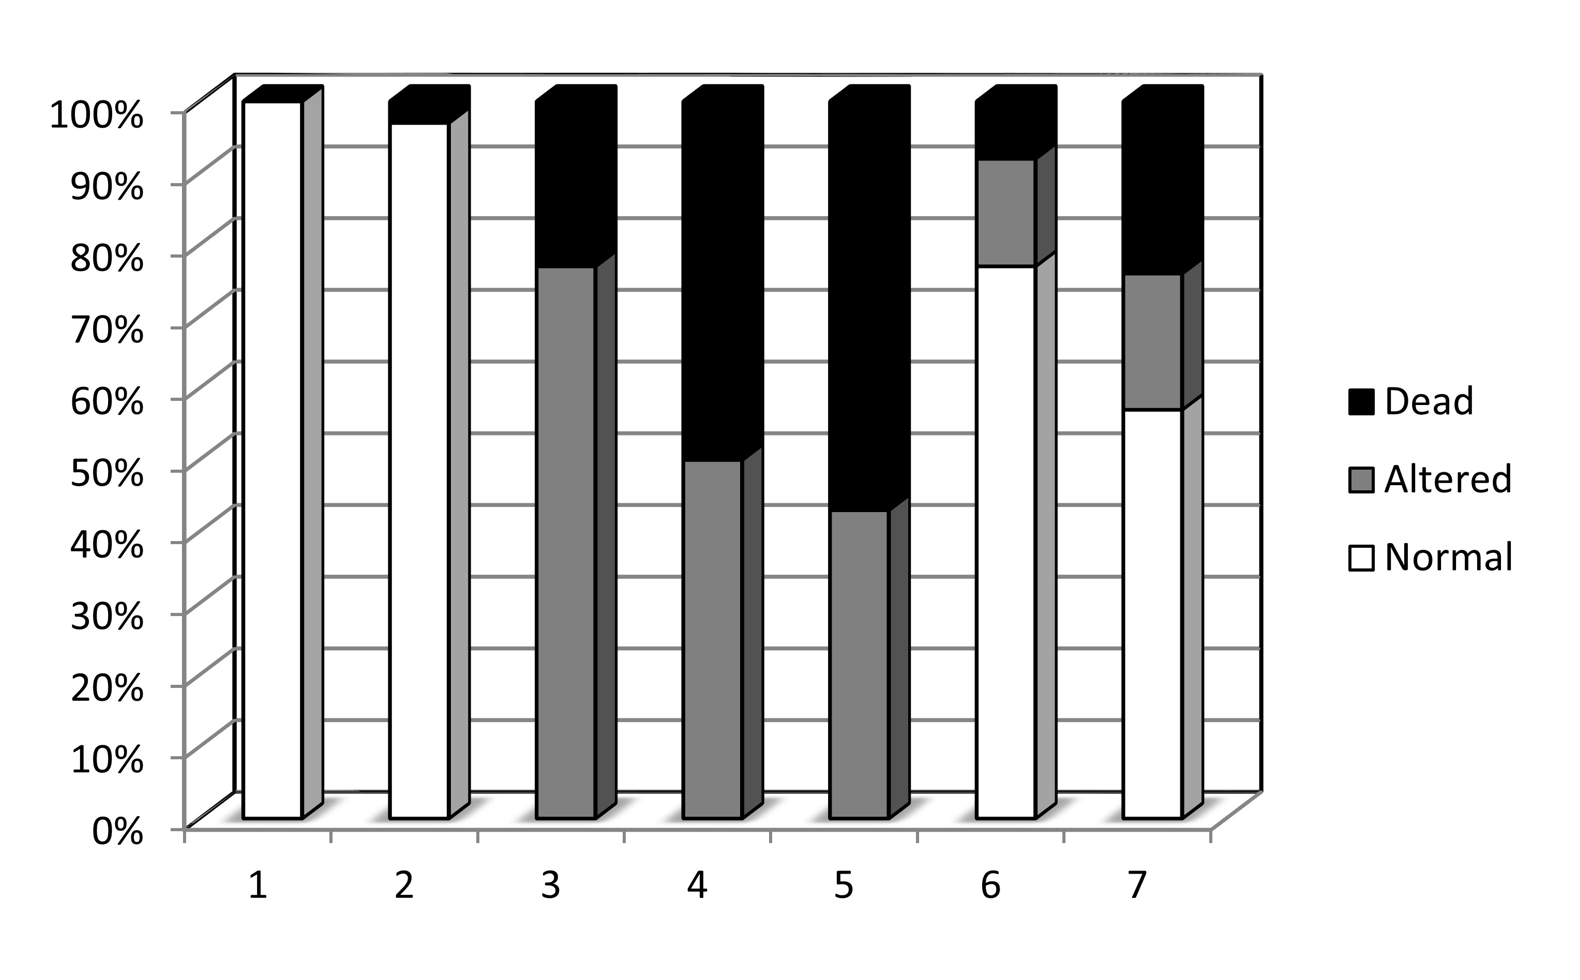

Fig. S5: **Rescue experiments in zebrafish embryos**

The chart summarizes the results from rescue experiments using control (mismMO) or anti-*hist2h3ca1* (histMO) morpholino oligos, injected either alone or in combination with normal (C3H) or mutated (AEY69) mouse mRNAs. Injected controls (2) do not significantly differ from not injected embryos (1). The morphant (histMO) rescue is obtained using normal C3H mRNA (6, 7), while the mutated mRNA is exacerbating the phenotype (5) compared to AEY69 or histMO alone (3, 4). The rescue is more efficient with C3H mRNA at 25 ng/μl (6) than at 50 ng/μl (7). Altered phenotypes include delayed development, malformation and cyclopia. Phenotypes are evaluated at 2 dpf. Conditions: 1) Not injected; 2) mismMO 10 μM + C3H mRNA 25 ng/μl (injected controls); 3) AEY69 mRNA 25 ng/μl (over-expressed); 4) histMO 10 μM (morphants); 5) histMO 10 μM + AEY69 mRNA 25 ng/μl (no rescue); 6) histMO 10 μM + C3H mRNA 25 ng/μl (>70% rescue); 7) histMO 10 μM + C3H mRNA 50 ng/μl (>50% rescue). Sample size: n=778 (raw data available in Suppl. Tab. S5.

Analysis of TH-positive cells in the brain of the *Aey69* mice.

Mice were perfused with phosphate buffered saline (PBS), followed by 4% paraformaldehyde (PFA) in PBS and incubated at 4°C overnight. The brains were transferred into 25% sucrose in PBS for cyroprotection and horizontally cut with a cryostat at 40 µm. Slides were washed in PBS over-night and incubated in 0.1% H_2_O_2_ in PBS to reduce background signal by endogenous peroxidases. 2% FCS in PBS containing 0.1% Triton was used for blocking. For staining, an anti-TH antibody from Pel-Freez (1:1000) was used visualized by a DAB peroxidise-based detection system. Dopaminergic and noradrenergic neurons were quantified by unbiased stereology using the optical fractionator method and analyzed with the Stereoinvestigator software (MicroBrightField Inc., USA). The innervation into the striatum was analyzed using the ImageJ program (Schneider et al., 2012).

Reference:

Schneider, C.A., Rasband, W.S., Eliceiri, K.W., 2012. NIH Image to ImageJ: 25 years of image analysis. Nature Methods 9, 671-675.

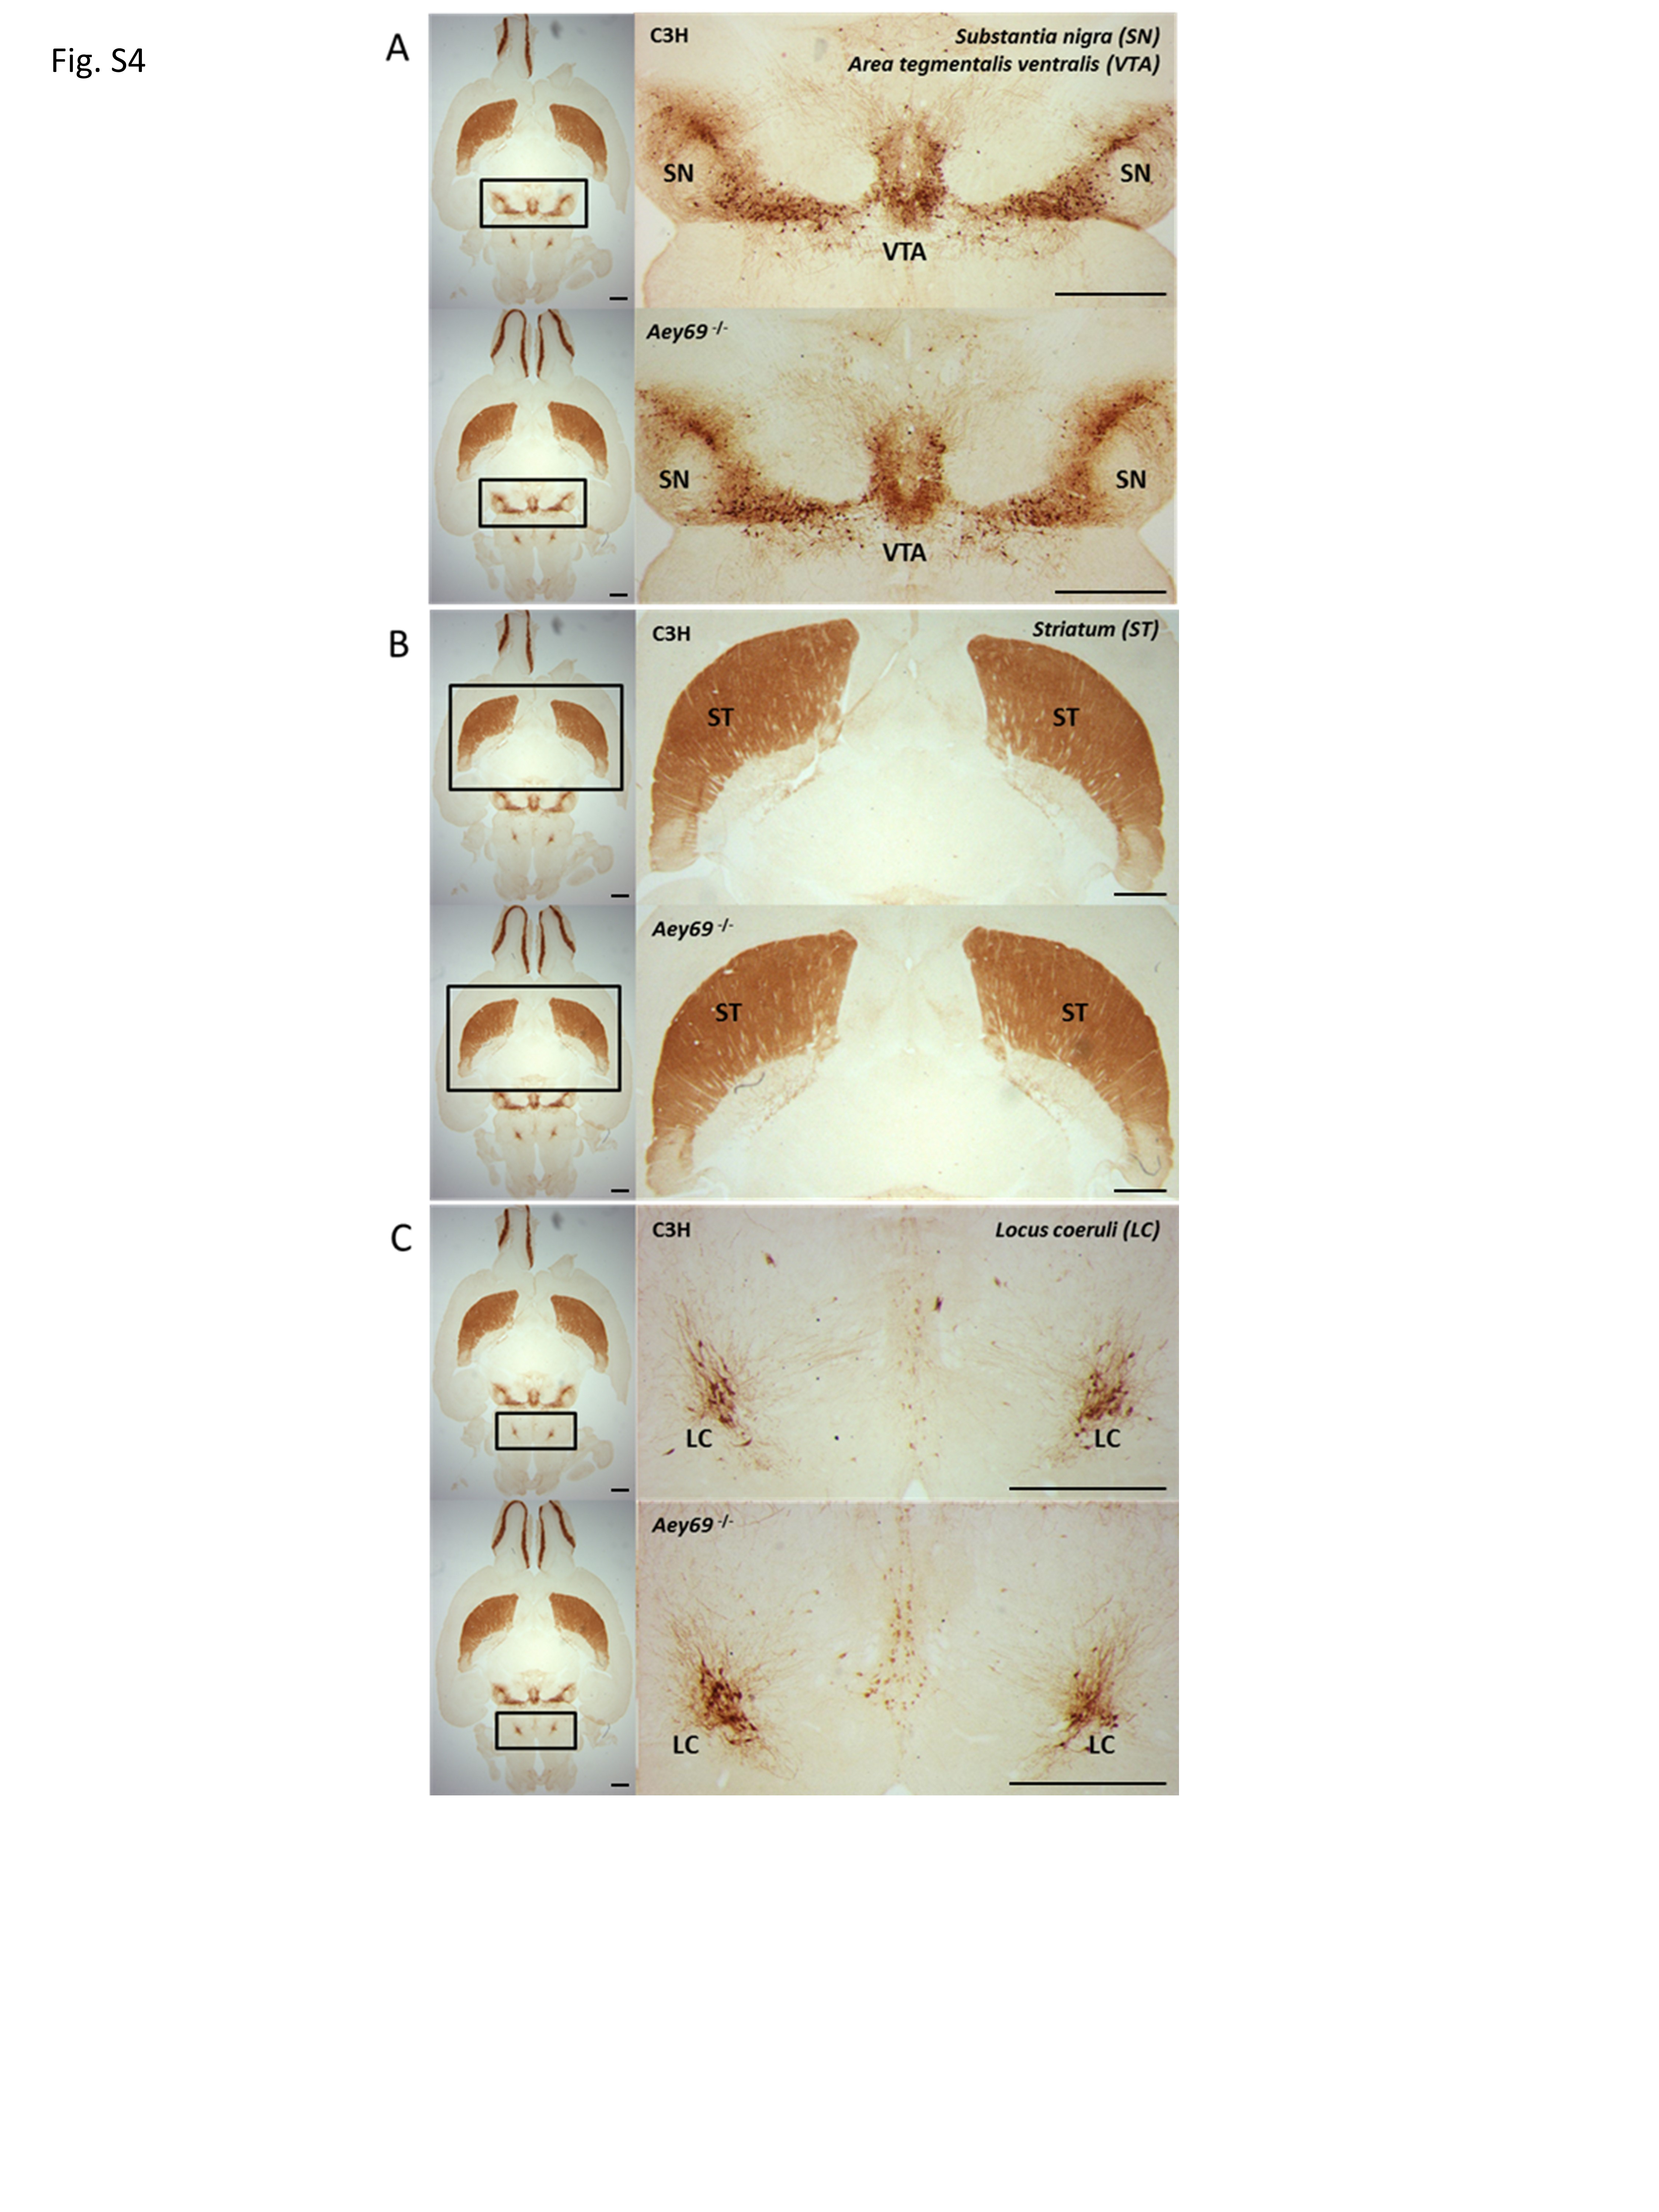

Fig. S6: **The *Aey96* mutation does not affect tyrosine hydroxylase (TH) expression in the adult mouse brain**

The DAB staining represents immunohistological label of tyrosine hydroxylase (TH) positive cells in the brain of the wild-type and the mutant mouse at the age of 9-10 weeks. (a) Stereological counting did not show significant differences in the number of TH-positive cells in the *substantia nigra* (SN) (wild type 10960±766 counts, mutant 10248±1170 counts) and the *area tegmentalis ventralis* (VTA) (wild type 15968±1455 counts, mutant 15257±616 counts). (b) The intensity of the innervation of the dopaminergic neurons from the SN into the striatum (ST) did no differ between the groups. (c) TH-labeled noradrenergic neurons showed no quantitative difference in the mutant brains compared to the wild-type brains (wild type 3738±334 counts, mutant 3720±472 counts; n=6); scale bar = 1 mm.

How the deposited data were processed for this re-analysis (not part of the article)

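RNA of *Aey69* mutants and of wild-type littermates was hybridized by the authors to Illumina mouse bead arrays, with 40 arrays in the deposited files. The authors excluded 4 arrays, and the other 36 were used here: 4 mutants and 3 controls at E9.5 (whole embryos), 4 and 4 at E10.5 and at E11.5 (heads), 4 and 3 at E12.5 (eye region) and 3 and 3 at E13.5 (eyes). Samples were grouped by genotype and stage from the sample titles. For 3 controls of E13.5, other labels name E12.5, and title and age were followed. The columns of background-subtracted values were joined to genotype and stage by their names, and 0 signal columns were left unmapped. Sample numbers are the authors' own, as the paper gives them for the excluded samples, and are not the replicate numbers of the sample titles.

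The authors deposited background-subtracted signal intensity per probe with a detection p-value, made in GenomeStudio, and a processed table that they describe as quantile-normalized after an offset, in linear signal units without log2. The deposited signal values ran from −21 to 28964. Here an offset of 22, the smallest that makes all values at least 1, was added, and the arrays were quantile-normalized on the linear scale and converted to log2. Quantile normalization before log2 was chosen with the authors' processed values in view, and 92.3% of those values lay within 1 unit or 3% of the values computed here. The series holds 25697 probes, of which 23978 have 1 gene name in the platform annotation, 0 have several and 1719 have none. Probes without a gene name, which include those of some genes that the paper names, entered the fits and were not tied to a gene. In the counts of genes each such probe counted as 1 gene. At the false discovery rate these were 1 at E11.5, 3 at E12.5 and 18 at E13.5. The names cover 16593 genes, of which 16582 were found in the reference by gene ID.

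Mutants and controls of each stage were compared in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, each stage fitted on its own), with Benjamini-Hochberg adjustment over all probes of the stage and a false discovery rate of 10%. A probe counted as detected with a detection p under 0.05 in at least 2 of 3 or 3 of 4 samples of a genotype, and this filter was applied after the fit, as the paper describes. The share of detected probes, the measure of signal over background, was 44.6% to 54.9% per array, and the number of arrays limits the precision. A gene counted once if any of its probes passed, and its brightest probe stands for it elsewhere. Only on the gradient were the genes of Fig. 5 placed by their probe with the smallest p. Where no array of a genotype detected a probe, the fold is given as a lower bound against the background level. Changes of the genotype difference between stages were tested as interactions in 1 limma model with 10 groups. Unadjusted counts at p under 0.05 are given beside them.

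Before the deposited data were examined, but with the colours of Fig. 5 already seen, the comparisons, the alternatives, the gene lists and the rule for named genes were fixed. The rule names genes of Fig. 5 and of the paper's section on the arrays, a few fixed lens and histone genes, up to 10 called genes with the largest change per direction and stage, and up to 4 members of each list. *Bfsp2* and the values of *Erdr1* and *Denr* at other stages were chosen after values were seen. The 26 lists cover crystallins, other lens fiber and lens genes, lens transcription factors, eye field and optic cup transcription factors, retinal progenitor and Notch genes, retinal ganglion cell and early neuron genes, photoreceptor, horizontal and amacrine precursor genes, retinal pigment epithelium and melanocyte genes, periocular mesenchyme and corneal stroma genes, surface ectoderm and corneal epithelium genes, ventral forebrain and hypothalamus genes, skeletal muscle, cardiac muscle, endothelial, erythroid, yolk sac and placenta, and macrophage and blood leukocyte genes, BMP signaling, integrin-linked kinase signaling, proliferation, apoptosis and p53 target genes, stress and immediate early genes, H3.2 histone genes, H3.3 and other H3 genes, replication-dependent histones, and sex-linked check genes. Lists with at least 3 detected genes were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 120 tests. The threshold of 0.1 for lists was chosen after values were seen. Several lists hold genes that Fig. 5 shows from these samples at a tested stage. Among them were *Trf*, *Plac1* and *Plac8* at E9.5 (yolk sac and placenta list) and *Hes5* at E11.5 (Notch list). At E12.5 they included *Dcn* (mesenchyme list) and *Shh* and *Nkx2-1* (ventral forebrain list). Shifts of such lists at these stages are not independent of the paper's own result. Mean list scores of samples were compared by exact permutation tests, 2-sided.

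The gradient between samples is the first principal axis of the deviations of 15586 probes from their group means. For each stage the axis was taken from the other 4 stages. Only the correlations with the percent of detected probes and with the histone score used deviations on the axis of all stages. Its sign was set so that *Eif4g2*, which Fig. 5 lists as higher at E13.5, lay above 0. The gradient and its use as a covariate were chosen after the data had been seen.

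The fits were tested on simulated data with the mean and spread of each probe in the real samples. In them 100 probes were changed by a log2 value of 1 and 100 by 2, over 25697 probes. The noise was drawn independently for each probe and array, so the gradient shared by probes in the real samples is missing. The rates below therefore do not show how limma or camera behave with that gradient. At E9.5, 64% and 91% were recovered, at E10.5 68% and 96%, at E11.5 60% and 93%, at E12.5 40% and 84%, and at E13.5 78% and 99%, with 12, 17, 13, 9 and 8 false calls. Of 200 probes whose genotype difference was changed by a log2 value of 2 between E11.5 and E12.5, 88.5% were recovered, with 28 false calls. Of 200 lists of 25 unchanged genes, 3%, 1.5%, 3.5%, 3% and 3% had an unadjusted p under 0.05 at the 5 stages.

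Alternatives were quantile normalization within each stage, median scaling, normexp background correction, an offset of 50 above the smallest value, the authors' processed values, the detection filter before the fit or none, 1 model with 10 groups, an intensity trend, array weights, all 40 samples, each sample left out in turn, fold filters of 1.2, 1.3 and 1.5, and camera with an estimated correlation or over all genes on the array. The replicate number as a block could be fitted only to the authors' processed values, which carry the numbers. Fold filters of 1.4 and 2 were looked at after the counts had been seen. A block for the array slide was not fitted, since the files give no slide identifiers. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The authors' pathway analysis was not repeated, since its gene sets are not in the files.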

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

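The tests of a shared gradient, of a constant genotype effect and of signal strength, of cycling cells, of chance for the strongest list, and of a lasting loss of mesenchyme were chosen after the result was seen.

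Fold changes between genotypes turned direction between stages, and samples of the same group spread along a gradient. Across probes, which are not independent replicates, the fold changes correlated with the axis of the other stages at an absolute r over 0.3 at 4 of 5 stages (r = −0.59, −0.08, −0.76, −0.33 and 0.41 from E9.5 to E13.5). Whether the gradient lies behind the turns cannot be told apart, since this test could hardly have come out otherwise: other splits of the same samples had a median absolute r of 0.44, 0.51, 0.57, 0.58 and 0.35, and splits drawn at each stage would reach 0.3 at 3 or more stages in 79.9% of cases. The scores of mutants and controls had exact permutation p = 0.14, 0.94, 0.29 and 0.63 from E9.5 to E12.5. At E13.5 all mutants lay above all controls (exact permutation p = 0.1, the smallest that 3 against 3 allow, so the test could not pass). A difference in developmental age cannot be told apart either: the axis correlated at r = −0.10 across probes with the difference between E11.5 and E10.5 controls, but cardiac muscle genes lay at 9.26 in E10.5 controls and 5.60 in E11.5 controls, so that difference also holds the tissue taken. The deviation of each sample from its group on the axis of all stages followed the percent of detected probes within groups (Pearson r = 0.90, permutation p = 1.0e-05, adjusted p = 2.0e-05; Spearman rho = 0.90, permutation p = 1.0e-05, the smallest that the permutations can give; r = 0.91 without the 2 samples farthest from the median; 36 samples, 4 relations tested), so signal strength of the arrays is a candidate explanation of the gradient. These permutations shuffled the deviations over all 36 samples and not within groups. A constant effect of the genotype cannot be told apart, since the mean difference was at most 1.70 standard errors below 0 (−1.70 at E9.5) while it lay 2.94 above 0 at E13.5. Whether RNA amount, RNA quality or dissection lies behind the signal strength stays open and was not tested.

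Replication-dependent histone genes had a median of −0.34 at E10.5, where 0 of 43 genes passed limma's test, and of 0.51 at E11.5, and both list calls were lost with an estimated correlation (adjusted p = 0.51 each). Their sample scores had exact permutation p = 0.11 at E10.5 and 0.029 at E11.5, and the difference between the stages passed its test (0.84, adjusted p = 0.04 with an estimated correlation). The histone score followed the deviation of samples on the axis of all stages within groups (r = −0.67, permutation p = 1.0e-05, adjusted p = 2.0e-05; rho = −0.56, permutation p = 4.3e-04; r = −0.57 without the 2 samples farthest from the median; 36 samples). With the score on the gradient as a covariate the median at E11.5 was 0.38, still most of 0.51. This argues against the gradient as the whole cause only as far as that score takes the gradient up. The list still passed at camera's preset correlation, which carries little weight. Of 35 splits of these samples, 27 gave at least as many passing lists, the real one included. A larger share of cycling cells is argued against by the proliferation genes, whose median at E11.5 was −0.14 (−0.01 with the covariate). Chance cannot be told apart: 1 of 35 splits of the E11.5 samples, the real one, had a median as large (0.51, highest other 0.44), and 1 of 35 a list with as small a camera p (−log10 p of 17.84, highest other 17.22), but the list was chosen for its value among 120 tests at 5 stages, and 35 splits are too few to allow for that. An effect of the histone mutation stays open, and so does priming or amplification of RNA that lacks poly(A) tails, as most of these mRNAs and U6 RNA do, which was not tested.

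In the mutant eye region at E12.5, periocular mesenchyme and muscle genes had medians of −1.04 and −0.78 and ventral forebrain genes one of 0.31, with 4 of 14, 1 of 14 and 0 of 7 genes past limma's test, and all 3 list calls were lost with an estimated correlation (adjusted p = 0.45, 0.71 and 0.68). Without control 2 the muscle median was −0.50 and the ventral forebrain call was lost (adjusted p = 0.2). The gradient is argued against as the whole cause, since the mesenchyme median was −0.99 with the score as a covariate. Whether a loss of mesenchyme lasts cannot be decided. Its median at E13.5 was 0.16 (−0.02 under median scaling), but those samples are eyes and the E12.5 samples are the eye region. Tissue around the eye at E12.5 need not be in the E13.5 samples. Tissue around the eye taken in other amounts at dissection cannot be told apart from an effect of the genotype: mesenchyme and ventral forebrain scores had r = −0.46 within groups (exact permutation p = 0.26, adjusted p = 0.26; rho = −0.79, exact permutation p = 0.048; r = −0.71 without the 2 samples farthest from the median), over 7 samples, which are too few. An effect of the genotype on the tissue around the eye, passing or lasting, stays open.

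In 6 groups of 4 samples, 150 combinations of group and measure were tested, which are not independent, and 11 held a sample far from the others, where chance alone gives about 1 in 20. Mutant 4 at E9.5 had 44.6% of probes detected, against 48.6% to 49.3% in the other mutants, and a mean log2 signal of 8.39 in the erythroid genes, against 10.82 to 11.07. Mutant 3 at E9.5 had a mean log2 signal of 10.80 in the yolk sac and placenta genes, against 7.10 to 7.50. Control 5 at E10.5 had a score of −1.79 on the gradient, against 0.55 to 0.69, and a mean log2 signal of 7.75 in the erythroid genes, against 10.63 to 11.04, and of 5.91 in the ventral forebrain genes, against 6.40 to 6.47. Mutant 5 at E10.5 had 9.17 in the erythroid genes, against 10.76 to 10.94. At E11.5 mutant 5 had 6.62 in the lens transcription factors, against 6.75 to 6.78, control 3 had 9.49 in the H3.3 and other H3 genes, against 9.77 to 9.82, and control 4 had 6.98 in the yolk sac and placenta genes, against 5.95 to 6.03. Mutant 1 at E12.5 had a mean log2 signal of 5.61 in the skeletal muscle genes, against 6.31 to 6.38. Groups of 3 samples were not tested. In such a group, control 2 at E12.5 had a score of −2.51 on the gradient, against 1.56 and 1.88 in the other controls. It had 47.6% of probes detected, against 54% and 54.4%.

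The genotype difference changed between consecutive stages, by a test of the interaction, for these lists (log2 change of the median, adjusted p with an estimated correlation). Yolk sac and placenta genes changed by 2.83 from E9.5 to E10.5 (adjusted p = 0.098). From E11.5 to E12.5 the crystallins changed by −2.89 (adjusted p = 3.0e-06), the other lens fiber and lens genes by −0.75 (adjusted p = 0.0089) and the periocular mesenchyme genes by −1.15 (adjusted p = 0.0027). From E12.5 to E13.5 the crystallins changed by −4.98 (adjusted p = 1.7e-07), the other lens genes by −2.27 (adjusted p = 6.4e-06) and the mesenchyme genes by 1.06 (adjusted p = 0.0027). At each of these steps the tissue taken changed too, so a change with age cannot be told apart from it.

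Single genes whose log2 genotype difference changed between stages by limma's interaction test at the false discovery rate of 10%, and turned sign with an unadjusted p under 0.05 at both stages, were, among the genes named by the rule, *Lgals3* from E9.5 to E10.5 (2.01, from −1.50 to 0.51) and *Rnu6* from E10.5 to E11.5 (1.56, from −0.47 to 1.09). From E11.5 to E12.5 they were *Erdr1* (5.41, from −4.45 to 0.96), *Krt14* (−2.42) and *Ogn* (−2.67). From E12.5 to E13.5 the keratin genes *Krt5*, *Krt14* and *Krt17* changed by 1.49, 2.40 and 2.95, and the mesenchyme genes *Col1a1*, *Col3a1*, *Col6a1*, *Kera* and *Prrx1* by 2.53, 1.73, 2.24, 1.08 and 1.96. The muscle gene *Myh8* changed by 2.79, the globin gene *Hbb-b2* by 3.38, *Cdkn1a* by 1.07, *Slco4a1* by −1.67, *Foxn4* by −1.53, *Prox1* by −2.24 and *Erdr1* by −3.48. Of the genes named by the rule that passed the interaction test, 6 more turned sign from E11.5 to E12.5 and 12 more from E12.5 to E13.5 without such a p at both stages. Except from E10.5 to E11.5, both heads, the tissue taken changed between these stages as well.

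Among genes that passed the false discovery rate with all mutants on 1 side of all controls, were detected in at least 1 sample of each genotype, and are named neither in Fig. 5 nor in the paper's section on the arrays, the largest rise was *H2bc7* at E11.5 (1.79), *Fgf8* at E12.5 (1.43) and *Lhx8* at E13.5 (2.19), and the largest fall *Ogn* at E12.5 (−2.17) and *Bfsp2* at E13.5 (−3.20). Of these, *H2bc7*, *Fgf8*, *Ogn* and *Lhx8* lost the call in some of the fits that left out 1 sample (highest adjusted p = 0.24, 0.17, 0.25 and 0.21).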

How the results depend on the processing

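The gradient covariate, the replicate block on the authors' values and the fold filters of 1.4 and 2 were chosen after seeing the data, and the other alternatives were planned. The crystallin median stayed negative under all alternatives, at −1.64 to −3.15 at E12.5 and −6.77 to −8.51 at E13.5. Quantile normalization within each stage left the side of the threshold of all 40 list shifts and of 214 of 222 single genes, and the authors' processed values left that of all 40 list shifts. The side was left for 207 single genes under median scaling (14 lost their call, 1 gained it), 173 with all mapped samples (48 lost, 1 reversed) and 178 with the gradient covariate (24 lost, 20 gained). With the replicate block it was left for 176 (44 lost, 2 gained). Of the 40 list shifts, 35 stayed under median scaling (5 lost) and 36 with camera over all genes (3 lost, 1 gained). With all mapped samples 30 stayed (8 lost, 1 gained, 1 reversed), and with the covariate 28 (8 lost, 1 gained, 3 reversed). In fits that left out 1 sample, 151 of 222 single genes and 20 of 40 list shifts stayed on their side in all fits. Median scaling puts the median of all detected probes at −0.33 at E9.5, −0.10 at E11.5 and −0.14 at E13.5 (0.01, 0.04 and −0.03 otherwise), and moves the share of higher genes at an unadjusted p from 56.1% to 3.9% at E9.5, 43.1% to 55.6% at E10.5, 52.4% to 14.1% at E11.5, 55.9% to 42.9% at E12.5 and 49.5% to 31.9% at E13.5. With normexp the share of higher genes at an adjusted p at E12.5 goes from 14.3% to 44.1%. Signal over background limits genes at background, such as *Pax6*, for which no difference could be seen. Except for smaller samples, added samples and fewer genes tested, the cause of the following changes was not tested.

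With all mapped samples, the genes at an adjusted p were 6 at E12.5 and 9 at E13.5, those at an unadjusted p 480 at E9.5 and 255 at E13.5, and the shifted lists 2 at E9.5 and 8 at E13.5. The interactions, genes whose genotype difference changed between consecutive stages, were 0, 0, 3 and 46, against 2, 1, 91 and 354. The crystallin median was −2.36 at E12.5 and −6.94 at E13.5, the proliferation genes reversed at E9.5 to 0.22 and *Krt18* at E13.5 to 0.47, and both lost their call (adjusted p = 0.77 and 0.89). With array weights, the genes at an adjusted p were 3 at E9.5, 4104 at E12.5 and 924 at E13.5, those at an unadjusted p 1944 at E9.5, 301 at E10.5 and 5207 at E12.5, and the crystallin median at E12.5 was −2.63. Camera with an estimated correlation shifted 0 lists at each stage. With the detection filter before the fit, 1088 genes passed at an adjusted p at E13.5 and the interactions were 146 from E11.5 to E12.5 and 573 from E12.5 to E13.5. Without a detection filter 618 genes passed at an unadjusted p at E10.5. With an intensity trend 951 genes passed at an adjusted p at E13.5. With median scaling the genes at an adjusted p were 1 at E9.5, 40 at E12.5 and 350 at E13.5, and the interactions from E9.5 to E10.5 were 4. With normexp the genes at an adjusted p were 220 at E12.5 and 557 at E13.5, those at an unadjusted p 316 at E10.5, and the interactions 161 and 588 over the last stages. With an offset of 50 above the smallest value, the genes at an adjusted p were 5 at E11.5, 255 at E12.5 and 976 at E13.5, those at an unadjusted p 234 at E10.5, the interactions 1, 2, 153 and 572, and the crystallin median −1.64 at E12.5 and −6.77 at E13.5. In 1 model with 10 groups, the genes at an adjusted p were 9, 1, 4, 490 and 133 over the 5 stages and those at an unadjusted p 1251 at E13.5. A fold change of at least 1.5 left 496, 26, 446, 781 and 1026 genes at an unadjusted p, one of at least 1.4 left 812, 53, 683, 1150 and 1393, and one of at least 2 left 72, 4, 84, 169 and 346.

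With the gradient covariate, which at E13.5 separates the genotypes and so also takes up differences between them, the genes at an adjusted p were 6 at E11.5, 2280 at E12.5 and 19 at E13.5, and those at an unadjusted p 697, 365, 620, 4022 and 937 over the 5 stages. The endothelial genes reversed to −0.01 and the histone genes to −0.15 at E9.5, the proliferation median at E11.5 shrank from −0.14 to −0.01 (only the direction of camera's test turned), and all 3 lost their call (adjusted p = 0.95, 0.35 and 0.75). The histone median at E9.5 was also negative under median scaling (−0.21) and array weights (−0.08).

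Neither the paper nor the labels say that shared replicate numbers pair mutants with controls, and same-numbered samples did not deviate together in every pair (r of 0.099 to 0.500 at E9.5 and 0.064 to 0.753 at E10.5, and under 0 in at least 2 pairs at each later stage). At E9.5 and E10.5 every mutant that had a control of its own number correlated best with that control, a hint from the data of a pairing there, which the design does not give. With the replicate block, on the authors' processed values, the genes at an adjusted p were 1, 2, 2, 3 and 40, against 0, 0, 11, 24 and 209 without the block on the same samples, and those at an unadjusted p 1450, 422, 1254, 879 and 2190, against 737, 146, 1165, 1376 and 2825.

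With 1 sample left out, the genes at an adjusted p ran from 0 to 64 at E9.5 (64 without mutant 3), 0 to 0 at E10.5, 2 to 9 at E11.5, 11 to 4005 at E12.5 (4005 without control 2) and 44 to 1582 at E13.5 (1582 without control 4). Those at an unadjusted p ran from 709 to 1739, 95 to 318, 402 to 2395, 1117 to 5156 and 1759 to 3503. Shifted lists ran from 3 to 6, 4 to 12, 3 to 8, 7 to 11 and 9 to 14, and interactions from 0 to 194, 0 to 12, 62 to 192 and 192 to 1686. In these fits 19 list shifts lost their call at least once: the proliferation (in 2 fits), cardiac muscle (4), endothelial (2) and histone genes (3) at E9.5, the skeletal muscle (2), cardiac muscle (3) and yolk sac genes (1) at E10.5, the crystallins (4) and retinal ganglion cell genes (4) at E11.5, the H3.2, surface ectoderm, erythroid, ventral forebrain and endothelial genes (1 each) at E12.5, and the lens transcription factors (1), retinal progenitor (3), yolk sac (2), integrin-linked kinase signaling (2) and histone genes (3) at E13.5. Integrin-linked kinase signaling at E12.5 gained one.

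Other splits of the same samples gave counts as large in the following shares, the real split included. For genes at an adjusted p at E12.5, 1 of 35 splits did (63, highest other 1), the smallest share that 35 splits can give. Taken alone this share is under 0.05. The shares were not adjusted over the counts and stages tested, so chance is not excluded there. Nor can it be excluded at E9.5 (35 of 35 splits, 0, highest other 318), E10.5 (35 of 35, 0, highest other 1) and E11.5 (4 of 35, 10, highest other 2361). For genes at an unadjusted p chance cannot be excluded at E9.5 (5 of 35, 1265, highest other 1842), E10.5 (24 of 35, 144, highest other 2430), E11.5 (9 of 35, 1162, highest other 4355) and E12.5 (7 of 35, 1796, highest other 3404), nor for shifted lists at E9.5 (29 of 35, 5, highest other 11), E10.5 (31 of 35, 4, highest other 13), E11.5 (27 of 35, 5, highest other 10) and E12.5 (9 of 35, 9, highest other 13). At E13.5 the 10 splits are too few (213 genes at an adjusted p, highest other 0; 2828 at an unadjusted p, highest other 1177; 13 lists, highest other 12). Of 100 drawn splits, 14 gave as many interactions from E9.5 to E10.5 (2, highest other 337), 5 from E10.5 to E11.5 (1, highest other 602) and 7 from E11.5 to E12.5 (91, highest other 3770), so chance cannot be excluded. From E12.5 to E13.5, 2 of 100 did (354, highest other 490). That share is under 0.05 taken alone and was not adjusted either. Splits with several times the real count point to a structure of the samples: at E10.5, E11.5 and E12.5 the split with most genes at an unadjusted p was the one farthest apart on the gradient (1.41, 2.05 and 2.18, against 0.07, 1.26 and 0.63 for the real split). A block for the array slide was not run.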

Differences from the paper's values

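The paper counts genes at a limma p under 0.05 with filters for fold change and background, and its text does not give the size of the fold filter. The counts here have no fold filter. At E9.5 the paper's count is 376 and the count here 1265. Of the alternatives set before the data were examined, all mapped samples (480) and a fold change of at least 1.5 (496) fall within 1.5 times the paper's value, and the others do not. At E11.5 the paper's count is 420 and the count here 1162. A fold change of at least 1.5 (446) and the fits without control 2 (613), control 4 (402), mutant 3 (500) or mutant 4 (470) fall within 1.5 times, and the others do not. At E12.5 the paper's count is 847 and the count here 1796. A fold change of at least 1.5 (781) and the fits without mutant 3 (1241) or mutant 4 (1117) fall within 1.5 times, and the others do not. At E13.5 the paper's count is 739 and the count here 2828, and only a fold change of at least 1.5 (1026) falls within 1.5 times. At E10.5 the paper's count is 157 and the count here 144, and a fold change of at least 1.5 gives 26. A fold change of at least 1.4, chosen after seeing the values, falls within 1.5 times the paper's count at E12.5 (1150) and not at the other stages (812, 53, 683 and 1393), and one of at least 2, chosen the same way, at no stage (72, 4, 84, 169 and 346). Of the genes of Fig. 5 that pass here with any probe (14, 12, 18, 20 and 20 over the 5 stages), the filter of 1.5 drops 0, 6, 0, 0 and 0, that of 1.4 drops 0, 4, 0, 0 and 0, and that of 2 drops 1, 10, 9, 4 and 0. The gradient covariate, also chosen after seeing the values, falls within 1.5 times the paper's count at E11.5 (620) and E13.5 (937), where it drops 9 of 18 and 7 of 20 of these genes, and not at the other stages. The replicate block on the authors' processed values, chosen after seeing the values as well, falls within 1.5 times at E12.5 (879), where it drops 0 of 20, and not at the other stages. It passes 5 genes of Fig. 5 at E10.5 and 1 at E11.5 that do not pass here, and the covariate passes 1 at E9.5. How many of the paper's other genes are dropped was not counted, since the full list is not in the files.

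Of the genes of Fig. 5 with a named probe, the brightest probe has the direction of the figure for 15 of 16 at E9.5, 16 of 18 at E10.5 and 20 of 20 at each later stage. This counts the sign alone, also near 0. With 1 sample left out, the brightest probes of *Hspd1* and *G3bp1* at E13.5 ran from −0.02 to 0.06 and from −0.02 to 0.13. That of *Sparc* at E11.5 ran from −0.17 to 0.03. Other probes of these genes have 2.72, 2.47 and −1.33 (adjusted p = 0.14, 0.19 and 0.66 in limma). Fig. 5 shows *Rsrc1* as higher at E9.5, and its brightest probe has a log2 fold change of −0.35 while another probe has 0.96 (adjusted p = 0.64 each). Fig. 5 shows *Hnrnpa2b1* as higher and *Rhot2* as lower at E10.5, and their brightest probes have −0.20 and 0.02 while other probes have 0.68 and −0.52 (adjusted p = 1 each). The paper names *Bmpr1a* among the most altered genes of the early stages. Its brighter probe has −0.15 at E9.5 (adjusted p = 0.88), and its dimmer probe has −1.02 (adjusted p = 0.64 in limma, and past an unadjusted p of 0.05).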

Other observations

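In the mutant eye at E13.5, lists of other eye tissues shifted as well. Of 7 photoreceptor, horizontal and amacrine precursor genes, 1 was lower, *Foxn4*, a gene of horizontal and amacrine cell fate (6 lower when adjusted over the list alone; median −0.50, camera adjusted p = 0.0068, and adjusted p = 0.68 with an estimated correlation). Its log2 fold change was −0.72 (standard error 0.14, adjusted p = 0.094). Of 11 retinal pigment epithelium and melanocyte genes, 0 passed alone in limma (7 lower when adjusted over the list alone; median −0.65, adjusted p = 0.0068, and adjusted p = 0.71 with an estimated correlation). Of 16 retinal progenitor and Notch genes, 2 were lower (5 lower and 1 higher when adjusted over the list alone; median −0.14, adjusted p = 0.085, and adjusted p = 0.71 with an estimated correlation), among them *Hes5* (−0.93, standard error 0.18, adjusted p = 0.093). Erythroid genes had a median of 0.85 (1 of 8 higher, 6 when adjusted over the list alone, adjusted p = 1.3e-04, and adjusted p = 0.71 with an estimated correlation). The 1 higher gene was *Slc4a1*, which encodes the anion exchanger of red blood cells (1.63, standard error 0.27, adjusted p = 0.061). Skeletal muscle genes had a median of 0.66 (0 of 16 higher, 6 when adjusted over the list alone, adjusted p = 3.8e-05, and adjusted p = 0.71 with an estimated correlation). Proliferation genes had 0.11 (1 of 22 higher, 8 when adjusted over the list alone, adjusted p = 1.5e-04, and adjusted p = 0.68 with an estimated correlation). Yolk sac and placenta genes had 0.23 (1 of 8 higher, *Apoa2*, adjusted p = 0.066, and adjusted p = 0.71 with an estimated correlation), and replication-dependent histones −0.15 (adjusted p = 0.059, and adjusted p = 0.8 with an estimated correlation). *Igfbp3*, which encodes an IGF-binding protein, rose by a log2 fold change of 1.85 (standard error 0.26, adjusted p = 0.034) and *Lhx8*, a forebrain homeobox gene, by 2.19 (standard error 0.34, adjusted p = 0.053). With the 4 excluded samples included, the photoreceptor, retinal progenitor, proliferation and yolk sac lists no longer passed at E13.5 (adjusted p = 0.29, 0.73, 0.12 and 0.4). List calls lost without 1 sample were those of the retinal progenitor genes without control 4, control 5 or mutant 4 (adjusted p = 0.24, 0.11 and 0.18), the yolk sac genes without control 2 or control 4 (adjusted p = 0.11 and 0.24) and the histones without control 2, control 4 or mutant 4 (adjusted p = 0.15, 0.58 and 0.33). The median of the retinal progenitor genes was −0.22 and that of the skeletal muscle genes 0.29 without control 2, that of the proliferation genes 0.17 without control 4 and 0.18 without mutant 4, and that of the histones −0.09 without control 4 and −0.26 without control 5. With 1 sample left out, the calls of *Foxn4*, *Hes5*, *Slc4a1*, *Apoa2*, *Igfbp3* and *Lhx8* were lost in 5, 5, 3, 4, 4 and 4 of 6 fits (highest adjusted p = 0.28, 0.25, 0.27, 0.21, 0.16 and 0.21). With the gradient covariate all 6 calls were lost (adjusted p = 0.57, 0.67, 0.3, 0.47, 0.47 and 0.51), with log2 fold changes of −0.72, −0.63, 2.32, 2.92, 0.90 and 2.22, so that of *Igfbp3* halved and those of *Foxn4*, *Slc4a1*, *Apoa2* and *Lhx8* did not shrink. At E13.5 the score itself separates mutants from controls, so the covariate also takes up differences between genotypes.

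In the mutant eye region at E12.5, erythroid genes had a median of −1.36 (0 of 8 past limma's test, 3 lower when adjusted over the list alone, camera adjusted p = 0.0071, and adjusted p = 0.75 with an estimated correlation), with a mean log2 signal of 8.70 ± 0.36 (SD, n = 4) in mutants and 9.81 ± 1.70 (SD, n = 3) in controls (exact permutation test, 2-sided, p = 0.29). Endothelial genes had −0.30 (0 of 11, 3 lower when adjusted over the list alone, adjusted p = 0.0056, and adjusted p = 0.66 with an estimated correlation), among them *Tek*, a receptor gene of blood vessels (−1.07, standard error 0.19, adjusted p = 0.11). Surface ectoderm and corneal epithelium genes had −0.29 (1 of 14 lower, *Krt14*, and 4 when adjusted over the list alone, adjusted p = 0.0056, and adjusted p = 0.71 with an estimated correlation). Ventral forebrain and hypothalamus genes had 0.31 (0 of 7, 3 higher when adjusted over the list alone, adjusted p = 0.014, and adjusted p = 0.68 with an estimated correlation). Its members *Nkx2-1* and *Nkx2-2*, homeobox genes of the ventral midline, had 0.94 (adjusted p = 0.27) and 1.18 (adjusted p = 0.14). Without control 2 the calls of the endothelial, surface ectoderm and ventral forebrain genes were lost (adjusted p = 0.14, 0.35 and 0.2), and without control 3 that of the erythroid genes (median −0.82, adjusted p = 0.16). The erythroid call was also lost with the 4 excluded samples included (median −0.45, adjusted p = 0.34). The erythroid median was −2.28 without control 2 and −0.88 without control 5, and the ventral forebrain median 0.54 without control 5 and 0.47 without mutant 4. *Metrn*, which encodes a neurotrophic factor, rose by 1.37 (standard error 0.16, adjusted p = 0.021), and the call was lost without mutant 1 or mutant 3 (adjusted p = 0.12 and 0.13).

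At E9.5 and E10.5, 0 members of the following lists passed limma's test alone, and neither did any of the 4 lists given here for E11.5. At E9.5 the yolk sac and placenta genes had a median of −1.86 (12 genes, camera adjusted p = 3.8e-05, and adjusted p = 0.71 with an estimated correlation; −2.97 without mutant 3; sample scores, exact permutation p = 0.17), the proliferation genes −0.17 (adjusted p = 0.014, and adjusted p = 0.71 with an estimated correlation), the cardiac muscle genes −0.22 (adjusted p = 0.097, and adjusted p = 0.8 with an estimated correlation), the endothelial genes 0.39 (adjusted p = 0.083, and adjusted p = 0.8 with an estimated correlation) and the replication-dependent histones 0.11 (adjusted p = 0.052, and adjusted p = 0.8 with an estimated correlation). With 1 sample left out at E9.5, the proliferation call was lost without control 2 (median −0.09, adjusted p = 0.32) or mutant 3 (adjusted p = 0.13), and its median was −0.26 without mutant 2. The cardiac muscle call was lost without control 3, control 5 or mutant 3 (adjusted p = 0.13, 0.32 and 0.15) and without mutant 4, where the median turned to 0.07 (adjusted p = 0.41), and its median was −0.48, −0.51 and −0.44 without control 2, mutant 2 and mutant 5. The endothelial call was lost without control 5 (adjusted p = 0.24) or mutant 4 (median 0.11, adjusted p = 0.78). The histone call was lost without control 2 (median −0.02, adjusted p = 0.19), mutant 3 (adjusted p = 0.19) or mutant 4 (median −0.05, adjusted p = 0.69), and its median was 0.19 to 0.29 without control 3, control 5, mutant 2 or mutant 5. The proliferation median at E9.5 turned to 0.22 (adjusted p = 0.77) when the 4 excluded samples were included, and the cardiac muscle and histone calls were lost (medians −0.07 and 0.01, adjusted p = 0.36 and 0.38). At E10.5 the skeletal muscle genes had −0.19 (adjusted p = 0.0056), the cardiac muscle genes −0.15 (adjusted p = 0.013) and the yolk sac and placenta genes 0.81 (adjusted p = 7.2e-04), each with adjusted p = 0.71 with an estimated correlation. The skeletal muscle call was lost without control 5 (median −0.03, adjusted p = 0.74) or mutant 2 (−0.07, adjusted p = 0.17), the cardiac muscle call without control 2, control 5 or mutant 3 (−0.04, −0.08 and −0.09, adjusted p = 0.26, 0.43 and 0.13), and the yolk sac call without mutant 2 (0.14, adjusted p = 0.57). The cardiac muscle median was −0.31 without control 3, and the yolk sac median 0.49, 0.53, 1.38 and 1.35 without control 4, mutant 3, mutant 4 and mutant 5. At E11.5 the crystallins had −0.28 (4 genes, adjusted p = 0.081), the retinal ganglion cell and early neuron genes −0.21 (adjusted p = 0.068), the retinal progenitor and Notch genes −0.23 (adjusted p = 0.012) and the proliferation genes −0.14 (adjusted p = 0.0084), each with adjusted p = 0.71 with an estimated correlation. The crystallin call was lost without control 3, control 5, mutant 2 or mutant 5 (adjusted p = 0.16, 0.22, 0.19 and 0.13; median −0.16 without control 5). The retinal ganglion cell call was lost without control 3, control 5, mutant 3 or mutant 4 (adjusted p = 0.16, 0.12, 0.2 and 0.13), and its median was −0.12 without control 4, −0.10 without mutant 3, −0.11 without mutant 4 and −0.34 without mutant 2 or mutant 5. The retinal progenitor median was −0.10 without mutant 3, and the proliferation median −0.08 without control 4. Control 4 of E11.5 had a mean log2 signal of 8.25 in the cardiac muscle genes, against 4.68 to 4.75 in the other controls, and of 7.50 in the skeletal muscle genes, against 5.32 to 5.73. The lists of apoptosis and p53 target genes (adjusted p of 0.11 to 0.85), H3.3 and other H3 genes (0.71 to 0.99), stress and immediate early genes (0.55 to 0.97), sex-linked check genes (0.43 to 0.81) and macrophage and blood leukocyte genes (0.15 to 0.48) passed at no stage.

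*Hist2h3c1*, the mutated gene, is named *H3c14* in the annotation and has 2 probes, which cannot tell the mutant from the wild-type transcript. The brighter probe had log2 fold changes of 0.02, 0.11, −0.20, −0.33 and 0.12 from E9.5 to E13.5 (limma adjusted p = 0.97, 1, 0.71, 0.55 and 0.67). The dimmer probe had 0.16, −0.65, 1.37, −0.33 and −0.19 (adjusted p = 0.91, 1, 0.44, 0.71 and 0.53). The paper's RT-qPCR found lower *Hist2h3c1* at E10.5 to E12.5. Whether it used RNA of the same samples as these arrays is not stated in the paper. H3.2 genes are near-identical copies, and whether their transcripts share signal on these probes was not tested. The H3.2 histone genes as a list had a median of −0.33 at E12.5 (0 of 5 past the test, camera adjusted p = 0.012, and adjusted p = 0.68 with an estimated correlation), and the call was lost without control 2 (adjusted p = 0.24).

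*Erdr1* passed limma's test at E11.5 (log2 fold change −4.45, adjusted p = 9.7e-05, detected in 1 of 4 mutants) and at E13.5 (−2.52, adjusted p = 0.072), and did not at E9.5 (−2.68, adjusted p = 0.39, detected in 2 of 4 mutants), E10.5 (−2.16, adjusted p = 1) or E12.5 (0.96, adjusted p = 0.36). The E13.5 call was lost without control 2, control 5 or mutant 4 (adjusted p = 0.24, 0.13 and 0.2), with the gradient covariate (−2.54, adjusted p = 0.55) and with the 4 excluded samples included (−2.23, adjusted p = 0.87), with little change of the fold. A dimmer probe of *Denr* had 1.30, 1.56, 1.18, 0.52 and 1.15 (adjusted p = 0.23, 0.73, 0.056, 0.59 and 0.014), and its brighter probe −0.50, −0.14, −0.29, 0.12 and −0.28. These genes were chosen after their values were seen. Whether a linked chromosome segment around *Hist2h3c1* is a common source cannot be told apart: 0 of its 100 nearest detected genes had a difference of 1 sign at all 5 stages with an unadjusted p under 0.05 at 3 or more, against 7 of 10590 other detected genes. At that share fewer than 1 gene would be expected among 100, so the count of 0 decides nothing.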
